# Pre-marking chromatin with H3K4 methylation is required for accurate zygotic genome activation and development

**DOI:** 10.1038/s41467-025-67692-7

**Published:** 2025-12-19

**Authors:** Meghana S. Oak, Marco Stock, Ana Janeva, Matthias Mezes, Antony M. Hynes-Allen, Tobias Straub, Ignasi Forné, Andreas Ettinger, Stephan Hamperl, Axel Imhof, Jelle van den Ameele, Antonio Scialdone, Eva Hörmanseder

**Keywords:** Epigenetic memory, Embryogenesis, Differentiation, Epigenetics, Histone post-translational modifications

## Abstract

In vertebrate embryos, gene expression is first initiated at zygotic genome activation (ZGA). Maternally expressed transcription factors are essential for this process. However, it is unknown whether active chromatin modifications established in gametes are present in early embryos and contribute to ZGA and embryonic development. Here, we show that in *Xenopus laevis*, H3K4me3 occurs at common genomic loci in gametes, in transcriptionally quiescent pre-ZGA embryos, and in transcriptionally active ZGA embryos. These loci exhibit high H3K4me3 intensities and breadth, DNA hypomethylation, and elevated CpG content. We show that H3K4 methylation pre-marking is required for successful ZGA and development, including expression of the key ZGA transcription factor Pou5f3.2. We demonstrate that the H3K4 methyltransferase Cxxc1 ensures establishment of H3K4me3 and proper ZGA. These findings reveal a role for H3K4 methylation in defining active chromatin states in *Xenopus laevis* embryos and highlight its importance for accurate ZGA and embryonic development.

## Abstract (web summary)

H3K4 methylation is required for defining active chromatin states in *Xenopus* embryos, ensuring faithful zygotic genome activation and successful embryonic development.

## Introduction

Cell fates are established through the activity of developmental cues, transcription factors (TFs) and epigenetic mechanisms that either permit or repress transcriptional programs. In vertebrates, the development of zygotes is supported by maternal transcripts and TFs until zygotic genome activation (ZGA), when gene expression patterns are established. The extent to which this depends on TFs or epigenetic mechanisms is not fully understood. It is unclear how parental chromatin modifications contribute to embryonic development via epigenetic memory.

Epigenetic memory refers to the maintenance of chromatin states across cell divisions independently of the developmental signal that induced the state^1^. Most studies of epigenetic inheritance have confirmed the transmission of repressive histone modifications around transcriptionally inactive chromatin. However, the role of active histone modifications, traditionally associated with actively transcribed genes, in epigenetic memory is under debate^2^. The maintenance of active chromatin states is primarily dependent on TF-coupled gene expression^3^. Propagation of active histone marks is thought to be dependent on TF binding and continuous gene transcription, and not via direct transmission using autonomously operating read-and-write mechanisms. Therefore, the field does not unequivocally consider active histone marks as an epigenetic mechanism. Moreover, the tight link between active chromatin states and transcription complicates efforts to discern whether active histone marks are causal or consequential, and whether they reflect epigenetic mechanisms^4,5^.

Embryos of species such as *Xenopus laevis* and zebrafish undergo a transcription-free window of at least 8 rapid cell divisions from fertilization to ZGA, challenging chromatin-modification propagation^6^. In zebrafish, the active chromatin mark H3K4me3 is present before ZGA at developmental gene promoters, and placeholder mechanisms driven by other chromatin modifications, H2A.Z and DNAme, were shown to set the stage for the first transcriptional program^7,8^. In *Xenopus*, technical limitations hamper histone mark analyses of this dynamic, early embryonic chromatin, and thus, the presence of H3K4me3 is questioned^9^. Instead, it has been suggested that H3K4me3 is rapidly acquired de novo later around ZGA^9–11^. This would exclude a role of H3K4me3 in transmitting active chromatin states from gametes to embryos, as well as overlook the contribution of such a mechanism to embryonic development.

Previous experiments revealed that H3K4me3 decorates specific genomic regions in *Xenopus* sperm nuclei and in blastula embryos prior to ZGA^12^. Thus, chromatin marks could be present on the dynamic chromatin of pre-ZGA embryos. Cell-fate reprogramming studies using nuclear transfer to *Xenopus* eggs suggest that H3K4me3 may play a role in maintaining active transcriptional states^13,14^. Demethylation of H3K4 in somatic donor nuclei rendered them more permissive to reprogramming, and transcriptional memory of active gene expression states was lost^13^. These experiments indicate that nuclear transfer embryos retain information encoded by H3K4me3 via epigenetic memory. It raises the question of whether this mechanism also propagates information from gametes to embryos during physiological development. Together, these observations support the involvement of H3K4me3 in maintaining active transcriptional states between fertilization and ZGA, but evidence is currently missing. It has not been tested whether maintenance of active chromatin states marked by H3K4 methylation is important for embryonic development.

Here, we made use of the transcriptionally silent pre-ZGA developmental period in *Xenopus laevis* embryos^15–17^ to investigate the dynamics of the active histone modification H3K4me3 and its role in embryonic development. We profiled histone modifications on chromatin in pre-ZGA embryos using mass spectrometry. We detected H3K4me3 together with other histone modifications associated with active chromatin on pre-ZGA chromatin, despite multiple rapid cell divisions in the absence of transcription. We traced the H3K4me3 mark on a large group of genes that are transcribed in the parental gametes, as well as the ZGA embryo, separated by transcriptional dormancy in cleavage-stage embryos. We show that H3K4me3 peaks are present around these genes at these selected time points prior to and during ZGA stages of development. Promoters of these genes are furthermore characterized by high CpG density and DNA accessibility, as well as DNA hypomethylation. Knockdown of the transcription-independent H3K4 methyltransferase Cxxc1 results in a reduction of H3K4me3 levels, improper gene expression of zygotic genes, and embryonic defects. H3K4 demethylation specifically during pre-ZGA cleavages shows defects of ZGA as well as increased embryonic defects. This suggests that H3K4me3 marking of chromatin during early embryonic cell cycles is essential for subsequent faithful ZGA. Together, this study demonstrates that H3K4 methylation is required for regulating embryonic transcription and development. The presence of H3K4me3 at ommon loci in gametes, prior to ZGA and during ZGA, is consistent with a potential role in epigenetic memory, suggesting that this modification contributes to information about chromatin states during early embryogenesis.

## Results

### Histone modifications linked with active chromatin are present in early embryos prior to ZGA

After fertilization, the *Xenopus* zygote divides rapidly 8 times before gene transcription is fully activated at ZGA. During these cleavages, the genome remains globally transcriptionally silent due to histone-mediated repression and inhibitory chromatin hindering TF binding until mid-blastula transition^15–17^. We first tested whether chromatin marks normally associated with transcriptionally active chromatin states are present on this fast-replicating chromatin in the absence of gene transcription.

We established a method enriching chromatin proteins from yolk-rich embryos for chromatin profiling experiments. Using mass spectrometry analysis of histone tail post-translational modifications (see “methods”, Fig.1a and Fig. S1a), we detected a wide range of active and repressive histone modifications on pre-ZGA embryo chromatin (256-cell stage). These included the active marks H3K4me1/2/3, H3K9ac and H3K27ac, but not H3K36me3, as well as the repressive marks H3K9me3 and H3K27me3 and the replication-associated histone modification H4K20me1 (Fig.1b). As expected, we also observed these histone marks on transcriptionally active mid-ZGA embryo chromatin (4000-cell stage; Fig.1b). Together, this reveals that highly dynamic chromatin of rapidly dividing pre-ZGA embryos is decorated by both repressive and active chromatin marks.

**Fig. 1:**
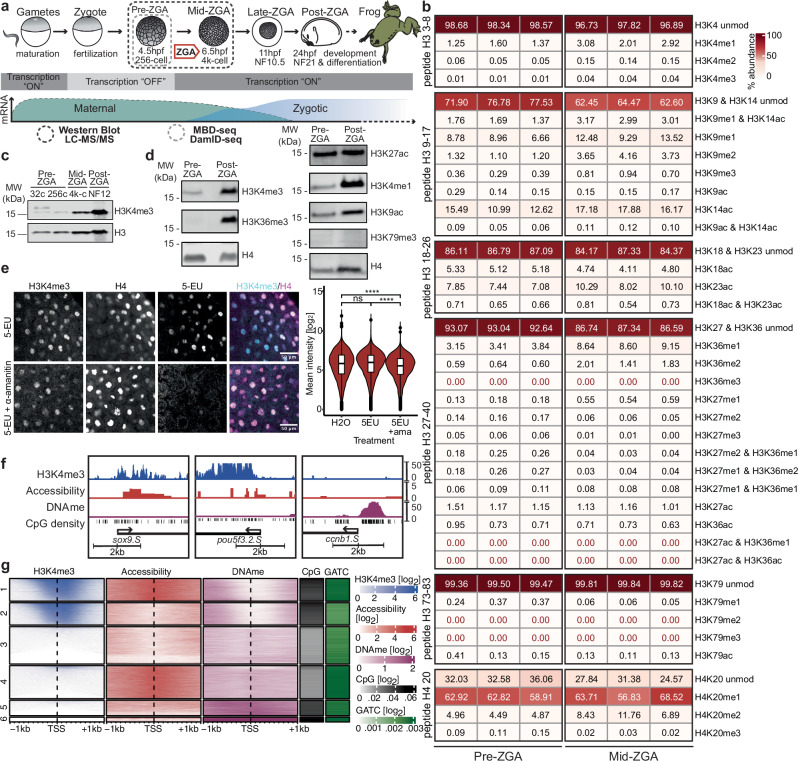
Profiling histone modifications and epigenetic factors present on pre-ZGA embryo chromatin. **a** Schematic highlighting early developmental stages of interest in this study and their transcriptional states with a focus on ZGA and the methods used in this figure. **b** Heatmap representing the percent abundance of histone modifications on each respective peptide relative to the total abundance of the corresponding peptide, obtained by PTM analysis of LC-MS/MS. Undetectable modifications are highlighted in red text. Each column represents a single biological replicate of pre-ZGA or mid-ZGA embryos. **c** Time-series Western blot showing the occurrence of H3K4me3 and H3 in embryos. **d** Western blots of histone modifications in pre-ZGA and post-ZGA embryos using chromatin-bound protein isolation. Western blots were independently repeated 2–3 times with consistent results. **e** Representative images of H3K4me3 levels in control and transcription-inhibited mid-ZGA embryos. Nascent transcripts are labeled using 5-EU. Overlay of H3K4me3 (cyan) and H4 (magenta) is represented. Scale bars: 50 µm. Nuclei are segmented using H4, and H3K4me3 values are measured. (Right) Quantification of H3K4me3 immunofluorescence in H4-segmented nuclei across Z-stacks (*N* = 3 embryos per condition, *n* = 2 independent experiments). Box plots show the median (center line), 25–75th percentiles (box), whiskers extending to 1.5× the interquartile range, and outliers as individual points. Statistical test: one-sided Wilcoxon rank-sum test with the alternative hypothesis that the values from the amanitin-injected condition are lower than controls; *p*: (****) *≤ *0.0001,; n.s. are *p* > 0.05. Exact *p*: H₂O vs 5EU: 0.2; H₂O vs 5EU+Ama: 2.2 × 10^–16^; 5EU+Ama vs Ama: 2.2 × 10^–16^. **f** IGV tracks displaying H3K4me3 ChIP-seq, CATaDa, and MBD-seq data for pre-ZGA embryos with CpG regions at representative promoters (TSS ± 1kb). **g** Heatmap showing H3K4me3, accessibility, DNAme, CpG and GATC density across promoters (TSS ± 1kb) in pre-ZGA embryos. Accessibility enrichment is normalized to GATC frequency within the promoter region. Clusters are identified by k-means clustering on the z-scored data, excluding GATC density (*k* = 6; Hartigan-Wong algorithm).

Western Blotting confirmed these results. We detected H3K4me3-modified chromatin in pre-ZGA embryos from as early as the 32-cell stage in development (Fig. 1c), and previous studies detected H3K4me3 in whole protein extracts from *Xenopus laevis* 1-cell zygotes and 4-cell embryos, at levels comparable to those observed in 256-cell embryos^18^. H3K4me3 levels relative to total H3 on chromatin remained constant between 32-cell and 256-cell stages, followed by a pronounced increase by mid-ZGA, consistent with our mass spectrometry data (Fig. S1b). Despite global transcriptional quiescence in embryos before ZGA, the active histone marks H3K4me3, H3K4me1, H3K9ac and H3K27ac were detectable in 256-cell stage embryos, as well as in post-ZGA stage embryos (Fig. 1d). Conversely, we did not detect the transcription-associated H3K36me3 and H3K79me3 modifications in pre-ZGA chromatin. These results support that active histone marks H3K4me1/3, H3K9ac and H3K27ac are present on chromatin prior to ZGA.

In *Xenopus*, as well as in *Drosophila*, zebrafish and mouse, a defined cluster of microRNAs and β-catenin target genes is transcribed before the major wave of ZGA^19–25^. We hypothesized that this early transcription may reinforce H3K4 promoter methylation through transcription-coupled mechanisms^4,26^ mediated by RNA Polymerase II and III, as RNA Polymerase I is absent in pre-ZGA embryos^15,27^. We tested whether transcription inhibition via the RNA Polymerase II and III inhibitor α-amanitin results in acute depletion of H3K4me3 in embryos during ZGA (Fig. S1c). At such high doses, α-amanitin is shown to not only inhibit elongation, but also destabilize the RPB1 subunit, causing rapid RNA Polymerase II loss^28,29^. We co-injected the uridine analog 5-EU, which is incorporated into nascent RNAs^30^ to reveal effective inhibition of transcription (Fig. S1d). We observed that both H3K4me3 and H4 are detected in transcription-inhibited, 5-EU negative embryos and transcriptionally active, 5-EU positive embryos at developmental stages corresponding to mid-ZGA (Fig. 1e), in line with previous reports^11^. We noted that H3K4me3 levels are only reduced by 26% in α-amanitin-injected embryos (Fig. 1e), indicating that while a subset of H3K4me3 is transcription-dependent, the majority of H3K4me3 marks on mid-ZGA embryo chromatin is independent of RNA Pol II and III-mediated transcription.

This demonstrates that the dynamic chromatin of rapidly dividing, transcription-inhibited *Xenopus laevis* embryos is decorated by H3K4me3, together with several other histone modifications. It also indicates that during developmental stages preceding ZGA, the presence of active chromatin modifications may be supported by mechanisms operating independently of feedback from ongoing gene transcription.

### H3K4me3-marked promoters in pre-ZGA embryos are in distinct chromatin configurations

After establishing that pre-ZGA chromatin is marked with active histone modifications, we addressed the genomic context of H3K4me3. In transcriptionally active cells, H3K4me3 is enriched at promoters of expressed genes and associated with DNA hypomethylation, high CpG density and accessible chromatin^31–35^. We tested whether these associations also apply to *Xenopus laevis* embryos prior to ZGA.

We profiled H3K4me3, DNA methylation (DNAme) and chromatin accessibility in pre-ZGA embryos using ChIP-seq, MBD-seq and CATaDa (Chromatin Accessibility profiling using Targeted Dam-ID), respectively (Fig.1a, f)^36,37^ and calculated their occurrence at promoters (1 kb ± TSS), normalizing accessibility to local GATC motif density (Fig. S1e). In pre-ZGA embryos, DNAme was depleted at ~95% of H3K4me3-marked promoters. Similarly, a prior study in *Xenopus tropicalis* similarly found that at mid-ZGA, ~90% H3K4me3-marked promoters were depleted of DNAme^38^ (Fig. S1e). Promoters with high H3K4me3 levels and DNA hypomethylation also showed high CpG densities (Fig.1g clusters 1 and 2). Furthermore, approximately a third of the H3K4me3-marked promoters were in an accessible configuration, DNA hypomethylated and CpG-rich (Fig. 1g cluster 1), resembling promoters of actively transcribed genes. The remaining H3K4me3-marked promoters were less accessible, but DNA hypomethylated and CpG-rich (Fig. 1g cluster 2). Promoters lacking H3K4me3 were in three different configurations: DNA methylated, CpG-rich with low accessibility, suggesting a repressive chromatin state (Fig.1g clusters 5 and 6), DNA hypomethylated, CpG-poor and relatively accessible (Fig.1g cluster 4), or DNA hypomethylated, CpG-poor and less accessible (Fig.1g cluster 3).

This shows that in pre-ZGA *Xenopus laevis* embryos, characterized by widespread transcriptional quiescence, H3K4me3-marked promoters exhibit distinct chromatin configurations considering CpG content, DNAme and chromatin accessibility.

### Genes with high H3K4me3 intensity and breadth are shared across gametes and early embryos

We then investigated the origins and fate of promoter-associated H3K4me3 identified in pre-ZGA embryos by comparing its genomic landscape from the last transcriptionally active stage in gametes to the next transcriptionally active stage at ZGA (Fig.2a). For this, we utilized published H3K4me3 ChIP-seq datasets for spermatid, sperm, pre- and post-ZGA embryonic stages^12,39,40^.

**Fig. 2:**
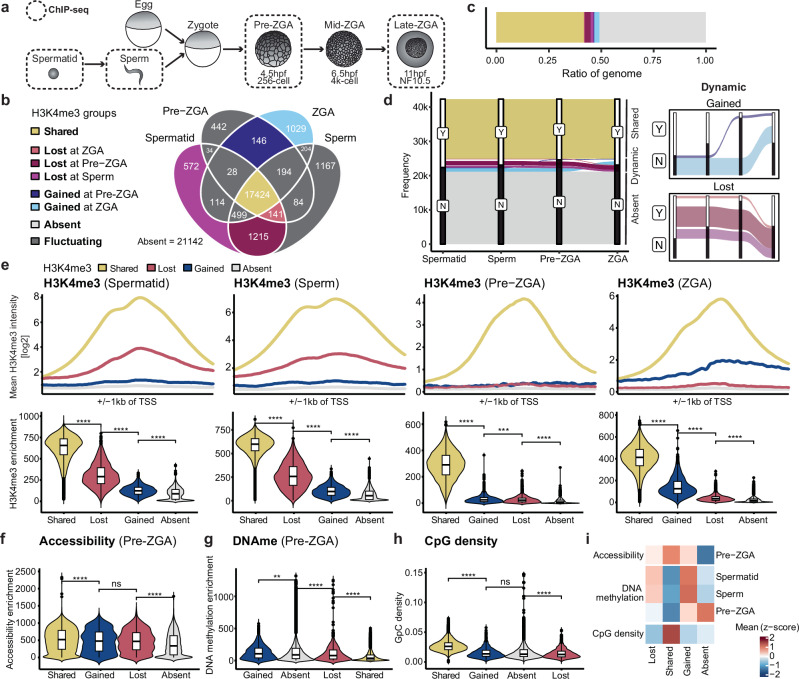
H3K4me3 peak intensity closely correlates with the dynamics of H3K4me3 localization. **a** Illustration highlighting stages of interest for H3K4me3 ChIP-seq. **b** Venn diagram showing the binarized overlap of H3K4me3 peaks at all promoter regions (TSS ± 1kb) across spermatid, sperm, pre-ZGA and post-ZGA timepoints. Colors are based on the dynamics of H3K4me3 across the stages: Yellow: genes that “share” H3K4me3 (“SHARED”, *n* = 17424), blue: genes that “gain” H3K4me3 (“GAINED”, *n* = 1175), purple: genes that “lose” H3K4me3 peaks across timepoints (“LOST”, *n* = 1928). Promoters with fluctuating H3K4me3 dynamics are excluded from further analysis and marked in dark gray. **c** Ratio of genes that fall into each group of H3K4me3 dynamics. **d** Alluvial plots representing H3K4me3 dynamics of each group. **e** (Top) H3K4me3 around TSS (± 1kb) for H3K4me3 dynamics groups at each time point-spermatid, sperm, pre-ZGA, post-ZGA, respectively. (Bottom) H3K4me3 promoter enrichment in each group for each time point. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; *p*: (****)≤ 0.0001, (***)≤0.001, (**) ≤ 0.01, (*)≤ 0.05; n.s. are *p* > 0.05. Box plots show the median (center line), 25–75th percentiles (box), whiskers extending to 1.5× the interquartile range, and outliers as individual points. **f** Accessibility promoter enrichment around TSS (± 1kb) in each group for pre-ZGA stage. **g** DNAme promoter enrichment around TSS (± 1kb) in each group for pre-ZGA stage. **h** Comparison of promoter CpG density around TSS (± 1kb) in each group for pre-ZGA stage. **i** Heatmap showing the z-scored mean of accessibility, CpG density and DNAme at promoters for available timepoints for the major H3K4me3 dynamics groups.

We found that H3K4me3 peaks predominantly associated with promoters in the gametes and early embryos (Fig. S2a). Of all identified H3K4me3 promoter peaks, 75% were shared across all four time points and made up 39% of all promoters (**“**SHARED” group; Fig. 2b, c). This suggests that H3K4me3 is established during the spermatid stage and subsequently present at the promoters of these genes until ZGA. In contrast, for 48% of all promoters, H3K4me3 peaks were not detected at any of the four time points (“ABSENT” group, Fig. 2c, d). Only the remaining 13% of promoters displayed dynamic H3K4me3 peak changes across stages (Figs.2b and S2b) and were subclassified by pattern (Fig. S2c). We refer to genes with a promoter H3K4me3 peak in spermatids that is absent at any subsequent stage as the “LOST” group (Figs. 2b and S2d), and those acquiring a peak after the spermatid stage as the “GAINED” group (Figs. 2b and S2d). These results suggest that most promoters marked by H3K4me3 in pre-ZGA embryos are already marked in the male gametes and also in ZGA stage embryos, although whether this reflects a continuous transmission remains unclear.

Next, we characterized the genes within these H3K4me3 dynamics groups. Gene ontology (GO) analyses revealed an enrichment of terms associated with housekeeping functions in the SHARED group, whereas terms related to embryo development, gastrulation and pattern specification were enriched in the GAINED group, and to a lesser extent in the SHARED group (Fig. S2e). No significant enrichment for GO-terms was found in the LOST group. Thus, in embryos, promoter H3K4me3 present before ZGA may support housekeeping functions, whereas acquiring H3K4me3 at ZGA may support developmental and differentiation.

We then evaluated H3K4me3 peak characteristics of the H3K4me3 dynamics groups. We found that the SHARED group showed significantly higher H3K4me3 peak intensities and breadths around the promoter regions than all other groups across all analyzed time points (Figs. 2e and S2f). Relative H3K4me3 promoter enrichment and breadth in the spermatid indicated how long H3K4me3 remains detectable during subsequent developmental stages: promoters of the SHARED group had the highest H3K4me3 enrichment and breadth scores in spermatid (Fig. S2g), followed by promoters of the LOST subgroup with progressively lower scores. At ZGA, promoters that gained H3K4me3 peaks at pre-ZGA show greater H3K4me3 enrichment and breadth compared to peaks gained later at the ZGA stage (Fig. S2h). Consistent with reports of H3K4me3 extending into the coding region of actively transcribed genes in somatic cells^41^, we observed an asymmetrical extension of the peak into the gene body for GAINED genes during ZGA onset (Fig. S2f). These analyses revealed that H3K4me3 peak intensities and breadth closely correlate with how long H3K4me3 marking is detected in early development.

Given the connections between CpG content, DNA hypomethylation and H3K4me3 deposition in embryonic stem cells (ESCs)^42^, we explored how these features relate to H3K4me3 dynamics in *Xenopus*. We found that promoters of the SHARED group had significantly increased DNA accessibility (Fig. 2f), lower DNAme (Fig. 2h), and higher CpG content (Fig. 2h) than all other groups in pre-ZGA embryos. Interestingly, promoters gaining H3K4me3 during ZGA had lower chromatin accessibility (Fig. 2f), CpG content (Fig. 2h), and higher DNAme levels (Fig. 2g) than SHARED gene promoters in pre-ZGA embryos. This indicates that H3K4me3 presence around CpG-rich and accessible promoters during early development anticorrelates with DNAme before ZGA (Fig. 2i).

Together, we observe that H3K4me3 domains around promoters displaying high intensities and breadth are present at the same genomic loci in the last transcriptionally active stages in gametes, across transcriptionally dormant pre-ZGA stages, and in the next transcriptionally active ZGA stage in embryos.

### H3K4me3 marks genes transcribed in gametes and at ZGA during the interjacent silent window

We next asked whether H3K4me3 promoter enrichment across a window of transcriptional silence contributes to inheriting memory of past active transcriptional states. We first hypothesized that promoters marked by H3K4me3 in gametes and embryos were once actively transcribed in the gametes and then again during ZGA.

We used datasets of nascent RNA-seq spanning pre- and mid-ZGA stages (5–9 hpf), and total RNA-seq datasets from egg and spermatid, to characterize gene expression groups based on their transcriptional dynamics^39,40,43^. Genes whose transcripts were detected in either maternal or paternal gametes, and in embryos during these ZGA time points, were defined as “Gamete+Zygotic” genes (GZ-genes, Fig. 3a, b, c). Additionally, we grouped genes exclusively expressed in the maternal and paternal gametes (“Gamete-Specific”, GS-genes), and genes expressed during ZGA and not detected in either gamete (“Zygote-Specific”, ZS-genes; Fig. 3a, b, c. Genes with undetectable transcripts at all specified time points were named “Not-Detected” (ND) genes. GO analyses revealed that “embryo development” was associated with both GZ- and ZS-genes (Fig. S3a). In agreement with our analysis of H3K4me3 dynamics, terms related to housekeeping functions were primarily linked to GZ-genes, while terms associated with gastrulation, morphogenesis and symmetry formation were specifically enriched in ZS-genes (Fig. S3b). Together, this suggests that GZ-genes may propagate their active transcriptional state from the gametes to embryos and have potential housekeeping or developmental functions.

**Fig. 3:**
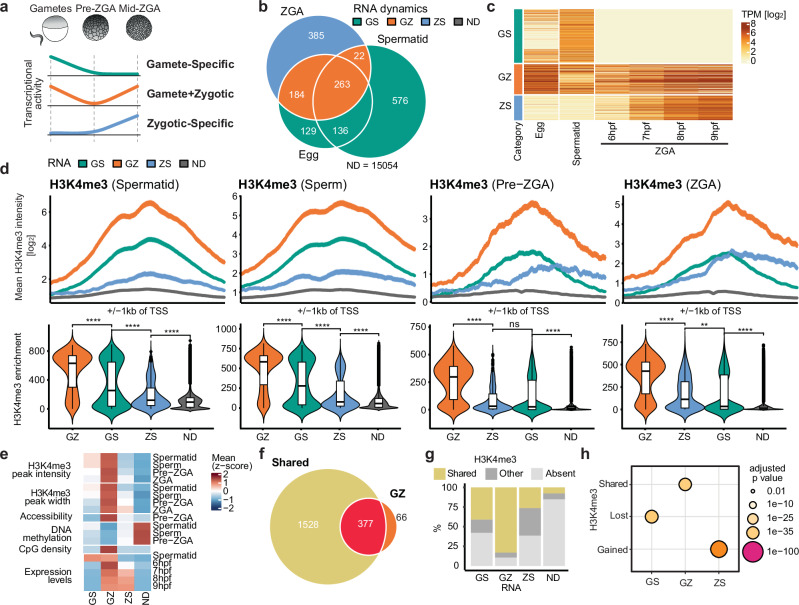
H3K4me3 marks gene promoters independently of transcription between two transcriptionally active time points. **a** Schematic representing transcriptional activity in gametes, pre-ZGA and ZGA embryos in each RNA group. Gamete-Specific (GS, *n* = 841): genes that are only expressed in the gametes, Gamete-Zygotic (GZ, *n* = 469): genes that are expressed both in the gametes and zygotically, Zygotic-Specific (ZS, *n* = 385): genes that are expressed only zygotically. **b** Venn diagram denoting overlap of genes detected in the egg, spermatid (total RNA) and at ZGA stages (nascent). Colors are based on the dynamics of RNA expression across stages. **c** Heatmap of RNA expression (log-scaled TPM) of the different RNA dynamics groups in the egg, spermatid and different timepoints during ZGA (6-9hpf). **d** (Top) H3K4me3 around TSS (± 1kb) for RNA dynamics groups at each timepoint - spermatid, sperm, pre-ZGA, post-ZGA, respectively. Values displayed as mean ± SE. (Bottom) H3K4me3 promoter enrichment in each group for each time point. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; *p*: (****) *≤ *0.0001, (***) *≤ *0.001, (**) *≤ *0.01, (*) *≤ *0.05; n.s. are *p* > 0.05. Box plots show the median (center line), 25–75th percentiles (box), whiskers extending to 1.5× the interquartile range, and outliers as individual points. **e** Heatmap showing the z-scored mean of H3K4me3 peak intensity and peak width, accessibility, CpG density and DNAme at promoters and expression levels for available timepoints for the different RNA dynamics groups. **f** Overlap of SHARED H3K4me3 dynamics group and the GZ RNA dynamics group. **g** Composition of each RNA dynamics group with respect to the H3K4me3 dynamics groups. LOST and GAINED are summarized as OTHER. **h** Results of statistical tests for association between the H3K4me3 dynamics groups and RNA dynamics groups. *P*-values are calculated with one-sided Fisher’s Exact Test for positive association and FDR adjusted.

To address whether GZ gene promoters are marked by H3K4me3 across developmental stages, we compared H3K4me3 peak characteristics of GS-, ZS- and ND- genes at four time points—spermatid, sperm, pre-ZGA and ZGA (Fig. 3d). We observed that GZ genes had significantly higher H3K4me3 peak intensities and breadth than all other gene groups at all time points, notably also during the transcriptionally quiescent stages (Figs. 3d and S3c). GS-genes initially showed lower mean peak intensities than GZ-genes, dropping below those of ZS-genes during ZGA (Fig. 3d). Genes expressed only in male gamete progenitors (Spermatid-Specific or SS) displayed even lower average H3K4me3 levels than the overarching GS group (Fig. S3d). Groups with zygotically expressed genes, i.e., GZ and ZS groups, gained asymmetrically broader peaks during ZGA, likely due to active transcription^11,41^ (Fig. S3c). Together, this indicates that, in agreement with our hypothesis, genes expressed in the gametes and embryos (GZ group) display high intensities and breadth of H3K4me3 around their promoters across the interjacent transcriptionally silent phase.

Furthermore, H3K4me3-enriched GZ-gene promoters also showed high DNA accessibility (Fig. S3f), DNA hypomethylation (Fig. S3g) and high CpG content (Fig. S3h) at pre-ZGA compared to other groups (Fig.3e). ZS-gene promoters showed lower chromatin accessibility (Fig. S3f), CpG content (Fig. S3h) and increased DNAme (Fig. S3g) compared to GZ-gene promoters at pre-ZGA (Fig. 3e).

Since GZ-genes, expressed in both gametes and embryos, showed similar characteristics to the SHARED group, we addressed their overlap (Fig. 3f). Indeed, over 80% of GZ-genes overlapped and were significantly associated with the SHARED group, but not with any of the other groups (Fig. 3g, h and Table S1). GS-genes were significantly associated with the LOST group, fitting with their loss of gene expression during development, while ZS-genes were associated with the GAINED group of genes, matching their de novo activation at ZGA stage (Fig. 3h). Consistently, genes characterized as both SHARED and GZ had higher levels of accessibility, CpG density and displayed low levels of DNAme also in spermatid and sperm (Fig. S3i).

While almost all GZ-genes also belong to the SHARED group of genes, the reverse is not true—not all genes of the SHARED group are also GZ-genes (Fig. 3f, g). This suggests that promoter H3K4me3 at pre-ZGA is not strictly indicative of gene expression at ZGA. SHARED genes whose transcripts were not detected at ZGA (Fig. 3f, g, GS and ND groups) may either be expressed below the detection limit of nascent RNA-seq or later in development. This suggests that promoters of genes actively expressed in gametes and embryos were also marked by H3K4me3.

Our results reveal a close correlation between H3K4me3 dynamics and gene expression dynamics in the early embryo. We uncover an association between genes that are pre-marked by H3K4me3 during early development and genes that are transcribed in both spermatid and ZGA, a finding compatible with H3K4me3 driving the maintenance of active chromatin states.

### Genes pre-marked with H3K4me3 are expressed early during ZGA

H3K4me3 at promoters and in gene bodies is reported to be important for high processivity of RNA pol II and, consequently, for fast, efficient gene transcription^26^. Thus, we hypothesized that pre-marking of genes with H3K4me3 prior to ZGA could facilitate their early and fast expression during ZGA.

We analyzed nascent RNA-seq data^43^ and classified all zygotically expressed genes into four groups based on the timepoint at which their transcripts were first detected (Fig. 4a). Indeed, the earliest identified transcripts at 6 hours post-fertilization (hpf) were from genes significantly associated with the SHARED group, whereas later-expressed genes (7–9 hpf) were associated with both SHARED and GAINED groups (Fig. 4b). Similarly, the earliest expressed genes (6 hpf) were associated with the GZ group, and the significance of association progressively decreased over time (Fig. 4c). Conversely, genes with later-detected transcripts (7–9 hpf) were associated with the ZS group, with the significance of association increasing with time (Fig. 4c).

**Fig. 4:**
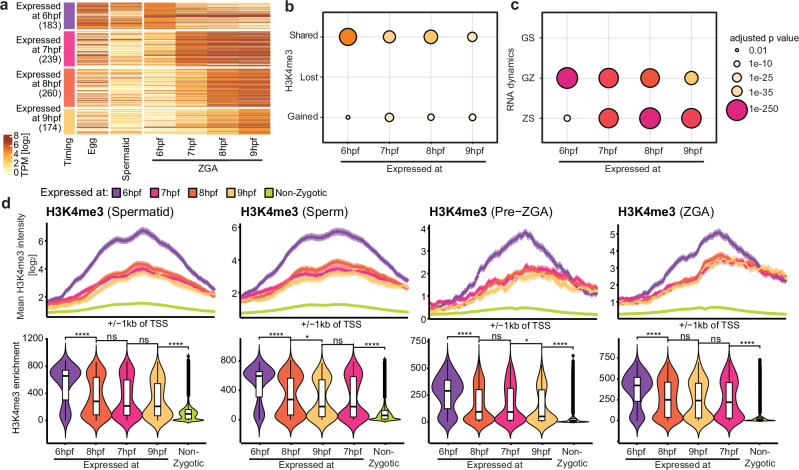
Genes pre-marked by H3K4me3 are expressed early during zygotic genome activation. **a** Heatmap of expression of zygotic genes in egg, spermatid, and different timepoints during ZGA grouped by their first detected expression timepoint during ZGA (6 hpf: *n* = 183, 7 hpf: *n* = 239, 8 hpf: *n* = 260, 9 hpf: *n* = 174). Zygotic genes = Gamete+Zygotic (GZ) + Zygotic-Specific (ZS). **b** Results of statistical tests for association between H3K4me3 dynamics groups and gene groups based on their first-detected expression timepoint during ZGA (6-9 hpf). *P*-values are calculated with one-sided Fisher’s Exact Test for positive association and FDR adjusted. **c** Results of statistical tests for association between RNA dynamics groups and gene groups based on their first-detected expression timepoint during ZGA (6-9 hpf). **d** (Top) H3K4me3 around TSS (± 1kb) for expression timing gene groups at each timepoint - spermatid, sperm, pre-ZGA, post-ZGA. Values displayed as mean ± SE. (Bottom) H3K4me3 promoter enrichment in each group for each time point. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; *p*: (****) *≤ *0.0001, (***) *≤ *0.001, (**) *≤* 0.01, (*) *≤ *0.05; n.s. are *p* > 0.05. Box plots show the median (center line), 25–75th percentiles (box), whiskers extending to 1.5× the interquartile range, and outliers as individual points.

We further found that genes expressed at 6 hpf had stronger promoter H3K4me3 peak intensities than other groups at gamete, pre-ZGA and ZGA stages (Fig.4d). No significant differences in peak intensities were observed among later-expressed genes, while non-zygotic genes remained significantly depleted (Fig.4d). Later-expressed genes (7–9 hpf) gained H3K4me3 asymmetrically from their promoter region towards the 3’ end as ZGA began, with peak breadth increasing in parallel (Fig. S4a), reminiscent of the trend seen for gene promoters in the GAINED group and reported previously^11^ (Fig. S2f).

Promoters of early-expressed genes had high CpG density, in contrast to the low enrichment at non-zygotic promoters (Fig. S4b). At pre-ZGA, DNAme was reduced at early-expressed gene promoters but remained high at non-zygotic and later-expressed genes, suggesting that methylation is present at loci not yet poised for expression (Fig. S4c). This was consistent with the negative correlation between DNAme, nascent expression levels, and H3K4me3 abundance at pre-ZGA (Fig. S4d). Chromatin accessibility distinguished between expressed from non-zygotic genes, but did not correlate with gene expression timing (Fig. S4e). Together, these features highlight that early-expressed genes largely overlap with genes from the SHARED group, and are associated with CpG-rich, accessible, hypomethylated promoters marked by H3K4me3, facilitating timely transcriptional onset (Fig. S4f).

In summary, we uncovered a correlation between H3K4me3 dynamics and gene expression dynamics in early embryos. We find that H3K4me3 marks promoter regions of genes transcribed in the gametes, silenced across multiple cell divisions, and reactivated early during ZGA.

### H3K4me3 marking of chromatin during early embryonic divisions is required for proper ZGA

Having established that H3K4me3 is detectable at promoter regions of genes after multiple cell divisions when transcription is globally paused, we next investigated whether this pre-marking is also functionally linked to gene expression dynamics at ZGA. We aimed to determine whether disrupting H3K4 methylation in the cell cycles preceding ZGA, but not during ZGA itself, affects the proper activation of gene expression at ZGA.

We established an assay to reduce H3K4 methylation levels in embryos between fertilization and ZGA. We used a combination of (1) overexpressing the H3K4-specific demethylase Kdm5b^wt^ to remove the methyl residues and (2) expression of the H3.3 variant with a lysine-to-methionine mutation H3.3^K4M^, sequestering H3K4 methyltransferases and preventing deposition of new methyl residues in a dominant negative manner^44–46^. The catalytically inactive demethylase Kdm5bci, combined with wild-type H3.3wt, served as a control treatment. All mRNA transcripts were equipped with a C-terminal 3xHA tag and an auxin-inducible degron (AID) sequence to enable their degradation via TIR1 prior to the ZGA stage.

A combination of Kdm5b^wt^ and H3.3^K4M^ mRNAs, or a combination of their catalytic inactive counterparts Kdm5b^ci^ and H3.3 ^wt^ as the control, was co-injected into one-cell embryos together with TIR1 (Fig. 5a). We confirmed their expression before ZGA (Fig. 5b), resulting in a decrease of H3K4me3 in pre-ZGA embryos expressing Kdm5b^wt^ and H3.3^K4M^ (Fig. 5c) compared to the control conditions. After 8 cell divisions, auxin-induced degradation of overexpressed proteins restricted the disruption of H3K4 methylation within a “window” from the zygote to the pre-ZGA time-point (Fig. 5a). We observed complete degradation of the ectopic proteins within 2 h (Fig.5b).

**Fig. 5:**
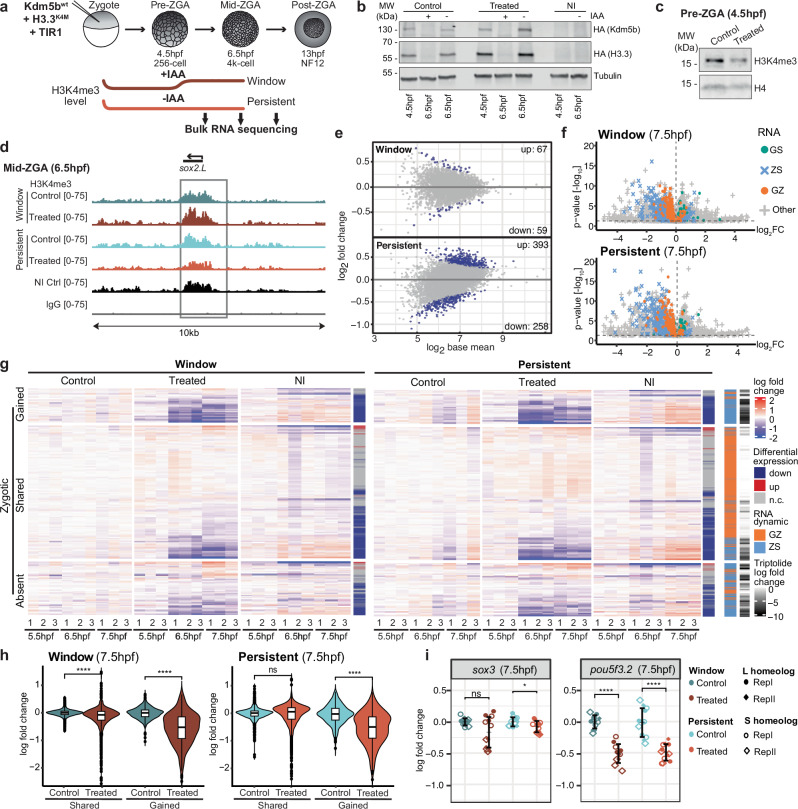
Promoter H3K4me3 during early cell divisions is required for proper ZGA. **a** Experimental setup for window-specific and persistent H3K4me3 depletion. **b** Western blot of cytoplasmic fractions from pre- and mid-ZGA embryos showing ectopic HA-tagged Kdm5bwt + H3.3K4M (treatment) or Kdm5bci + H3.3 wt (control) at pre-ZGA, and their auxin-induced (IAA) degradation at mid-ZGA. Tubulin represents the loading control; “NI” denotes non-injected. Blots were independently repeated 2–3 times with consistent results. **c** H3K4me3 intensity relative to H4 in treated and control pre-ZGA embryos after chromatin-bound protein isolation. **d** Genome browser snapshots for *sox2.L* showing *E. coli* spike-in normalized coverage for control and treated samples under window and persistent conditions, and wildtype and IgG controls (biological replicate 2). **e** MA-plot comparing H3K4me3 levels in treated versus control samples at promoter peaks for window (top) and persistent (bottom) conditions. Gray: all promoter peaks subset from the consensus peak set in (**b**). Blue: significantly changed (*p* < 0.05). **f** Volcano plots displaying log2 fold change and adj. *p*-value (cutoff: 0.05) at 7.5 hpf, colored by RNA dynamics groups for (top) window and (bottom) persistent conditions (biological replicate 1). **g** Zygotic gene expression (three technical replicates per sample), clustered by H3K4me3 dynamics groups (SHARED, GAINED, ABSENT) (biological replicate 1). Log2 fold changes are relative to the mean control TPM at each time point. Genes are annotated for differential expression in each condition and by RNA dynamics group. The rightmost column displays triptolide-induced log2 fold changes at 7 hpf (adapted from Phelps et al., 2022), representing the expected maximal transcriptional downregulation at this stage. **h** Log2 fold change of zygotic SHARED (*n* = 473) and GAINED (*n* = 121) genes over the mean TPM of respective control technical replicates in window (left) and persistent (right) conditions at 7.5 hpf in biological replicate 1. One-sided Wilcoxon rank-sum test with alternative hypothesis that values of the left distribution tend to be larger than the right distribution; *p*: (****) *≤ *0.0001, (***) *≤ *0.001, (**) *≤* 0.01, (*) *≤' *0.05; n.s. >0.05. Box plots show the median (center line), 25–75th percentiles (box), whiskers extending to 1.5× the interquartile range, and outliers as individual points. **i** Log2 fold change expression of *pou5f3.2* and *sox3* homeologs over mean TPM of respective controls at 7.5 hpf (*n* = 12); both biological replicates shown (distinct point styles). Error bars indicate mean ± SD.

To validate this system, we tested whether H3K4me3 restoration in the “window” treatment condition occurs in a genome-wide localized manner. We performed CUT&RUN against H3K4me3 at 6.5 hpf in window-treated and control embryos, alongside wild-type embryos (Fig. 5d). To compare the genome-wide H3K4me3 signal in control and treated embryos, we defined a consensus peak set as regions present in at least two of three independent CUT&RUN replicates in wild-type embryos. Principal component analysis of spike-in-normalized H3K4me3 counts at these peaks revealed that window-treated samples clustered more closely with their respective controls and with wild-type samples than with the persistently treated samples in the PC space (Fig. S5a). This indicates that H3K4me3 levels in the window-treated samples have recovered to those of wild-type and control samples at mid-ZGA. To test this, we performed differential peak analysis within the consensus peak set and found very few differentially marked promoters between window-treated and control embryos (67 up, 59 down; *p* < 0.05) (Fig. 5e). In contrast, differential analysis revealed substantially more altered peaks in persistent-treated embryos (393 up, 358 down; *p* < 0.05) (Fig. 5e). Taken together, these analyses suggest a widespread recovery of promoter-associated H3K4me3 in the window- compared to the persistent-treatment condition

Next, we tested whether temporary disruption of H3K4me3 during early embryonic cell division affects the onset of ZGA. We treated embryos as described above (Fig. 5a) and analyzed them at three stages spanning the onset of ZGA (5.5 hpf, 6.5 hpf, 7.5 hpf) by RNA-seq. When comparing embryos with perturbed H3K4me3 propagation against control embryos, we detected significant up- and downregulation of transcripts, with the number of differentially expressed genes (DEGs) increasing with time (Fig. S5b). Downregulated genes from all timepoints overlapped well between biological replicates (Fig. S5c). Using our CUT&RUN data, we confirmed that at 6.5 hpf, downregulated zygotic genes in the window condition had recovered their H3K4me3 levels, whereas those in the persistent condition remained significantly depleted, while unaffected genes showed no significant change in promoter H3K4me3 enrichment (Fig. S5d). Notably, we observed a strong bias of GZ- and ZS-genes among these downregulated genes in both “window” and “persistent” depletion conditions (Figs.5f and S5e). Hence, we focused further analysis on all genes found to be expressed at ZGA (GZ+ZS groups of genes).

Although none of our injection conditions fully disrupted the overall dynamics of global transcriptional activation during ZGA, as indicated by the comparable increase in mean transcript levels of ZGA genes between control-injected and non-injected wild-type embryos (Fig. S5f), we observed that, on average, 25% of these zygotic genes were significantly downregulated at 7.5 hpf. In contrast, very few zygotic genes were upregulated in treatments compared to controls (Fig. S5g). Interestingly, downregulated genes from all timepoints together consistently overlapped across “window” and “persistent” depletion conditions (Fig. S5h). The expression of zygotic genes displaying promoter H3K4me3 in normal embryos at all investigated timepoints (SHARED group) and genes gaining promoter H3K4me3 during ZGA (GAINED group) were strongly affected by both treatments, with expression reductions approaching those observed upon transcriptional inhibition with triptolide^47^ (Figs.5g and S5i). Mean expression levels of the SHARED group were significantly reduced in treated embryos of the “window” depletion at 7.5 hpf compared to controls, suggesting a direct link between H3K4me3 pre-marking prior to ZGA and accurate gene activation during ZGA (Figs.5h and S5j). Also, genes gaining promoter H3K4me3 around ZGA (GAINED group**)** were affected by both “persistent” and “window” treatments. Although the mean expression levels of these genes at 7.5 hpf remained significantly lower in treated embryos compared to controls (Figs.5h and S5j), H3K4me3 levels at promoters were largely restored in the window condition (Fig. S5k). In contrast, promoter H3K4me3 levels remained significantly depleted in the persistent condition (Fig. S5k), consistent with the observed downregulation of zygotic gene expression (Figs.5h and S5j). Together, this indicates that a temporary disruption of H3K4 methylation affects the reliable expression of genes accompanied by de novo H3K4me3 deposition at promoters during ZGA. We also observed some downregulated zygotic genes from the ABSENT group, possibly due to secondary effects of the treatment (Figs.5g and S5i).

Interestingly, among the downregulated genes in the SHARED group under the window treatment is *pou5f3.2*, a TF that, together with Sox3, facilitates ZGA in *Xenopus laevis* (Fig.5i)^47,48^. *Pou5f3.2* downregulation by the window treatment could potentially affect the expression of zygotic genes that are normally activated by this TF. In contrast, we found that the fold change in *sox3* expression at 7.5 hpf is only mildly reduced in window-treated embryos relative to controls, which likely stems from *sox3.S* and *sox3.L* being GZ genes with strong maternal contribution (Fig.5h). Overall, persistent reduction of H3K4me3 produced only a slightly stronger phenotype than that of the shorter window treatment, suggesting that presence of pre-ZGA H3K4 methylation, in addition to H3K4me3 acquisition during ZGA, is important for accurate activation of many zygotic genes.

We then tested whether H3K4 methylation in pre-ZGA embryos is crucial for embryonic development. Injection of mRNA at the concentrations determined above (Fig. S6a, b; 1x mRNA dosage) led to the survival failure of both treated and control embryos (Fig. S6c, d), likely due to mRNA overload or roles of the injected proteins other than H3K4 demethylation. Upon halving the dosage (0.5x mRNA dosage), we still observed a reduction in H3K4me3 in both treatment conditions compared to controls (Fig. S6a, b). Importantly, under these conditions, control embryos showed improved survival, while embryos with either window or persistent H3K4me3 reduction continued to exhibit developmental failure (Fig. S6c, d). Together, these results indicate that loss of H3K4 methylation contributes to the observed developmental defects. Notably, even transient reduction of H3K4me3 during the pre-ZGA window led to increased embryonic lethality, indicating that H3K4me3 marking of chromatin prior to ZGA contributes to successful development (Fig. S6e).

In summary, our experiments show that interfering with H3K4 methylation in the globally transcriptionally silent window affects proper ZGA. Additionally, we show that H3K4 methylation in pre-ZGA stages supports successful embryonic development.

### Cxxc1 assists transcription-independent deposition of H3K4me3 and zygotic gene expression

We next examined the mechanisms underlying H3K4me3 marking of promoters during the transcriptionally quiescent pre-ZGA window, focusing on enzymes reported to act independently of transcription. In mouse ESCs and oocytes, CFP1 and MLL2 function as transcription-independent H3K4 methyltransferases^42,49–51^ and their *Xenopus* orthologs, *Cxxc1* and *Kmt2b*, are expressed during pre-ZGA^39^. Both enzymes contain a CXXC domain that recognizes unmodified CpGs and recruits the methyltransferase. Consistently, promoters displaying H3K4me3 at all investigated stages are characterized by high CpG density and low DNAme (Figs.2i and 3e). These observations support a model in which Cxxc1 and Kmt2b mediate transcription-independent H3K4 trimethylation via sequence-specific hypomethylation-related reader-writer mechanisms.

We tested whether Cxxc1 and Kmt2b contribute to H3K4 methylation in early *Xenopus* embryos and proper gene activation during ZGA. We injected translation-blocking antisense morpholinos (asMOs) against both homeologs of *kmt2b* and *cxxc1*, or control morpholinos (ctrlMO), into one-cell embryos and allowed them to develop (Fig.6a). We observed global depletion of Cxxc1 and Kmt2b protein levels (Fig. S7a) and correspondingly reduced H3K4me3 levels in asMO-injected embryos compared to ctrlMO-injected embryos at both pre-ZGA (Fig.6b) and post-ZGA (Fig. S7b).

**Fig. 6:**
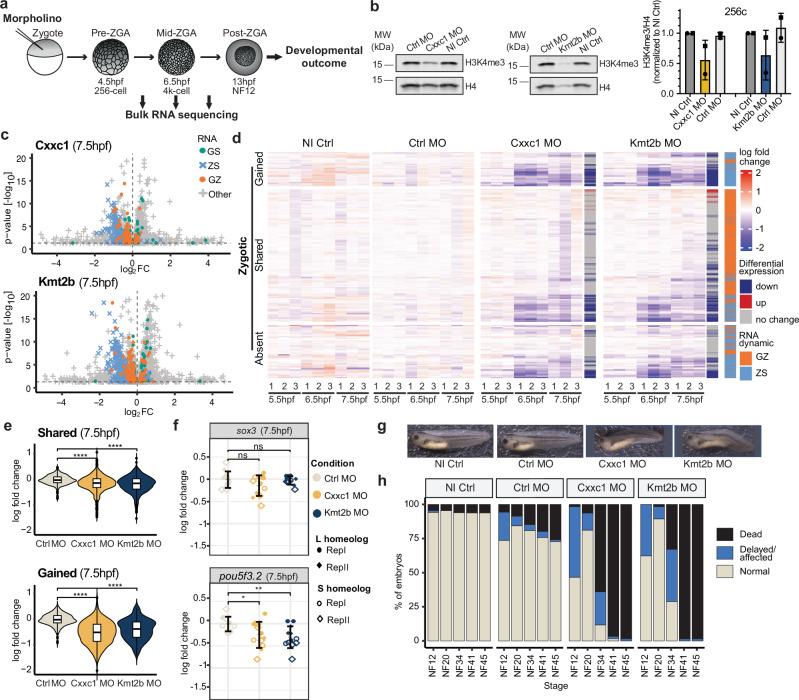
Cxxc1 and Kmt2b are required for proper ZGA and embryonic development. **a** Illustration of experimental setup. **b** (Left) Western blot showing H3K4me3 levels in Cxxc1 and Kmt2b knockdown embryos compared to non-injected control and control morpholino-injected embryos at pre-ZGA. (Right) Quantification of H3K4me3 signal intensity relative to H4 for each condition for three independent experiments. Data are presented as mean values ± SD. **c** Volcano plots displaying expression log2 fold change and adj. *p*-value (cutoff: 0.05) in knockdown conditions compared to control morpholino for biological replicate 1 at 7.5 hpf, colored by RNA dynamics groups. **d** Expression of zygotic genes in 3 technical replicates of every sample for biological replicate 1, clustered by H3K4me3 dynamics group (SHARED, GAINED and ABSENT). Log2 fold change of every gene is calculated over the mean TPM of three technical replicates of the control morpholino of the respective time point. Genes are annotated with differential expression status separately for the Cxxc1 and Kmt2b knockdown conditions, as well as by RNA dynamics group. **e** Log2 fold change of gene expression levels of all zygotic genes calculated over mean TPM of control morpholino technical replicates for biological replicate 1 for SHARED (top, *n* = 473) and GAINED (bottom, *n* = 121) groups at 7.5 hpf. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; *p*: (****) *≤ *0.0001, (***) *≤ *0.001, (**)*≤*0.01, (*) *≤ *0.05; n.s. are *p* > 0.05. Box plots show the median (center line), 25–75th percentiles (box), whiskers extending to 1.5× the interquartile range, and outliers as individual points. **f** Log2 f old change expression of *pou5f3.2* and *sox3* calculated over mean TPM of control morpholino replicates at 7.5 hpf (*n* = 12). Both biological replicates are represented, each by a different point style. Error bars indicate mean ± SD. **g** Representative phenotype images of embryos for each condition at NF41. *n* = 2 experiments, *N* > 35 per condition. **h** Quantification of survival phenotype. *n* = 2 experiments, *N* > 35 embryos per condition. Source data are provided as a Source Data file.

We then investigated the effect of this treatment on ZGA. 

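Embryos of 4 groups were sequenced: embryos injected with translation-blocking antisense morpholinos against cxxc1 (Cxxc1 MO) or kmt2b (Kmt2b MO), embryos injected with a control morpholino (Ctrl MO), and non-injected embryos (NI Ctrl). Each biological replicate came from a different frog, and every group and time point (5.5, 6.5 and 7.5 hours post fertilization, hpf) had 3 sets of 3 embryos, each sequenced as its own library. There were 36 libraries for each of the 2 biological replicates. The authors estimated transcript abundances by pseudoalignment, summed the isoforms of each gene and deposited TPM (transcripts scaled to the same total in each library) for 39668 gene entries in each of the 36 libraries. TPM keeps no read counts, so the depth behind each value is unknown. The TPM of a library summed to between 984999 and 996289 in biological replicate 1 and between 987187 and 996020 in biological replicate 2. From 18133 to 20146 and from 18446 to 20351 genes reached 1 TPM. The 10 genes with the highest TPM held 11.8% to 28.2% of the sum in biological replicate 1 and 9.61% to 38.7% in biological replicate 2. Of the gene entries, 2323 carried one of 83 repeated names, and values of such copies and of homeologs (L and S) are uncertain where reads could be split between them. Genes with a mean of at least 1 TPM over the 36 libraries were tested, 20263 in biological replicate 1 and 20625 in biological replicate 2. The scale was log2(TPM + 1), which understates the change of genes with low TPM. Pearson's r between libraries of one group and time point, taken across genes, which are not independent replicates, ranged from 0.940 to 0.985 in biological replicate 1 and from 0.952 to 0.986 in biological replicate 2. The mRNA of a gene targeted by a translation-blocking morpholino need not fall. At 7.5 hpf, cxxc1.S (chromosome 8S, 26214464 to 26220561, Xenopus laevis assembly 10.1) had 14.8 ± 0.491 TPM (SD, n = 3) in Cxxc1 MO embryos against 14.8 ± 0.704 (SD, n = 3) in Ctrl MO embryos of biological replicate 1. In biological replicate 2 it had 8.31 ± 1.80 against 8.39 ± 0.231 TPM. The log2 fold change of cxxc1.S over both biological replicates was -0.013 (standard error 0.075, adjusted p = 1 from limma with Benjamini-Hochberg adjustment), so the mRNA does not check the labels. The genes cxxc1.L and kmt2b were not analysed here.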

We performed RNA-seq on Cxxc1 and Kmt2b knockdown embryos at three time points spanning the onset of ZGA (Fig.6a). 

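For each biological replicate and time point, the 12 libraries of the 4 groups were fitted together with limma. Each knockdown was compared with Ctrl MO embryos, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. In biological replicate 1, 4 genes were higher and 0 lower in Cxxc1 MO embryos at 5.5 hpf, 6 were higher and 3 lower at 6.5 hpf, and 4 were higher and 2 lower at 7.5 hpf. Kmt2b MO embryos of biological replicate 1 had 3 higher and 0 lower genes at 5.5 hpf, 20 higher and 5 lower at 6.5 hpf, and 5 higher and 0 lower at 7.5 hpf. In the 3 comparisons without a lower gene, 122 (Cxxc1 MO, 5.5 hpf), 926 (Kmt2b MO, 5.5 hpf) and 519 genes (Kmt2b MO, 7.5 hpf) were lower at an unadjusted p under 0.05. In biological replicate 2, Cxxc1 MO embryos had 9 higher and 2 lower genes at 5.5 hpf, 26 higher and 14 lower at 6.5 hpf, and 16 higher and 6 lower at 7.5 hpf. Kmt2b MO embryos of biological replicate 2 had 16 higher and 2 lower genes at 5.5 hpf, 89 higher and 38 lower at 6.5 hpf, and 42 higher and 54 lower at 7.5 hpf. At an unadjusted p under 0.05, between 914 and 2297 genes differed in these 12 comparisons, where chance alone would give 1013 in biological replicate 1 and 1031 in biological replicate 2. In number of genes, the totals of higher and lower genes moved most in a fit of protein-coding genes only, with TPM rescaled over them. It gave 1319 in place of 96 genes for Kmt2b MO at 7.5 hpf in biological replicate 2 (1068 higher and 251 lower). In ratio, the totals moved most among nonzero counts in a fit of all 36 libraries of a biological replicate. That fit gave 171 in place of 5 genes for Kmt2b MO at 7.5 hpf in biological replicate 1. The lower genes alone moved by a larger ratio in it, from 14 to 648 for Cxxc1 MO at 6.5 hpf in biological replicate 2. Both fits were chosen after seeing the data. When both biological replicates were fitted together at 7.5 hpf (24 libraries, 19544 genes, biological replicate as a covariate), 59 genes were higher and 46 lower in Cxxc1 MO embryos. In Kmt2b MO libraries 201 were higher and 147 lower. Each called gene had the same direction in the 2 biological replicates. The fit averages over the biological replicates and can hardly call a gene with opposite changes. The shared direction is therefore no separate evidence of replication. The gene upf3b.S (chromosome 8S, 68214241 to 68224067) had higher expression in Cxxc1 MO (limma adjusted p = 0.000997) and a log2 fold change of 1.42 in Kmt2b MO embryos (standard error 0.19, limma adjusted p = 0.000245). In biological replicate 2 its TPM was 7.58 ± 2.03 (SD, n = 3) in Cxxc1 MO, 8.67 ± 0.314 in Kmt2b MO and 1.65 ± 0.153 in Ctrl MO embryos. Higher levels were also found for szrd1.L (log2 fold changes of 0.78 and 0.92, limma adjusted p = 7.05e-05 and 6.08e-06 in Cxxc1 MO and Kmt2b MO embryos). So were those of tmem52.S in Cxxc1 MO (0.71, limma adjusted p = 0.00566) and of blcap.L in Kmt2b MO embryos (1.02, limma adjusted p = 0.000751). The means of upf3b.S, szrd1.L, tmem52.S and blcap.L were already above Ctrl MO at 5.5 hpf in both knockdowns and biological replicates. For upf3b.S in biological replicate 2 they were 19.8 (Cxxc1 MO), 18.8 (Kmt2b MO) and 7.68 TPM (Ctrl MO). Each of these genes fell from 5.5 to 7.5 hpf in Ctrl MO embryos. The gene med31.L (chromosome 2L, 50372185 to 50379498) was lower in Cxxc1 MO embryos, with a log2 fold change of -0.89 (standard error 0.10, limma adjusted p = 0.000114).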

Differential gene expression analyses revealed significant up- and downregulation of transcripts in both Cxxc1 and Kmt2b knockdown embryos, compared to the controls, with the number of DEGs increasing with developmental time (Fig. S7c). 

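Genes counted as lower at any of the 3 time points were compared between the biological replicates across the 19544 genes tested in both. In Cxxc1 MO embryos, 5 such genes in biological replicate 1 and 19 in biological replicate 2 had 1 gene in common, where 0.00486 would be expected by chance (one-sided Fisher's exact test across genes, p = 0.00485). In Kmt2b MO embryos, 4 and 70 genes had 2 in common, where 0.0143 would be expected (one-sided Fisher's exact test, p = 7.55e-05). The shared genes, named after their values were seen, were LOC108703372 in both knockdowns and rhob.L in Kmt2b MO embryos. At an unadjusted p under 0.05, 329 genes were shared in Cxxc1 MO embryos against 114.8 expected, and 340 in Kmt2b MO embryos against 152.1 expected. Genes are not independent of each other, so these p-values describe the overlap of the gene lists only. Restricting the fit to protein-coding genes, a setting chosen after seeing the data, gave the largest number in common, 28 genes for Kmt2b MO.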

We identified overlap of downregulated genes across biological replicates in both Cxxc1 and Kmt2b knockdown conditions (Fig. S7d). 

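The authors' lists of zygotic genes were not used here. Genes rising in NI Ctrl embryos stood in for them, since NI Ctrl values do not enter the fold changes of a knockdown against Ctrl MO. They do enter the residual variance of the fit. A gene was called rising when its log2(TPM + 1) rose by at least 1 from 5.5 to 7.5 hpf in NI Ctrl embryos with an adjusted p under 0.05 from limma in both biological replicates. It was called falling when it changed by -0.5 or less. This gave 1925 rising genes, of which 135 started above 5 TPM at 5.5 hpf in both biological replicates (a maternal level) and 1790 did not (a low level), and 12282 falling genes. By the reference annotation, 1280 of the rising genes were tRNA genes, 292 were protein-coding and 283 encoded small nuclear or nucleolar RNAs. Of the genes lower at 7.5 hpf in the fit of both biological replicates, 24 of 46 were rising in Cxxc1 MO embryos, where 4.53 would be expected by chance (one-sided Fisher's exact test across genes, p = 5.57e-13). In Kmt2b MO embryos, 94 of 147 were rising, where 14.5 would be expected (one-sided Fisher's exact test, p = 6.21e-58). Among the higher genes, 42 of 59 were falling genes in Cxxc1 MO, where 37.1 would be expected, and 135 of 201 in Kmt2b MO embryos, where 126 would be (one-sided Fisher's exact test, p = 0.115 and 0.114). Over protein-coding genes, a fit chosen after seeing the data, 147 of 219 were falling, where 122 would be expected, and 523 of 874, where 487 would be (one-sided Fisher's exact test, p = 0.000366 and 0.00694). Within biological replicate 2 alone, 2 of the 6 lower genes were rising in Cxxc1 MO embryos (one-sided Fisher's exact test, p = 0.101) and 32 of 54 in Kmt2b MO embryos (p = 8.71e-20). Within biological replicate 1, neither of the 2 lower genes in Cxxc1 MO embryos was rising, and no gene was lower in Kmt2b MO embryos. At an unadjusted p under 0.05 in biological replicate 1, 208 rising genes were lower in Cxxc1 MO and 151 in Kmt2b MO embryos. For Cxxc1 MO in biological replicate 2, the odds ratio for a rising gene among the lower genes, with 0.5 added to each count, changed most, to 68.8, in the fit of protein-coding genes chosen after seeing the data.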

We observed a bias of GZ- and ZS-genes among the downregulated genes (Figs.6c and S7e) and focused further analysis on all zygotically expressed genes.

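The share of rising genes counted as lower at 7.5 hpf was 0% in both knockdowns of biological replicate 1. In biological replicate 2 it was 0.104% (2 genes) in Cxxc1 MO and 1.66% (32 genes) in Kmt2b MO embryos, and the mean over the biological replicates was 0.0519% and 0.831%. At an unadjusted p under 0.05, 10.8% of the rising genes were lower in Cxxc1 MO and 7.84% in Kmt2b MO embryos of biological replicate 1, and 14.1% and 10.2% in biological replicate 2. Of the other genes 1.72% to 2.01% were. The share for Cxxc1 MO in biological replicate 1 moved most in the fit of 36 libraries, chosen after seeing the data. The alternative that moved the other shares most was the fit of protein-coding genes. It was also chosen after seeing the data and had 450 rising genes. Of these, 0% and 4.22% were lower in Cxxc1 MO and Kmt2b MO embryos of biological replicate 1 and 19.1% and 30.7% in biological replicate 2. Rising genes lower at any time point were then compared between the knockdowns. In biological replicate 2, 11 such genes in Cxxc1 MO and 56 in Kmt2b MO embryos had 10 in common, where 0.32 would be expected among the 1925 rising genes (one-sided Fisher's exact test, p = 2.04e-15). Both lists were empty in biological replicate 1. The knockdowns share their Ctrl MO libraries. With NI Ctrl as the control of Kmt2b MO, 9 genes were in common, where 2.56 would be expected (one-sided Fisher's exact test, p = 6.53e-05).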

We found that an average of 10% and 16% of zygotic genes were downregulated in Cxxc1 and Kmt2b knockdown embryos, respectively, at 7.5 hpf (Fig. S7f), with an overlap across both conditions (Fig. S7g). Out of the downregulated zygotic genes, those belonging to the groups that keep H3K4me3 around their promoters during early embryonic development (SHARED) and those that gain H3K4me3 during ZGA stage (GAINED) were affected (Figs. 6d and S7h). 

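The H3K4me3 groups of genes were not used here, and the mean change is given for the rising genes. For each library, log2(TPM + 1) was averaged over these genes and the mean of the 3 Ctrl MO libraries of the same biological replicate and time point was subtracted. The library and not the gene is the unit. At 7.5 hpf, the mean change of all rising genes was -0.16 ± 0.18 (SD, n = 6) in Cxxc1 MO libraries, 5 of 6 being lower than the Ctrl MO mean (two-sided exact permutation test within biological replicates, p = 0.18). In Kmt2b MO libraries it was -0.060 ± 0.22 (SD, n = 6), with 2 of 6 lower (exact permutation test, p = 0.635). The Ctrl MO libraries themselves had an SD of 0.20 around their means, so neither change is larger than the spread between libraries. Both changes were larger against NI Ctrl embryos, at -0.35 in Cxxc1 MO (exact permutation test, p = 0.01) and -0.25 in Kmt2b MO libraries (p = 0.035). Ctrl MO embryos themselves changed against NI Ctrl by -0.19 (exact permutation test, p = 0.085). The rising genes were chosen for high values in these NI Ctrl libraries, which by itself makes any other group look lower against them. With genes chosen in the NI Ctrl libraries of the other biological replicate, a test added after seeing the data, the changes against NI Ctrl were -0.29 (exact permutation test, p = 0.035) in Cxxc1 MO and -0.19 (p = 0.1) in Kmt2b MO libraries. For genes rising from a low level the change was -0.17 (exact permutation test, p = 0.175) in Cxxc1 MO and -0.068 (p = 0.61) in Kmt2b MO libraries. For genes rising from a maternal level it was 0.016 (exact permutation test, p = 0.89) and 0.048 (p = 0.605). Falling genes changed by 0.0078 in Cxxc1 MO and 0.014 in Kmt2b MO libraries (exact permutation test, p = 0.93 and 0.835). Adjusted over the 75 comparisons of gene sets, the Benjamini-Hochberg p of the rising genes was 0.45 in Cxxc1 MO and 0.807 in Kmt2b MO libraries (exact permutation tests). At 6.5 hpf, the rising genes changed by -0.41 (exact permutation test, p = 0.04, adjusted p = 0.167) in Cxxc1 MO and -0.38 (p = 0.05, adjusted p = 0.188) in Kmt2b MO libraries. These means were made up of -0.031 and -0.068 in biological replicate 1 and -0.80 and -0.69 in biological replicate 2. Rising protein-coding genes, a set chosen after seeing the data, changed at 6.5 hpf by -0.35 in Cxxc1 MO and -0.39 in Kmt2b MO libraries. In exact permutation tests p was 0.005 for each (adjusted p = 0.0156). Their changes were -0.20 and -0.21 in biological replicate 1 and -0.50 and -0.58 in biological replicate 2. Over the 450 rising protein-coding genes, a set chosen after seeing the data, the change at 7.5 hpf was -0.25 ± 0.10 (SD, n = 6; exact permutation test, p = 0.01) in Cxxc1 MO and -0.33 ± 0.10 (p = 0.005, the smallest p the test allows) in Kmt2b MO libraries, lower in 6 of 6 libraries of each.

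**Figure D1:**
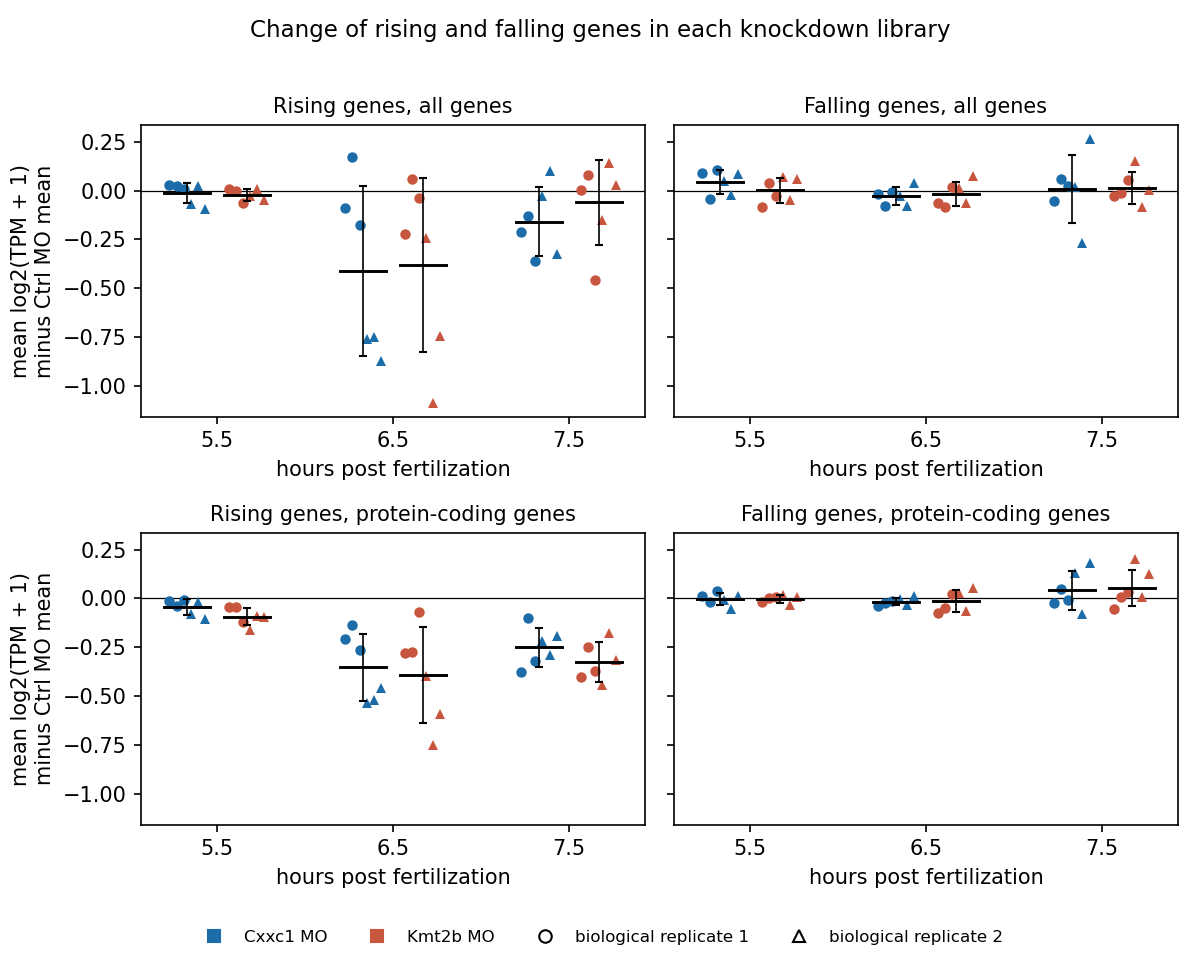
Mean log2(TPM + 1) of rising (left) and falling (right) genes in each knockdown library minus the Ctrl MO mean of the same biological replicate, at 5.5, 6.5 and 7.5 hours post fertilization, over all genes (top) and over protein-coding genes (bottom, chosen after seeing the data). Each point is a library, and bars give the mean ± SD of 6 libraries; at 7.5 hpf the rising genes lie on both sides of 0 over all genes and under 0 in every library over protein-coding genes.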

At 7.5 hpf, we observed significantly decreased mean expression levels of genes in the SHARED and GAINED groups in Cxxc1 or Kmt2b knockdown versus control embryos (Figs. 6e and S7i). 

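A list of 178 symbols of genes with roles in early patterning, signalling or transcription regulation was written from gene names before the data were seen, since no table of gene ontology was used here. It matched 161 tested genes (L and S homeologs counted separately). In the limma fit of both biological replicates at 7.5 hpf, 16 of the 161 were lower in Cxxc1 MO embryos, where 0.379 would be expected by chance (one-sided Fisher's exact test across genes, p = 1.68e-22), and 1 was higher. In Kmt2b MO embryos, 54 were lower, where 1.21 would be expected (one-sided Fisher's exact test, p = 5.02e-77), and 2 were higher. Of the 161 genes, 81 were rising genes. Rising genes made up all 16 lower genes of the list in Cxxc1 MO and 50 of the 54 in Kmt2b MO embryos. The test across all genes therefore does not separate the list from the enrichment of rising genes given above. With the adjustment made over the list alone, 77 genes were lower in Cxxc1 MO and 82 in Kmt2b MO embryos. The mean change of the list was -0.30 ± 0.21 (SD, n = 6) in Cxxc1 MO libraries (two-sided exact permutation test, p = 0.02) and -0.36 ± 0.071 in Kmt2b MO libraries (p = 0.005), lower in 6 of 6 libraries of each knockdown. Of the alternatives, the fit of protein-coding genes, chosen after seeing the data, moved the count most, from 16 to 58 in Cxxc1 MO embryos. The gene ventx1.2.S (chromosome 7S, 16878209 to 16881959) had a log2 fold change of -1.12 (standard error 0.13, limma adjusted p = 0.000114) in Cxxc1 MO and -1.27 (adjusted p = 2.22e-05) in Kmt2b MO embryos. Its TPM in biological replicate 1 was 3.64 (mean of 3) in Cxxc1 MO, 2.87 ± 0.618 (SD, n = 3) in Kmt2b MO and 7.97 ± 1.80 in Ctrl MO embryos. The values in biological replicate 2 were 8.78 ± 1.47, 8.17 ± 0.885 and 22.4 ± 2.64. The gene gsc.S (chromosome 8S, 20057701 to 20062187) had a log2 fold change of -0.97 in Cxxc1 MO (standard error 0.16, limma adjusted p = 0.00398) and -1.00 in Kmt2b MO embryos (adjusted p = 0.00112). In Kmt2b MO embryos, id3.S (chromosome 2S, 68321643 to 68323592) changed by -1.47 (standard error 0.25, limma adjusted p = 0.00174). Also in Kmt2b MO, foxd4l1.1.L (chromosome 1L, 139693771 to 139695394) changed by -1.27 (standard error 0.22, limma adjusted p = 0.00202). In Cxxc1 MO embryos these genes changed by -1.04 (id3.S, limma adjusted p = 0.0642) and -0.80 (foxd4l1.1.L, limma adjusted p = 0.131).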

Both conditions affected the expression of genes involved in development or in transcription regulation (Fig. S7j). In both Cxxc1 and Kmt2b asMO-injected embryos, we observed a significantly reduced fold change in *pou5f3.2* expression compared to controls, but only a slight reduction in s*ox3* expression at 7.5 hpf, explained by its maternal contribution (Fig. 6f). These observations link Cxxc1 and Kmt2b to H3K4me3 propagation and acquisition during *Xenopus* development and demonstrate a role for these enzymes in proper ZG*A*. 

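Both homeologs of pou5f3.2 rose in NI Ctrl embryos. From 5.5 to 7.5 hpf, pou5f3.2.L (chromosome 8L, 2295625 to 2299844) went from 53.0 ± 1.39 to 111 ± 8.42 TPM (SD, n = 3) in biological replicate 1 and from 51.7 ± 5.91 to 187 ± 2.91 in biological replicate 2. Over the same time, pou5f3.2.S (chromosome 8S, 27584027 to 27587612) went from 2.09 ± 0.307 to 59.2 ± 3.85 TPM and from 5.83 ± 1.34 to 88.0 ± 5.50. At 5.5 hpf, sox3.L (chromosome 8L, 46991470 to 46993062) already had 484 ± 7.66 and 479 ± 39.7 TPM, and sox3.S (chromosome 8S, 63299041 to 63300658) had 388 ± 7.37 and 335 ± 38.3. At 7.5 hpf sox3.L had 385 ± 18.4 and 461 ± 9.34 TPM, and sox3.S had 295 ± 14.7 and 313 ± 17.8. The mean log2 change of the 2 homeologs of pou5f3.2 against Ctrl MO at 7.5 hpf was -0.24 ± 0.28 (SD, n = 6 libraries) in Cxxc1 MO, 5 of 6 being lower (two-sided exact permutation test within biological replicates, p = 0.1). In Kmt2b MO libraries it was -0.29 ± 0.12 (SD, n = 6), with 6 of 6 lower (exact permutation test, p = 0.005). The change was larger for pou5f3.2.S, at -0.34 (exact permutation test, p = 0.05) and -0.46 (p = 0.005), than for pou5f3.2.L, at -0.14 (p = 0.3) and -0.12 (p = 0.23). The difference between the homeologs was not tested. The mean change of sox3 was -0.13 ± 0.23 (SD, n = 6) in Cxxc1 MO libraries (exact permutation test, p = 0.315) and -0.019 ± 0.074 in Kmt2b MO libraries (p = 0.875), with 3 of 6 libraries lower in each. Adjusted over these 4 comparisons, the Benjamini-Hochberg p was 0.2 and 0.02 for pou5f3.2 and 0.42 and 0.875 for sox3 (exact permutation tests). Against NI Ctrl embryos, the change of pou5f3.2 was -0.50 in Cxxc1 MO and -0.55 in Kmt2b MO libraries (exact permutation test, p = 0.005 for each). That of sox3 was -0.24 (exact permutation test, p = 0.02) and -0.13 (p = 0.005). In Ctrl MO embryos at 7.5 hpf, pou5f3.2.L had 87.5 and 146 TPM in biological replicates 1 and 2, and pou5f3.2.S had 49.9 and 82.9. These means, and those of sox3, were under the NI Ctrl means. The changes against NI Ctrl thus include a difference already present with the control morpholino. Changes of pou5f3.2 and sox3 at 6.5 hpf were not tested. At that time in biological replicate 1, pou5f3.2.S had 9.75 TPM (mean of 3) in Cxxc1 MO, 10.2 in Kmt2b MO and 16.2 in Ctrl MO embryos. The values in biological replicate 2 were 16.9, 16.5 and 33.5. Those of pou5f3.2.L were 63.8, 60.5 and 68.3 in biological replicate 1 and 61.5, 63.7 and 84.8 in biological replicate 2.

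**Figure D2:**
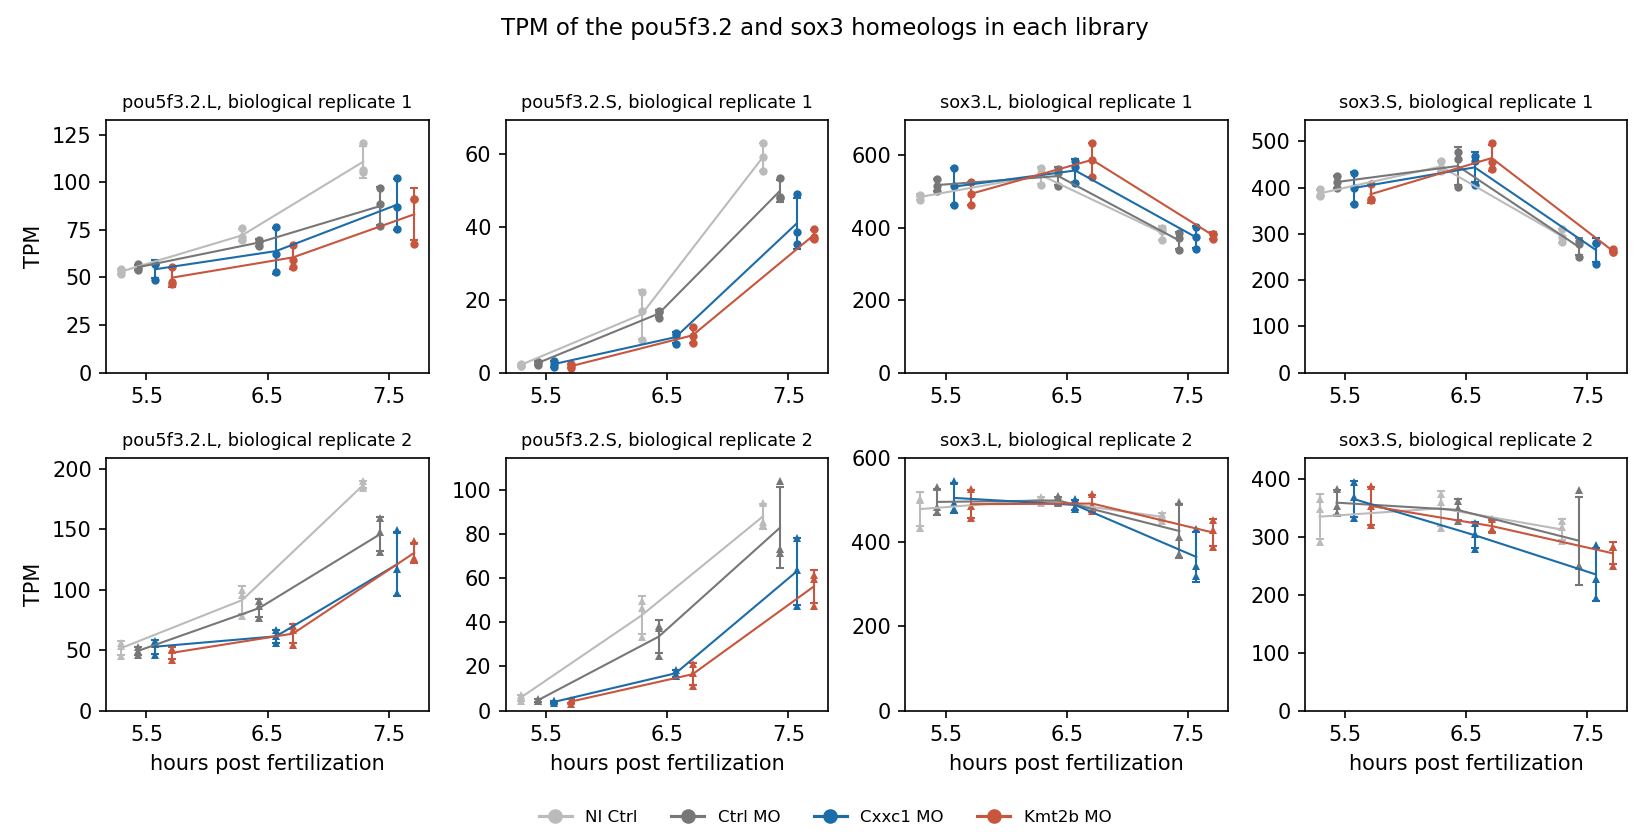
TPM of the L and S homeologs of pou5f3.2 and sox3 in biological replicate 1 (top) and 2 (bottom) at 5.5, 6.5 and 7.5 hours post fertilization. Each point is a library of 3 embryos, and lines and bars give the mean ± SD of 3 libraries; both homeologs of pou5f3.2 rise with time, and those of sox3 start high.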

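In the fit of both biological replicates at 7.5 hpf, the knockdowns shared 39 lower genes, where 0.346 would be expected by chance (one-sided Fisher's exact test across genes, p = 3.12e-78). They shared 54 higher genes, where 0.607 would be expected (one-sided Fisher's exact test, p = 9.19e-105). Both comparisons use the same Ctrl MO libraries, which by itself makes overlap more frequent. A limma interaction of knockdown and biological replicate called 1 gene whose change in Cxxc1 MO embryos differed between the frogs, LOC121395304, named after its values were seen, and 0 genes in Kmt2b MO embryos. At an unadjusted p under 0.05, 494 and 544 genes differed in this way, where chance would give 977.2. Over protein-coding genes, chosen after seeing the data, 501 and 1496 did, where chance would give 847.7. Ctrl MO and NI Ctrl embryos at 7.5 hpf differed in 3 genes in biological replicate 1 and 2 in biological replicate 2. Without adjustment, 1672 and 548 genes had a limma p under 0.05, where chance would give 1013 and 1031. Against Ctrl MO, Cxxc1 MO embryos had 1184 and 1008 such genes and Kmt2b MO embryos 1195 and 1517. Over protein-coding genes, a fit chosen after seeing the data, Ctrl MO and NI Ctrl differed in 3 and 28 genes after adjustment. From its observations in both knockdowns, the paper concludes that Cxxc1 and Kmt2b are linked to the propagation and acquisition of H3K4me3 and have a role in proper ZGA. Its summary of these results hedges the second enzyme, naming Cxxc1 and likely Kmt2b as regulators of zygotic genes.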

To link early chromatin regulation to later transcriptional changes, we compared the genes affected upon Cxxc1 and Kmt2b knockdown with those sensitive to H3K4me3 loss (Fig. 5), revealing an overlap across all four conditions (Fig. S7o). This supports an impact of early H3K4me3 marking on gene expression programs.

We then addressed whether Kmt2b and Cxxc1 depletion affected development. Both Cxxc1 and Kmt2b knockdown embryos showed delayed development compared to control and wildtype embryos, as well as morphological defects, including aberrant gut formation, an overall twisted, shorter body axis, and a “bent tail” phenotype (Fig. 6g). Tadpoles with methyltransferase knockdown did not survive past the feeding tadpole stage (4 days post fertilization), suggesting that Cxxc1 and Kmt2b are each essential for development (Fig. 6h). It is yet unclear if their function is important for successful development only during pre ZGA stages or also during later stages.

To test phenotype specificity, we generated and validated MO-resistant *cxxc1* mRNAs (Fig. S7k). Injection of regular *cxxc1* mRNAs or Cxxc1 asMOs alone caused poor embryonic survival (Fig. S7l–n). However, co-injection of MO-resistant *cxxc1* mRNA with the Cxxc1 asMO resulted in partial rescue of the phenotype, indicating asMO specificity for Cxxc1 (Fig. S7l–n). Rescue experiments for Kmt2b could not be performed due to technical problems. Nevertheless, a substantial overlap between genes downregulated upon Cxxc1 and Kmt2b knockdown and those sensitive to H3K4me3 loss (Fig. S7o) supports a shared role of these enzymes in regulating gene expression and accentuates the importance of H3K4me3 marking on proper embryonic gene expression.

In summary, our results reveal that the methyltransferases Cxxc1 and likely Kmt2b regulate accurate activation of zygotic genes marked by H3K4me3 during embryogenesis and are important for embryonic development. These findings underscore the importance of H3K4me3 reader–writer enzymes in ensuring proper H3K4me3 patterns, facilitating accurate zygotic gene expression, and supporting successful development.

## Discussion

This study shows that early embryonic chromatin is pre-marked with H3K4me3 and reveals its crucial role in proper ZGA and development. We show that H3K4me3 is found at common promoter loci in gametes, transcriptionally silent pre-ZGA embryos, and during ZGA when transcription begins. We show that pre-marking chromatin with H3K4 methylation supports correct ZGA and is facilitated by H3K4 methyltransferases Cxxc1 and likely Kmt2b, whose disruption results in reduced H3K4me3 levels, aberrant ZGA, and developmental failure. Thus, these findings support a role of H3K4 methylation in mediating epigenetic memory of active chromatin states.

We find that numerous histone modifications are present on pre-ZGA chromatin, including active modifications. This is unexpected given the dynamic nature of early embryonic chromatin, which replicates approximately every 30 min with repressed transcription. We observe that transcription-independent Cxxc1 contributes to H3K4me3 deposition^42,50^ and that Kmt2b may also deposit canonical promoter H3K4me3 in pre-and post-ZGA *Xenopus* embryos, in addition to its known role in establishing broad non-canonical domains in mouse oocytes^51^. These enzymes likely recognize CpG-rich, hypomethylated promoters and reinstate H3K4me3 after DNA replication, which may be enhanced by broad H3K4me3 domains across several nucleosomes. However, evaluating H3K4me3 at discrete stages cannot resolve continuous transmission at SHARED promoters, and additional contributions from TFs or DNA sequence remain possible.

We find that H3K4me3 occurs at pre-ZGA despite global transcription repression and the absence of the original inducing signal. While current interference methods cannot distinguish between H3K4me2/3, loss of H3K4 methylation impairs gene activation and embryonic development, consistent with H3K4 methylation contributing to epigenetic memory of active chromatin states^13,14,52^. Whether other active histone modifications detected at pre-ZGA show similar dynamics remains unexplored.

H3K4me3 and DNAme are mutually antagonistic, as H3K4me3 impedes de novo DNAme by inhibiting DNMT3 binding^34,53^. Conversely, hypomethylated DNA recruits H3K4 methyltransferases via the CXXC domain^50,51,54^. This raises the question whether early H3K4me3 reflects underlying DNAme patterns, or vice versa. Previous work in *Xenopus tropicalis* hypothesized that H3K4me3 is absent in cleavage-stage embryos and acquired during ZGA based on DNAme, favoring hypomethylated, CpG-rich regions^11^. Our analyses support a distinct model for H3K4me3 in *Xenopus laevis*, consistent with recent hybrid *Xenopus* findings^18^. We demonstrate that H3K4me3 is present in gametes and at both pre- and post-ZGA. These findings suggest that the two frog species have diverged in ZGA regulatory mechanisms. Nevertheless, promoter hypomethylation in *Xenopus laevis* pre-ZGA embryos mirrors trends reported in *Xenopus tropicalis* mid-ZGA embryos^38^.

What is the role of H3K4me3 during early development? In previous experiments in zebrafish and mouse addressing the roles of histone modifications and variants such as H3K4me3, H3K27ac, H3K9me3, H3K27me3, H2AK119ub and H2A.Z in supporting ZGA, embryos were typically subjected to interference from fertilization onwards^24,44,55–68^. Unfortunately, this fails to distinguish whether the propagation of the histone mark before ZGA or the accumulation of the mark throughout early development is important for establishing accurate gene expression patterns at ZGA. We show that H3K4 methylation perturbation within a time window before ZGA has a gene expression phenotype almost as strong as persistent depletion, suggesting that pre-ZGA H3K4me3 marking is important for proper onset of ZGA and successful development.

Canonical pre-ZGA H3K4me3 patterns in *Xenopus* closely resemble those of human oocytes and embryos^69^, in contrast to non-canonical patterns in mouse oocytes^58^. However, *Xenopus* and human embryos may transiently exhibit mouse-like H3K4me3 patterns at an earlier developmental stage. Mll2 is expressed in early human embryos and depleted as ZGA begins, much like the expression patterns of its ortholog Kmt2b in *Xenopus*^69^. In context with other species-similarities, such as the higher degree of paternal histone retention after fertilization in both species and multiple transcriptionally silent cell divisions before ZGA^12,70–72^, *Xenopus* may provide unique insights into mechanisms supporting epigenetic memory of active states in pre-ZGA human embryos.

We find that early gene reactivation during ZGA correlates with H3K4me3 pre-marking. Because promoter and gene-body H3K4me3 are important for high RNA Pol II processivity^26^, pre-ZGA H3K4me3 at promoters may aid in rapid gene expression early during ZGA. Interestingly, TFs reported to facilitate ZGA in *Xenopus*, Sox3 and Pou5f3.2^47,48^, are amongst those genes. Their combinatorial knockdown causes developmental arrest at gastrulation^47,48^ in *Xenopus*. Both persistent and window disruption of H3K4 methylation before ZGA result in significant downregulation of *pou5f3.2* and, to a lesser extent, *sox3*, likely causing decreased protein levels and downstream ZGA effects.

In summary, our findings highlight that H3K4me3 pre-marking of promoter regions in early embryos is essential for subsequent accurate ZGA and development, with Cxxc1 ensuring proper deposition at hypomethylated, CpG-rich loci.

## Methods

### Xenopus laevis culture

Adult *Xenopus Laevis* were obtained from Nasco (901 Janesville Avenue, P.O. Box 901, Fort Atkinson, WI 53538-0901, USA) and Xenopus1 (Xenopus1, Corp. 5654 Merkel Rd. Dexter, MI. 48130). All frog maintenance and care were conducted according to the German Animal Welfare Act. Research animals were used following guidelines approved and licensed by ROB-55.2-2532.Vet_02-23-126.

### Embryo collection

Sexually mature females were pre-primed for ovulation by injection of 150 IU of Ovogest 300 I.E./ml into their dorsal lymph sac 4–5 days prior to experiments. 500 IU of the same hormone at 1000 I.E./ml was injected on the day before experiments, and the females were kept overnight at 14 °C in 1x MMR (Marc’s Modified Ringer's buffer: 100 mM NaCl, 2 mM KCl, 1 mM MgSO4, 2 mM CaCl2, 0.1 mM EDTA, 5 mM HEPES pH 7.8). Females were then moved to room temperature to lay eggs. Eggs were collected in a timely manner, and in vitro fertilization was performed.

### In vitro fertilization

In vitro fertilization was performed on eggs by shredding a piece of freshly dissected testes between the two arms of a riffled pair of forceps to release the sperm in a glass dish containing eggs in a minimal amount of 1x MMR. After a 2-min incubation, the 1x MMR was diluted approximately 10-fold with distilled water, and the fertilized eggs were kept at room temperature for 20–30 min. Subsequently, the jelly coating on the fertilized eggs was chemically removed using a dejellying solution (2% L-Cysteine in milliQ H_2_O, pH 7.8; adjusted by NaOH), followed by washes in 0.1x MMR.

### Microinjections

For labeling nascent RNA, embryos were injected with 9.2 nl of 50 µM 5-EU at the 1-cell stage using a NANOINJECT II microinjector (Drummond Scientific Company). For transcription inhibition, embryos were co-injected with 4.6 ng α-amanitin. For all injection experiments, embryos were kept in 0.5x MMR during and up to 2 h post-injections, after which they were transferred to 0.1x MMR for further development.

### Chromatin-bound protein isolation of pre-ZGA embryos

Two hundred 256-cell stage embryos per sample were collected at the desired stage. Buffer was removed, and embryos were gently washed thrice using embryo extraction buffer (10 mM HEPES pH 7.7, 100 mM KCl, 50 mM Sucrose, 1 mM MgCl2, 0.1 mM CaCl2) and then spun down for 1 min at 700 g. All excess liquid was removed, and samples were stored at −80 °C until further processing. Frozen embryos were thawed on ice and spun at 17,000 × *g* for 10 min at 4 °C. This results in the formation of three layers: the upper lipid layer and the bottom layer of cellular debris are avoided, and the middle gray layer of nuclei is collected using a P200 pipette. The nuclear fraction is washed twice with SuNASP buffer (250 mM Sucrose, 75 mM NaCl, 0.5 mM Spermidine, 0.15 mM Spermine) with a 5-min spin at 4 °C at 3500 g and then twice with RIPA buffer (50 mM Tris-HCl pH 7.4, 1% NP40, 0.25% Na-deoxycholate, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 0.5 mM DTT, 5 mM Na-butyrate) supplemented with protease inhibitors, spun for 10 min at 14,000 × *g* at 4 °C. A Kimwipe is used to aid the removal of yolk and debris caught on the walls of the tube while removing the supernatant between washes. For SDS-PAGE, the pellet was resuspended in 2x E1 buffer (50mM HEPES-KOH, pH 7.5, 140mM NaCl, 0.1mM EDTA, pH 8.0, 10% Glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100, 1% β-mercaptoethanol) and 4x Laemmli sample buffer (BIO-RAD, #1610747) supplemented with 10% β-mercaptoethanol. An equivalent of 50 embryos was loaded per well.

### Western blotting

For testing histone modifications in gastrula (NF stage 12) embryos, 1–3 embryos were collected and resuspended in E1 buffer, followed by centrifugation at 4 °C for 2 min at 3500 g. The supernatant containing the cytoplasmic fraction was collected, and the pellet was dislodged with a pipette tip, resuspended in Tris/SDS solution (50 mM Tris-HCl, pH6.8 + 2% SDS) supplemented by protease inhibitors and vortexed well. 4x Laemmli buffer was added to both chromatin and non-chromatin bound fractions, chromatin was fragmented by manual disruption and heated for 15 min at 95 °C. 1/4th of an embryo was loaded per well.

For testing cytoplasmic proteins in early cleavage stage embryos, embryos were resuspended in RIPA buffer (50 mM Tris-HCl, pH 7.4, 1% NP40, 0.25% Na-deoxycholate, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 0.5 mM DTT, 5 mM Na-butyrate) supplemented with protease inhibitors and spun down at 14,000 g for 10 min at 4 °C. The supernatant containing the cytosolic fraction was collected, and 4x Laemmli buffer was added. The samples were manually disrupted and vortexed well, followed by heating at 95 °C for 15min. 1/4th of an embryo was loaded per well.

SDS-PAGE was performed on 4–20% gradient gels from (Bio-Rad, Mini-PROTEAN TGX #4561096) followed by transfer on PVDF membranes and blocking in 5% BSA in TBS. Depending on the experiment, antibodies were used at 1:1000 dilutions and were incubated overnight at 4 °C (see Table S4 for antibody details). Membranes were imaged using the Licor Odyssey CLx system, and image analysis was performed using ImageJ.

### Histone tail mass spectrometry and data analysis

Pre-ZGA (256-cell stage i.e., 4.5 hpf) and mid-ZGA (4000-cell stage i.e., 6.5 hpf) embryos were prepared using the chromatin-bound protein sample preparation method described above (*N* = 150 embryos per time point, *n* = 3). An equivalent of 50x embryos was loaded per well on a 4–20% gradient gel for SDS-PAGE to resolve histones. Gels were stained using a Coomassie R-250 staining solution (0.2% Coomassie R-250 (w/v), 30% ethanol, 10% glacial acetic acid) at room temperature for 30–40 min. Gels were then destained (30% ethanol, 10% glacial acetic acid) at room temperature every few hours for approximately 24 h until distinct histone bands were achieved against a transparent background. Gels were excised between the 10–20 kDa range, and in-gel sample preparation was performed for mass spectrometry.

Gel pieces containing histones were washed with 100 mM ammonium bicarbonate, dehydrated with acetonitrile, chemically propionylated with propionic anhydride and digested overnight with trypsin. Tryptic peptides were extracted sequentially with 70% acetonitrile/0.25% TFA and acetonitrile, filtered using C8-StageTips, vacuum concentrated and reconstituted in 15 µl of 0.1% FA.

For LC-MS/MS purposes, desalted peptides were injected in an Ultimate 3000 RSLCnano system (Thermo) and separated in a 25 cm analytical column (75 µm ID, 1.6 µm C18, IonOpticks) with a 50 min gradient from 2 to 37% acetonitrile in 0.1% formic acid. The effluent from the HPLC was directly electrosprayed into an Orbitrap Exploris 480 HF (Thermo) operated in data-dependent mode to automatically switch between full scan MS and MS/MS acquisition with the following parameters: survey full scan MS spectra (from m/z 250–1200) were acquired with resolution *R* = 60,000 at m/z 400 (AGC target of 3 × 10^6^). The 15 most intense peptide ions with charge states between 2 and 6 were sequentially isolated to a target value of 2 × 10^5^ (*R* = 15,000) and fragmented at 27% normalized collision energy. Typical mass spectrometric conditions were: spray voltage, 1.5 kV; no sheath and auxiliary gas flow; heated capillary temperature, 250 °C; ion selection threshold, 33.000 counts.

Data analysis was performed with the Skyline (version 21.2) by using doubly and triply charged peptide masses for extracted ion chromatograms. Automatic selection of peaks was manually curated based on the relative retention times and fragmentation spectra with results from Proteome Discoverer 1.4. Integrated peak values were exported for further calculations. The relative abundance of an observed modified peptide was calculated as a percentage of the overall peptide.

### Immunofluorescence and image analysis

Immunofluorescence and confocal imaging of nascent transcripts in whole-mount embryos was performed as previously described^17,43^ with minor modifications. Embryos were fixed at mid-ZGA, stained for 5-EU incorporation and/or histone marks, cleared, and imaged by confocal microscopy. Nuclear segmentation was performed using a custom-trained Cellpose model applied to the DNA channel. Mean nuclear intensities were extracted for downstream quantification. Detailed experimental and imaging parameters and computational workflow are provided in the Supplementary Methods.

### MBD-seq sample collection, library preparation and sequencing

250x pre-ZGA (256-cell stage, i.e., 4.5 hpf) embryos were collected per replicate and prepared using the chromatin-bound protein sample preparation method as described above. Methylated DNA capture was performed using the Methylated DNA Capture kit (Diagenode: #C02020010) following the manufacturer’s instructions. The experimental protocol, library preparation and sequencing parameters are explained in detail in the Supplementary Methods.

### MBD-seq and ChIP-seq data processing

Sequencing reads were aligned to the *Xenopus laevis* genome (v10.1) with bowtie (v4.2). The alignment process excluded discordant and mixed reads, with paired-end reads mapped to the reference genome. Aligned reads were converted to BAM format and filtered to retain only properly paired alignments. HOMER (v4.11) was used for peak identification against corresponding input controls. Broad peaks were called using histone-style parameters, while narrow peaks were called with default settings. Identified peaks were converted to BED format for downstream analysis. Unless stated otherwise, all analysis on both raw signal intensities and peak calling data was performed on gene promoters. This was done by quantifying the signal intensities, or called peaks, in a± 1kb window around the TSS of each gene.

### CATaDa sample collection, library preparation and sequencing

Chromatin accessibility of pre-ZGA embryos was profiled using CATaDa (Chromatin Accessibility Profiling Using Targeted DamID) as described previously^36^. Embryos were injected at the 1-cell stage with 2.3 ng pRN3P_AID-Dam-only construct (a kind gift by Maria-Elena Torres-Padilla; Addgene plasmid # 136065)^73^. 500x injected or non-injected control 256-cell stage embryos were collected per replicate and prepared using the chromatin-bound protein sample preparation method described above. Pellets were resuspended in 400 µl gDNA Tissue Lysis Buffer from the Monarch Genomic DNA Purification Kit (#T3010S); instructions for lysis of animal tissue and genomic DNA binding steps were followed as described. Elution was performed with 100 µl preheated gDNA Elution Buffer. Sample volumes were decreased to 15 µl using a SpeedVac instrument for 25 min.

All samples were processed for CATaDa as described previously^74^. Extracted genomic DNA was digested overnight at 37 °C with DpnI (NEB, R0176S), and column-purified with the QIAquick PCR Purification Kit (Qiagen, 28104). Adapters were blunt-end ligated to DpnI-digested fragments using T4 DNA ligase (NEB, M0202S; 2 h at 16 °C, heat inactivation at 65 °C for 20 min). Fragments were digested with DpnII (NEB, R0543S), purified with a 1:1.5 ratio of Seramag beads (Fisher Scientific, 65152105050250), and PCR amplified using DreamTaq HS DNA polymerase (Thermo Fisher Scientific, EP1703). PCR product was column-purified with the QIAquick PCR Purification Kit (Qiagen, 28104), sonicated and digested with AlwI (NEB, R0513S) before sequencing library preparation. CATaDa fragments were prepared for Illumina sequencing according to a modified TruSeq protocol^74^. Sequencing was performed as paired-end 50 bp reads by the CRUK Genomics Core Sequencing facility on a NovaSeq 6000.

### CATaDa data processing

Analysis of fastq files from CATaDa experiments was performed with the damidseq pipeline script^75^. Preprocessed fastq-files were mapped to the Xl.v10.1 genome assembly using bowtie2, and mapped reads were binned into fragments delineated by 5’-GATC-3’ motifs. Files were converted to the bigwig file format with bedGraphToBigWig (v4) for visualization with the Integrative Genomics Viewer (v2.13.0). MACS (v3.0.1)^76^ was used to call broad peaks on the mapped read (.bam) files generated by the damidseq_pipeline.

### Signal intensity calculation for ChIP-seq, MBD-seq, and CATaDa

The resulting coverages from the pre-processing explained above were log2-transformed after adding a pseudo-count of 1. Final signal intensities for Meta plots and Heatmaps were calculated by adding up the coverage of all replicates.

Meta plots (line plots)—Aggregate line plots, depicting the mean signal intensity of gene sets of interest with bands representing standard error of the mean, were generated using ggplot2 (v3.4.4).

Heatmaps—Heatmaps were generated using the EnrichedHeatmap package (v1.32.0) in R. Each row represents the signal intensity of one gene.

Violin plots—Violin plots show the enrichment calculated with the enriched_score function of the EnrichedHeatmap package within the promoter regions of the genes. Promoter regions were defined as ±1 kb windows centered on the TSS. The violins are scaled to the same maximum width to improve readability of the density distributions. A one-sided Wilcoxon rank-sum test was used to calculate statistical significance. Four stars (****) denote a *p*-value smaller or equal than 0.0001. Three stars (***) denote a *p*-value smaller than or equal to 0.001. Two stars (**) denote a *p*-value smaller than or equal to 0.01. One star (*) denotes a *p*-value smaller than or equal to 0.05. *P*-values larger than 0.05 are denoted with n.s.

### Statistical testing for association of gene groups

To quantify the significance of the association between multiple gene lists, such as H3K4me3 dynamics groups, RNA dynamics groups and ZGA timing groups, Fisher’s exact test was used. The results are visualized in Balloon plots. Each dot represents the result of a Fisher’s exact test on a 2 × 2 contingency table. The table is created by taking one group of the first list of groups of interest and merging all other groups of the list into a comparison group. The same is repeated for the second list of groups of interest. The one-sided Fisher’s test is performed for the positive association of the two gene lists of interest. The dot size and color show the FDR-adjusted *p*-value to account for multiple testing.

### Gene ontology analysis

GO enrichment was calculated with the clusterProfiler package (v4.10.0) in R. The visualization of the similarities of the enriched GO terms (Benjamini-Hochberg adjusted *p* < 0.01) was done with the simplifyEnrichment package (v1.12.0).

### mRNA production

mRNAs for all overexpression, AID, and rescue experiments were produced by in vitro transcription from linearized plasmids (full cloning and transcription details in Supplementary Methods).

### Auxin experimental setup

For the “treated” condition, embryos were co-injected at the 1-cell stage with 11 ng Kdm5b^wt^, 345 pg H3.3^K4M^ and 5 ng TIR1 mRNA. “Control” condition embryos were co-injected at the 1-cell stage with 4 ng Kdm5b^ci^, 345 pg H3.3 ^wt^ and 5 ng TIR1 mRNA. mRNA amounts were determined on the basis of equal expression levels of the overexpressed proteins in pre-ZGA stage embryos. For “window” depletion treatment, embryos were grown until the pre-ZGA stage (4.5 hpf/256-cell stage) and transferred to an auxin solution (500 μM auxin in 0.1 × MMR) to develop further. “Persistent” depletion treatment embryos were grown in 0.1x MMR throughout development. To validate protein expression, pre-ZGA embryos were collected for Western blotting. To validate auxin-induced protein degradation, embryos were collected at the mid-ZGA stage (6.5 hpf/4k-cell stage) and collected for Western blot and immunofluorescence. To assess the extent of H3K4me3 depletion, embryos were collected either at the pre-ZGA stage for chromatin-bound protein isolation and Western blot, or at NF12 for Western blot.

### Morpholino-mediated knockdown experimental setup

Custom antisense morpholinos (asMOs) targeting the translation start sites of both L and S homeologs of *Xenopus laevis kmt2b* and *cxxc1* were designed with the help of Gene Tools, LLC. The recommended standard control morpholino from Gene Tools LLC was used as a control. The morpholino sequences are shown in Supplementary Table 3.

1-cell stage embryos were injected with 9.2 nl of 1 mM morpholino solution and developed in 0.5x MMR solution for 2 h before moving to 0.1x MMR. Embryos were grown at 18 °C until the desired stage. For analysis of developmental phenotypes, embryos were imaged and counted at periodic intervals with daily replacement of 0.1x MMR.

### CUT&RUN

CUT&RUN was performed as described previously^47,77^ with minor modifications. 45 whole embryos were collected per sample at mid-ZGA stage (6.5 hpf). The complete CUT&RUN experimental protocol, conditions, library preparation and sequencing parameters are provided in detail in the Supplementary Methods.

### CUT&RUN data processing and visualization

Sequencing reads were aligned to the *Xenopus laevis* genome (v10.1) and a spike-in genome (Escherichia coli, GCA_001606525) using Bowtie2 (v2.4). The alignment process excluded discordant and mixed reads, with paired-end reads mapped to the reference genome. Aligned reads were converted to BAM format and filtered to retain only properly paired alignments. Normalization scaling factors were computed using deepTools (v3.5.3) based on the read distribution across genomic regions. HOMER (v4.11) was used for peak identification. Narrow peaks were called using histone-style parameters and converted to BED format for downstream analysis. Differential peak analysis for H3K4me3 signal was performed on a consensus peak set defined based on narrow H3K4me3 peaks called in at least two out of three independent biological replicates from wildtype embryos, using the findOverlaps function from GenomicRanges (v1.58.0) with maxgap = 150 bp.

Meta plots (line plots) depicting the mean signal intensity of gene sets of interest with bands representing the standard error of the mean were generated using normalizeToMatrix from EnrichedHeatmap (v1.36.0) and *E. coli* spike-in normalized signal. For statistical comparison of H3K4me3 signal across gene sets of interest, the Kolmogorov-Smirnov test was used.

### RNA-seq experimental setup

For RNA-sequencing experiments, independent experiments were performed on two different frogs, serving as two biological replicates. Within each biological replicate, three sets of three embryos each were collected per time point, corresponding to three replicates within each independent experiment. Embryos were collected as described at hourly intervals after the pre-ZGA stage (i.e., 4.5 hpf/256-cell stage): at 5.5 hpf, 6.5 hpf and 7.5 hpf. All liquid was removed from the tube, and samples were snap-frozen on dry ice and then stored at −80 °C until further processing. Gene expression was analyzed for morpholino knockdown experiments and H3K4me3 window-depletion experiments.

### Total RNA extraction and ribosomal depletion

Three embryos were collected per sample and stored at −80 °C. Total RNA was isolated using the RNeasy kit (Qiagen, #74106) according to the manufacturer’s instructions and ribosomal RNA was depleted using custom-made oligomer mixes for *Xenopus laevis* rRNA as described previously^78^ with minor modifications. Complete protocols are provided in the Supplementary Methods.

### RNA-seq library preparation and sequencing

Sequencing libraries were generated using the NEBNext Ultra II Directional RNA Library Preparation Kit for Illumina (NEB, #E7760) as per the manufacturer’s instructions using 12–13 PCR amplification cycles. The quality of cDNA libraries was assessed using the Agilent High Sensitivity D5000 ScreenTape System (Agilent, #5067-5592) in the Agilent 4150 TapeStation System or using the Agilent DNF-474 HS NGS Fragment Kit (Agilent, DNF-474-1000) in the Fragment Analyzer System (Agilent). Libraries were multiplexed, and sequenced was performed as paired-end 50 bp reads on the Illumina NovaSeqX+ by the Helmholtz Core Facility Genomics (CF-GEN).

### RNA-seq data processing

Paired sequencing reads were processed using Kallisto (v0.48) for pseudoalignment and quantification of transcript abundance. Transcript and annotation files were downloaded from Xenbase (v10.1) for *Xenopus laevis* (transcripts and annotation). After quantification, transcript-level abundances were imported using “tximport” (v1.32.0) and converted to a “SummarizedExperiment” (v1.34.0) object in R (v4.3.2). Transcript isoforms are summed up for the respective gene count. Datasets of two independent batches were subjected to differential expression analysis on each of their three respective replicates performed with DESeq2 (v1.42.1). Reported *p*-values are FDR adjusted for multiple testing. Transcript abundances were normalized to transcripts per million and log2-transformed with a pseudo count of 1 for further analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Infomation

Reporting Summary

Peer Review file

## Source data

Source data

## Data Availability

Original data produced in the experiments have been deposited on GEO. The MBD-seq data are available under the accession number GSE286525. The CATaDa data is available under the accession number GSE286524. The RNA-seq data from the auxin experiment are available under the accession number GSE286887. The RNA-seq data from the morpholino treatments are available under the accession number GSE286886. The CUT&RUN data is available under accession number GSE303651. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^79^ partner repository with the dataset identifier PXD058937. Publicly available data were obtained from GEO with the following accession numbers: GSE125982, GSE75164, GSE76059, GSE201835. All other relevant source data supporting the key findings of this study are provided in this paper. Source data are provided with this paper.

# Supplementary material for: Pre-marking chromatin with H3K4 methylation is required for accurate zygotic genome activation and development
**Source:** Nat Commun. 2025 Dec 19;16:11334. doi: 10.1038/s41467-025-67692-7
**Supplement:** Supplementary file 1 — Supplementary Infomation

**Fig S1.**

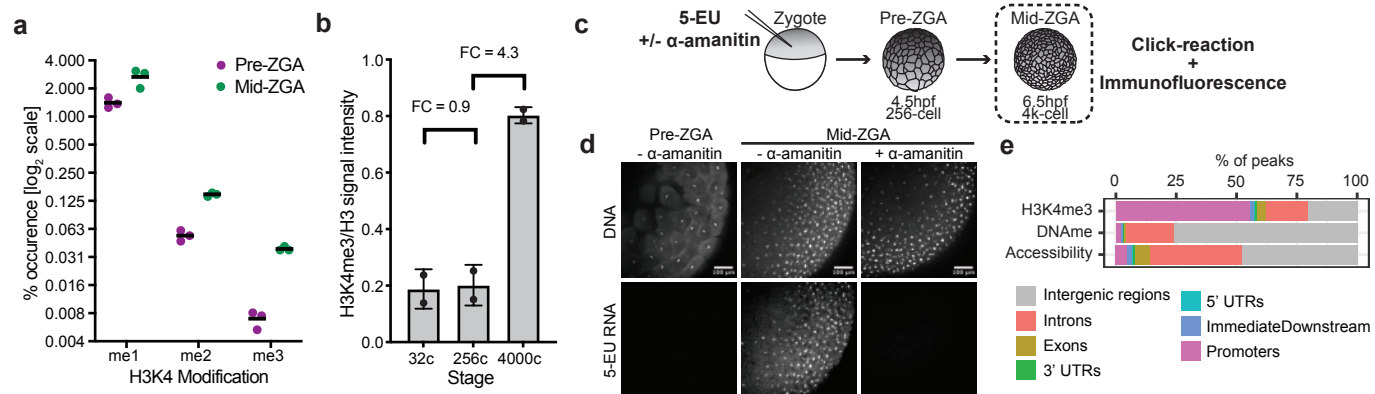

## SUPPLEMENTARY INFORMATION

### **Figure S1. Profiling histone modifications and epigenetic factors present on pre-ZGA embryo chromatin.**

(a) Percent abundance of modifications of H3K4 peptide at pre-ZGA and ZGA stages represented on a  $\log_2$  scale. (b) Quantification of H3K4me3 signal intensity relative to H3 as seen in the Western blot in Fig.1c at 32-cell, 256-cell (pre-ZGA) and 4000-cell (mid-ZGA) stages. Fold change is calculated relative to 256-cell stage. (c) Illustration of 5-EU labeling of nascent RNA in early embryos for immunofluorescence. (d) Representative images demonstrating inhibition of transcription  $\alpha$ -amanitin-treated embryos. Nascent transcripts are labeled using 5-EU (bottom) and DNA is labeled using Sir-DNA (top). Scale bars: 100 $\mu$ m. (e) Genomic distribution of called peaks for H3K4me3 ChIP sequencing, MBD sequencing and CATaDa on pre-ZGA embryos (4.5hpf).

**Fig S2.**

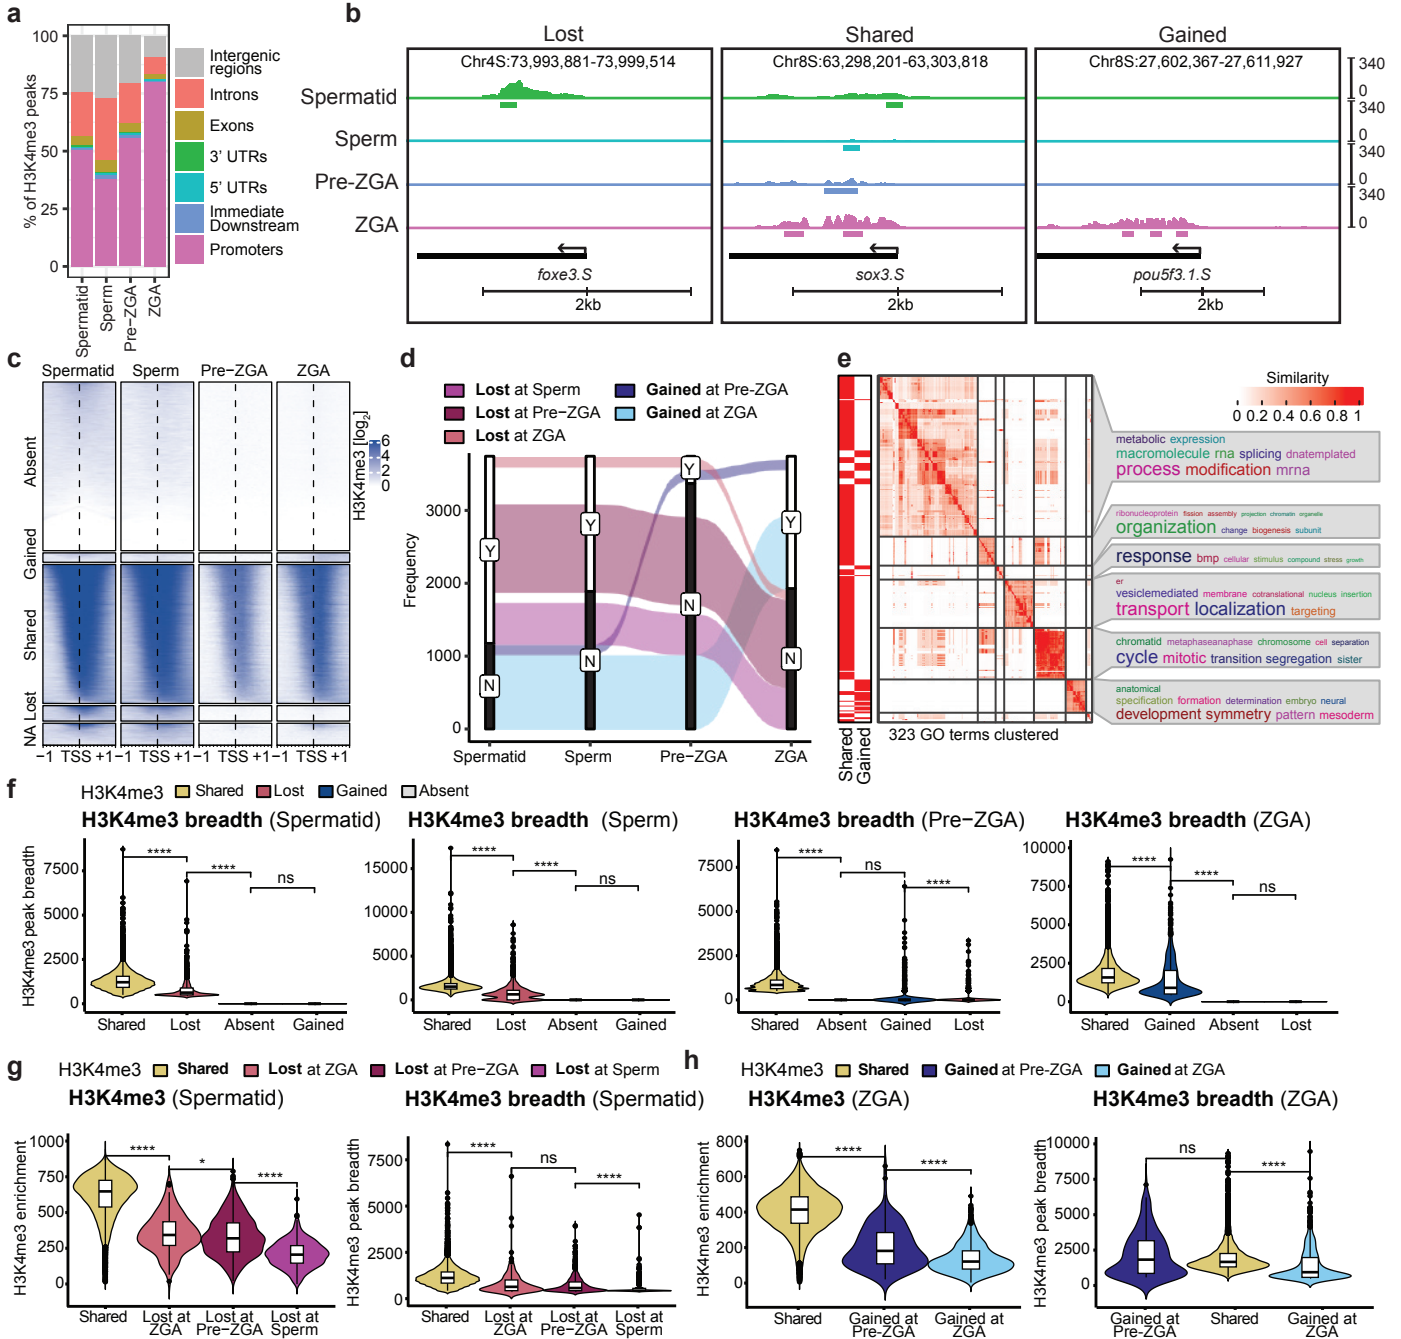

**Figure S2. H3K4me3 peak intensity closely correlates with the dynamics of H3K4me3 localization.**

(a) Genomic distribution of H3K4me3 peaks at all time points. (b) IGV tracks of genes representing LOST, SHARED and GAINED H3K4me3 dynamics groups. (c) Heatmap of H3K4me3 intensity ( $\log_2$ ) around TSS ( $\pm 1$  kb) at spermatid, sperm, pre-ZGA and ZGA time points clustered by H3K4me3 dynamics groups. (d) Alluvial plot illustrating dynamics of promoter H3K4me3 for the GAINED and LOST groups. (e) GO analysis for the SHARED and GAINED H3K4me3 dynamics groups that clusters significantly enriched GO terms (adj. p-value  $< 0.01$ ) based on their similarity. For the LOST group, no GO term is significantly enriched. (f) Distributions of H3K4me3 peak breadth at promoters in each H3K4me3 dynamics group (bp) at each time point - spermatid, sperm, pre-ZGA, post-ZGA respectively. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; p-values: (\*\*\*\*) $\leq 0.0001$ , (\*\*\*) $\leq 0.001$ , (\*\*)  $\leq 0.01$ , (\*) $\leq 0.05$ ; n.s. are p-values  $> 0.05$ . (g) Distribution of H3K4me3 promoter enrichment (left) and H3K4me3 peak breadth (bp) (right) at promoters for groups in spermatid. (h) Distribution of H3K4me3 promoter enrichment (left) and H3K4me3 peak breadth (bp) (right) at promoters for groups in post-ZGA.

Fig S3.

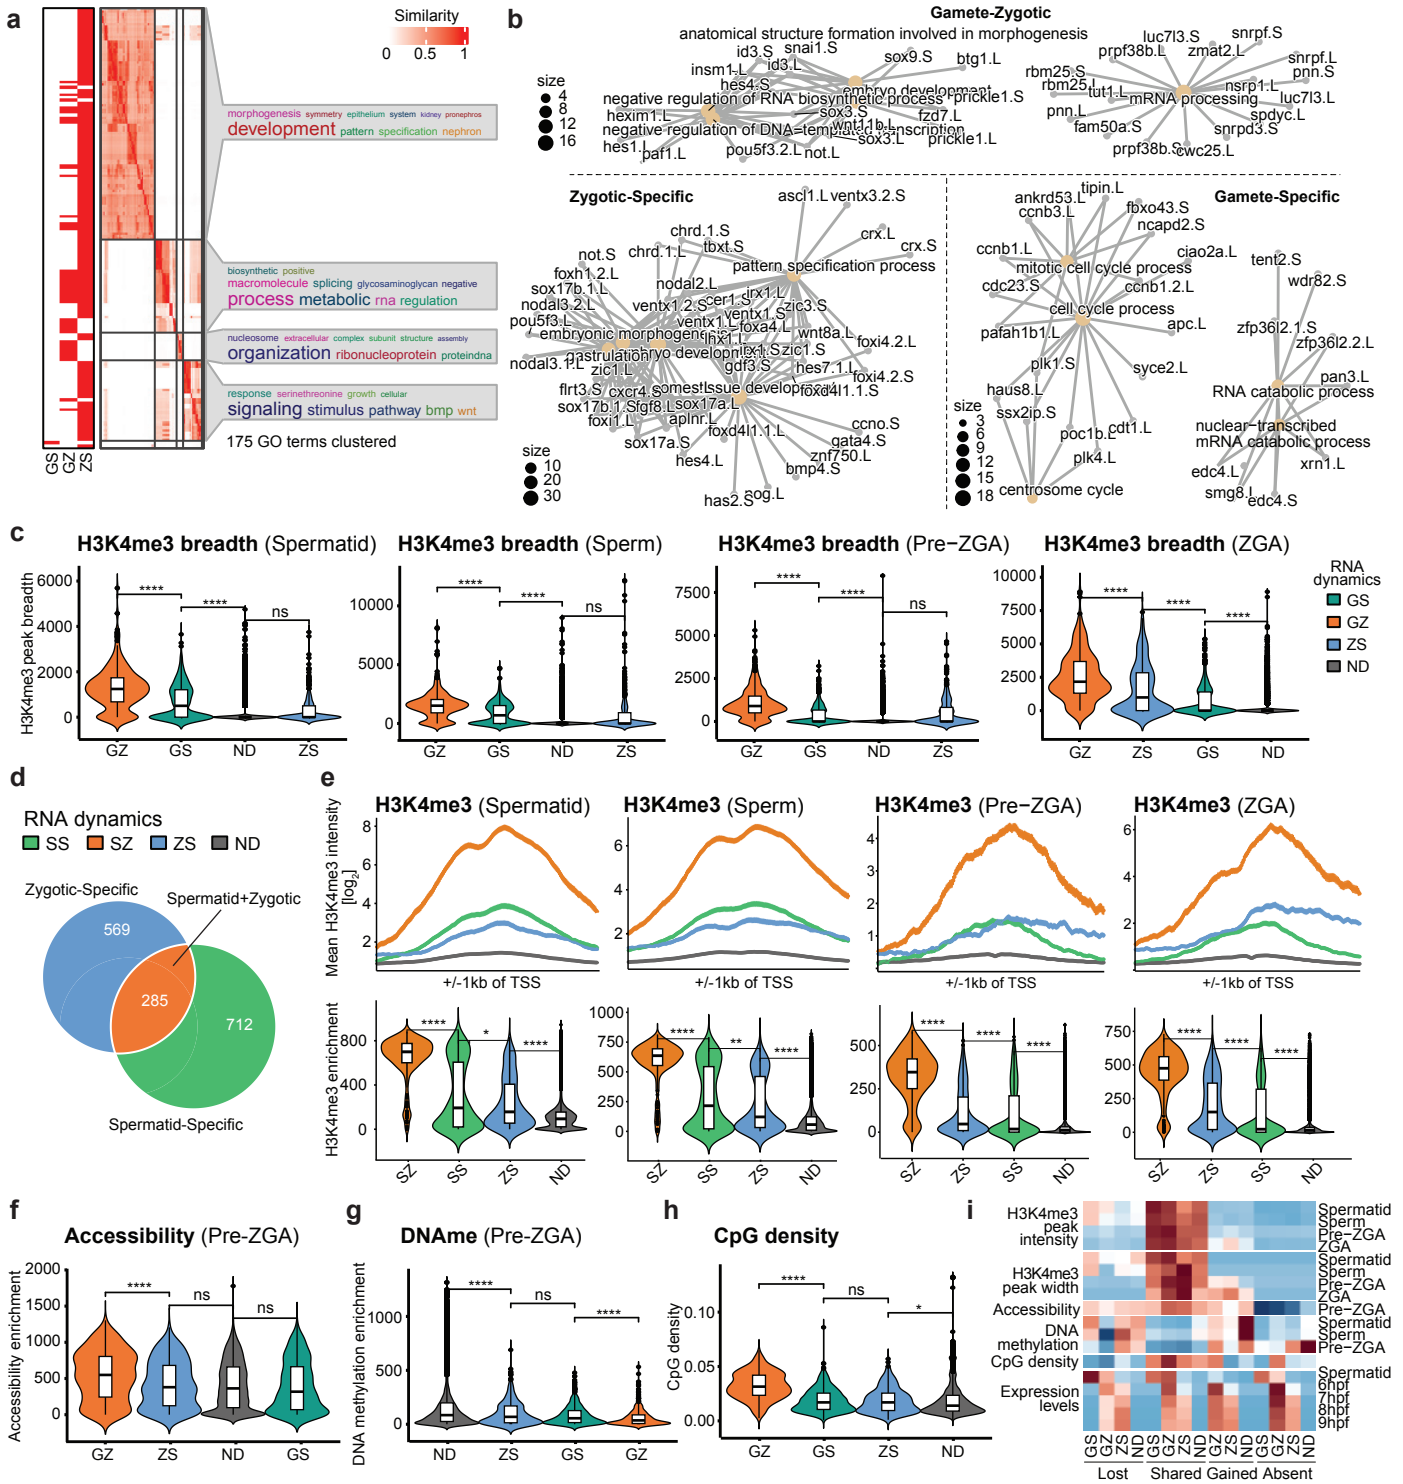

**Figure S3. H3K4me3 marks gene promoters independently of transcription between two transcriptionally active time points.**

(a) GO analysis for the different RNA dynamics groups that clusters significantly enriched GO terms (adj. p-value < 0.01) based on their similarity. (b) Networks showing enriched GO terms, their relation and associated genes for (top) Gamete-Zygotic (GZ) genes, (bottom left) Zygotic-Specific (ZS) genes and (bottom right) Gamete-Specific (GS) genes. (c) Distributions of H3K4me3 peak breadth (bp) at promoters for the RNA dynamics groups at each time point - spermatid, sperm, pre-ZGA, post-ZGA. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; p-values: (\*\*\*\*)<=0.0001, (\*\*\*)<=0.001, (\*\*) <= 0.01, (\*)<=0.05; n.s. are p-values > 0.05. (d) Venn diagram denoting overlap of genes detected in the spermatid (total RNA) and at ZGA stages (nascent). Colors are based on the dynamics of RNA expression across stages. (e) (Top) H3K4me3 around TSS (+/-1kb) for expression dynamics groups at each timepoint - spermatid, sperm, pre-ZGA, post-ZGA respectively. (Bottom) H3K4me3 promoter enrichment in each group for each timepoint. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; p-values: (\*\*\*\*)<=0.0001, (\*\*\*)<=0.001, (\*\*) <= 0.01, (\*)<=0.05; n.s. are p-values > 0.05 (f) Accessibility promoter enrichment around TSS (+/-1kb) in each RNA dynamics group for pre-ZGA stage. (g) DNA methylation promoter enrichment around TSS (+/-1kb) in each RNA dynamics group for pre-ZGA stage. (h) Comparison of promoter CpG density around TSS (+/-1kb) in each RNA dynamics group for pre-ZGA stage. (i) Heatmap showing the z-scored mean of H3K4me3 enrichment and peak width, accessibility, CpG density and DNA methylation at promoters and expression levels for available timepoints for the intersections of major H3K4me3 dynamics groups with RNA dynamics groups.

**Fig S4.**

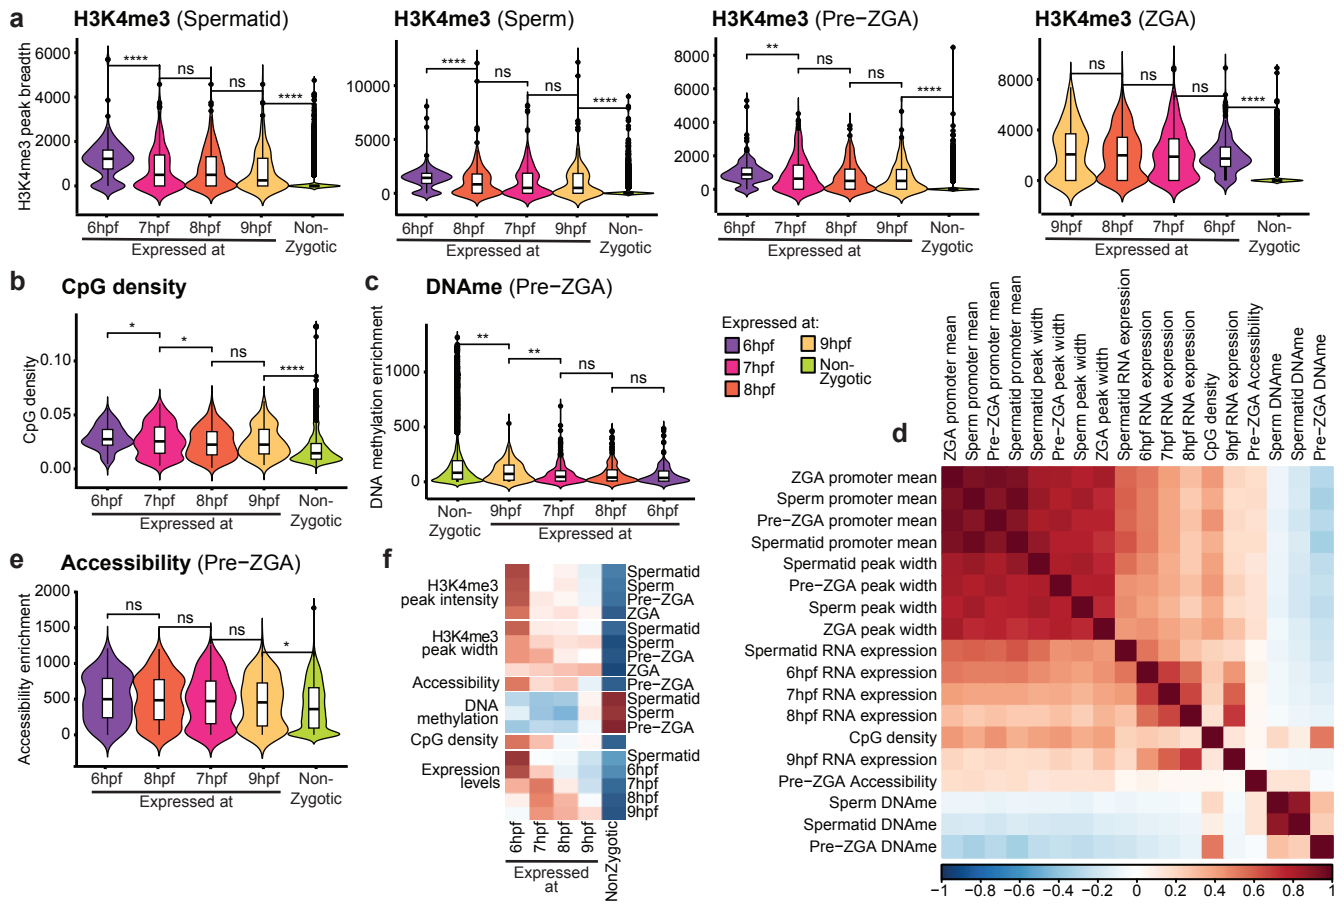

**Figure S4. Genes pre-marked by H3K4me3 are expressed early during zygotic genome activation.**

(a) Distributions of H3K4me3 peak breadth (bp) at promoters for the ZGA timing groups at each time point - spermatid, sperm, pre-ZGA, post-ZGA respectively. (b) Comparison of promoter CpG density around TSS ( $\pm 1$ kb) in each expression timing group for pre-ZGA stage. (c) DNA methylation promoter enrichment around TSS ( $\pm 1$ kb) in each expression timing group for pre-ZGA stage. (d) Accessibility promoter enrichment around TSS ( $\pm 1$ kb) in each expression timing group for pre-ZGA stage. (e) Heatmap showing the z-scored mean of H3K4me3 enrichment and peak width, accessibility, CpG density, DNA methylation, H3K4me3 enrichment and peak width at promoters and expression levels for available timepoints for genes grouped by expression timing. (f) Pairwise linear correlation computed between all presented data modalities.

**Fig S5.**

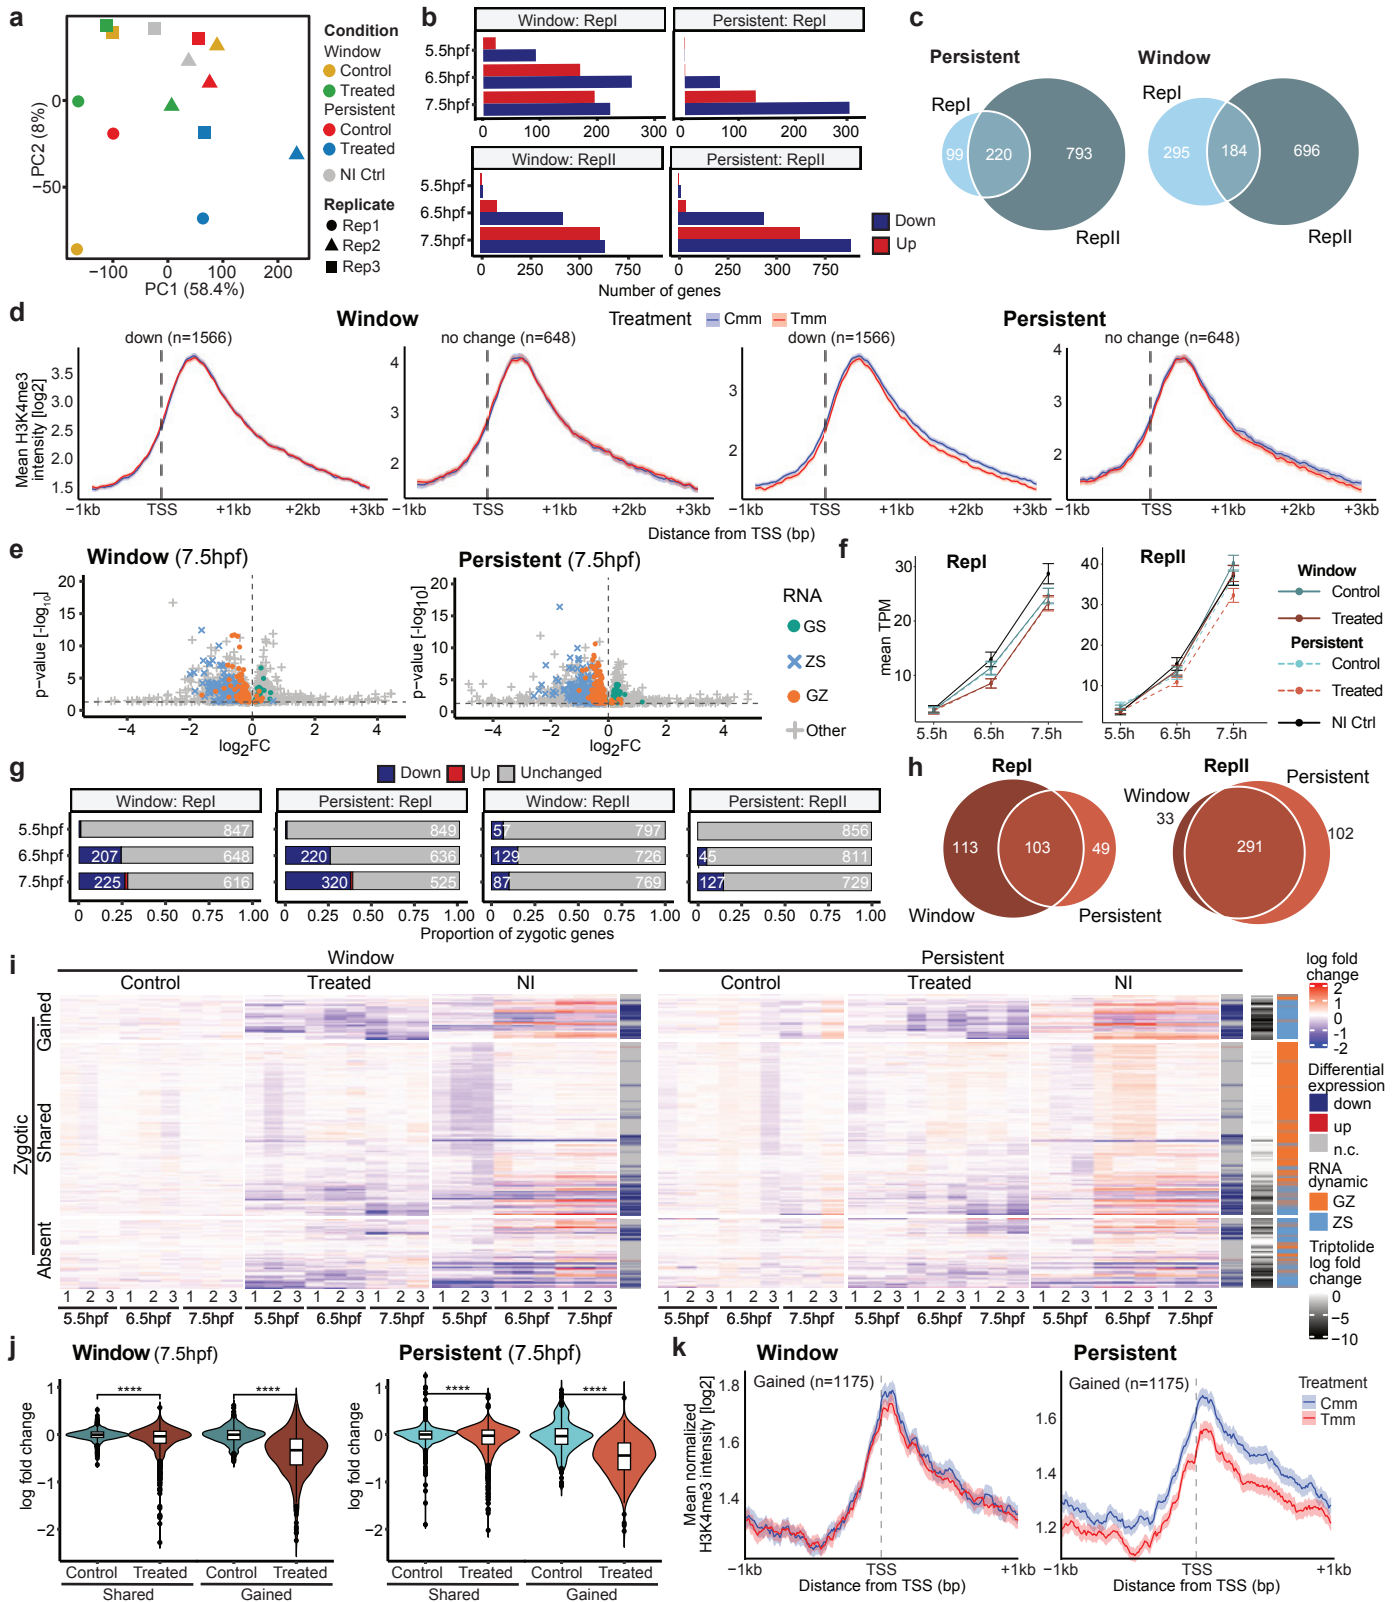

**Figure S5. Promoter H3K4me3 during early embryonic cell divisions is required for proper ZGA.**

(a) Principal component analysis comparing H3K4me3 counts within a genome-wide consensus peak set defined as the intersection of peaks called in at least 2 out of 3 biological replicates in wildtype samples. (b) Counts of differentially expressed genes at 5.5hpf, 6.5hpf and 7.5hpf time points in window and persistent conditions compared to their respective controls for both biological replicates (adj. p-value < 0.05). (c) Overlap of downregulated genes across all three timepoints between biological replicates in window (left) and persistent (right) depletion conditions compared to their respective controls. (d) Meta plots depicting H3K4me3 signal from the promoters (TSS -1 kb) into the gene body (TSS +3 kb) of genes whose expression was either downregulated or did not significantly change at 6.5 hpf in the window (left) or persistent treatment (right) (union of DEGs in two replicates of RNA-seq experiments). P-values were calculated using a Kolmogorov-Smirnov test: p-value=n.s. for window-treatment comparisons; For persistent treatment: downregulated genes p-value=0.02, no change genes p-value=n.s. (e) Volcano plots displaying expression fold change and adj. p-value (cutoff: 0.05) in treated condition compared to control condition at 7.5 hpf colored by RNA dynamics groups for (left) window depletion and (right) persistent depletion for biological replicate 2. Density plots on top represent the distributions of  $\log_2$  fold change for the RNA dynamics group. (f) Mean TPM values of all Zygotic-Specific (ZS) genes in treated and control embryos under window and persistent depletion at 5.5hpf, 6.5hpf and 7.5hpf, shown for biological replicate 1 (left) and replicate 2 (right). Error bars visualize the standard error across technical replicates. (g) Number of differentially expressed and unchanged zygotic genes at 5.5hpf, 6.5hpf and 7.5hpf time points in window and persistent treatment conditions compared to their controls in biological replicate 1 (left) and replicate 2 (right) (adj. p-value < 0.05). *Zygotic genes* = *Gamete+Zygotic (GZ)* + *Zygotic-Specific (ZS)*. (h) Overlap of downregulated genes across all three timepoints between window and persistent depletion conditions compared to their control conditions in biological replicate 1 (left) and 2 (right). (i) Expression of zygotic genes in three technical replicates per sample, clustered by H3K4me3 dynamics group (SHARED, GAINED, and ABSENT) for biological replicate 2.  $\log_2$  fold changes are calculated relative to the mean TPM of the corresponding control condition at each timepoint. Genes are annotated with differential expression status separately for the window and persistent depletion conditions, as well as by RNA dynamics group. A column on the right displays  $\log_2$  fold change values under transcriptional inhibition using triptolide at 7 hpf (adapted from Phelps et al., 2022), representing the maximum transcriptional downregulation expected for each gene at this stage. (j)  $\log_2$  fold change of gene expression levels of all zygotic genes in SHARED and GAINED groups calculated over mean TPM of respective control technical replicates in window (left) and persistent (right) depletion conditions at 7.5 hpf in biological replicate 2. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; p-values: (\*\*\*\*)<=0.0001, (\*\*\*)<=0.001, (\*\*) <= 0.01, (\*)<=0.05; n.s. are p-values > 0.05. (k) Meta plots depicting H3K4me3 signal at the promoters (TSS +/-1 kb) of genes from the Gained group at 6.5 hpf in the window (left) or persistent treatment (right) (union of DEGs in two replicates of RNA-seq experiments). P-values were calculated using a Kolmogorov-Smirnov test: p-value < 0.05 for window-treatment comparisons; p < 0.05 for persistent treatment comparisons.

Fig S6.

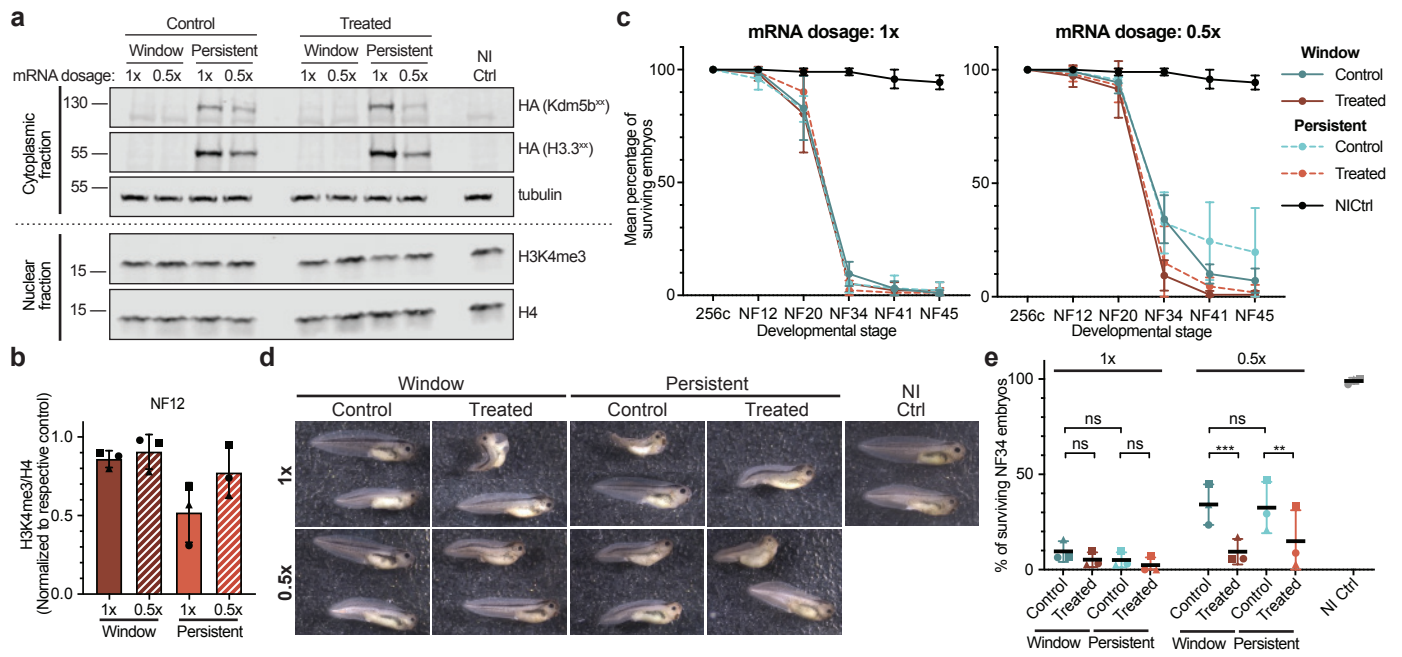

**Figure S6. Pre-ZGA H3K4 methylation is essential for embryonic viability and correct zygotic gene expression.**

(a) (Top) Western blot of cytoplasmic fractions from NF12 embryos showing successful translation of ectopic HA-tagged Kdm5b<sup>wt</sup> + H3.3<sup>K4M</sup> (treatment) or Kdm5b<sup>cl</sup> + H3.3<sup>wt</sup> (control) mRNA in persistent depletion conditions and their corresponding degradation following auxin (IAA) induction in window depletion conditions. Tubulin serves as a loading control. “NI” denotes non-injected controls. (Bottom) Western blot of nuclear fractions of corresponding NF12 embryos showing H3K4me3 signal with H4 serving as a loading control in treated, control and NI conditions. (b) Quantification of H3K4me3 intensity normalized to H4 intensity in treated embryos relative to their respective controls in window and persistent depletion conditions. Replicates are denoted by different point styles. (c) Survival line plot of treated and control embryos injected with full (1x, left) and half (0.5x, right) mRNA dosage in window and persistent depletion conditions, alongside non-injected controls. Survival was assessed at key developmental timepoints (X-axis). The Y-axis represents the mean percentage of pre-ZGA embryos that survived to each respective stage. Data represent n=3 independent experiments, N>35 embryos per condition; error bars indicate standard deviation. (d) Representative phenotype images of embryos for each condition at NF41. (e) Column scatter plot showing the weighted mean percentage of surviving embryos at NF34 for all the above-described conditions. Independent biological replicates are represented with different point styles (n=3). Error bars indicate standard deviation. Asterisks denote significance from Fisher’s exact test (one-tailed) performed on pooled embryo count data for each condition (alive vs dead embryos). \*\*P-value < 0.01.

Fig S7.

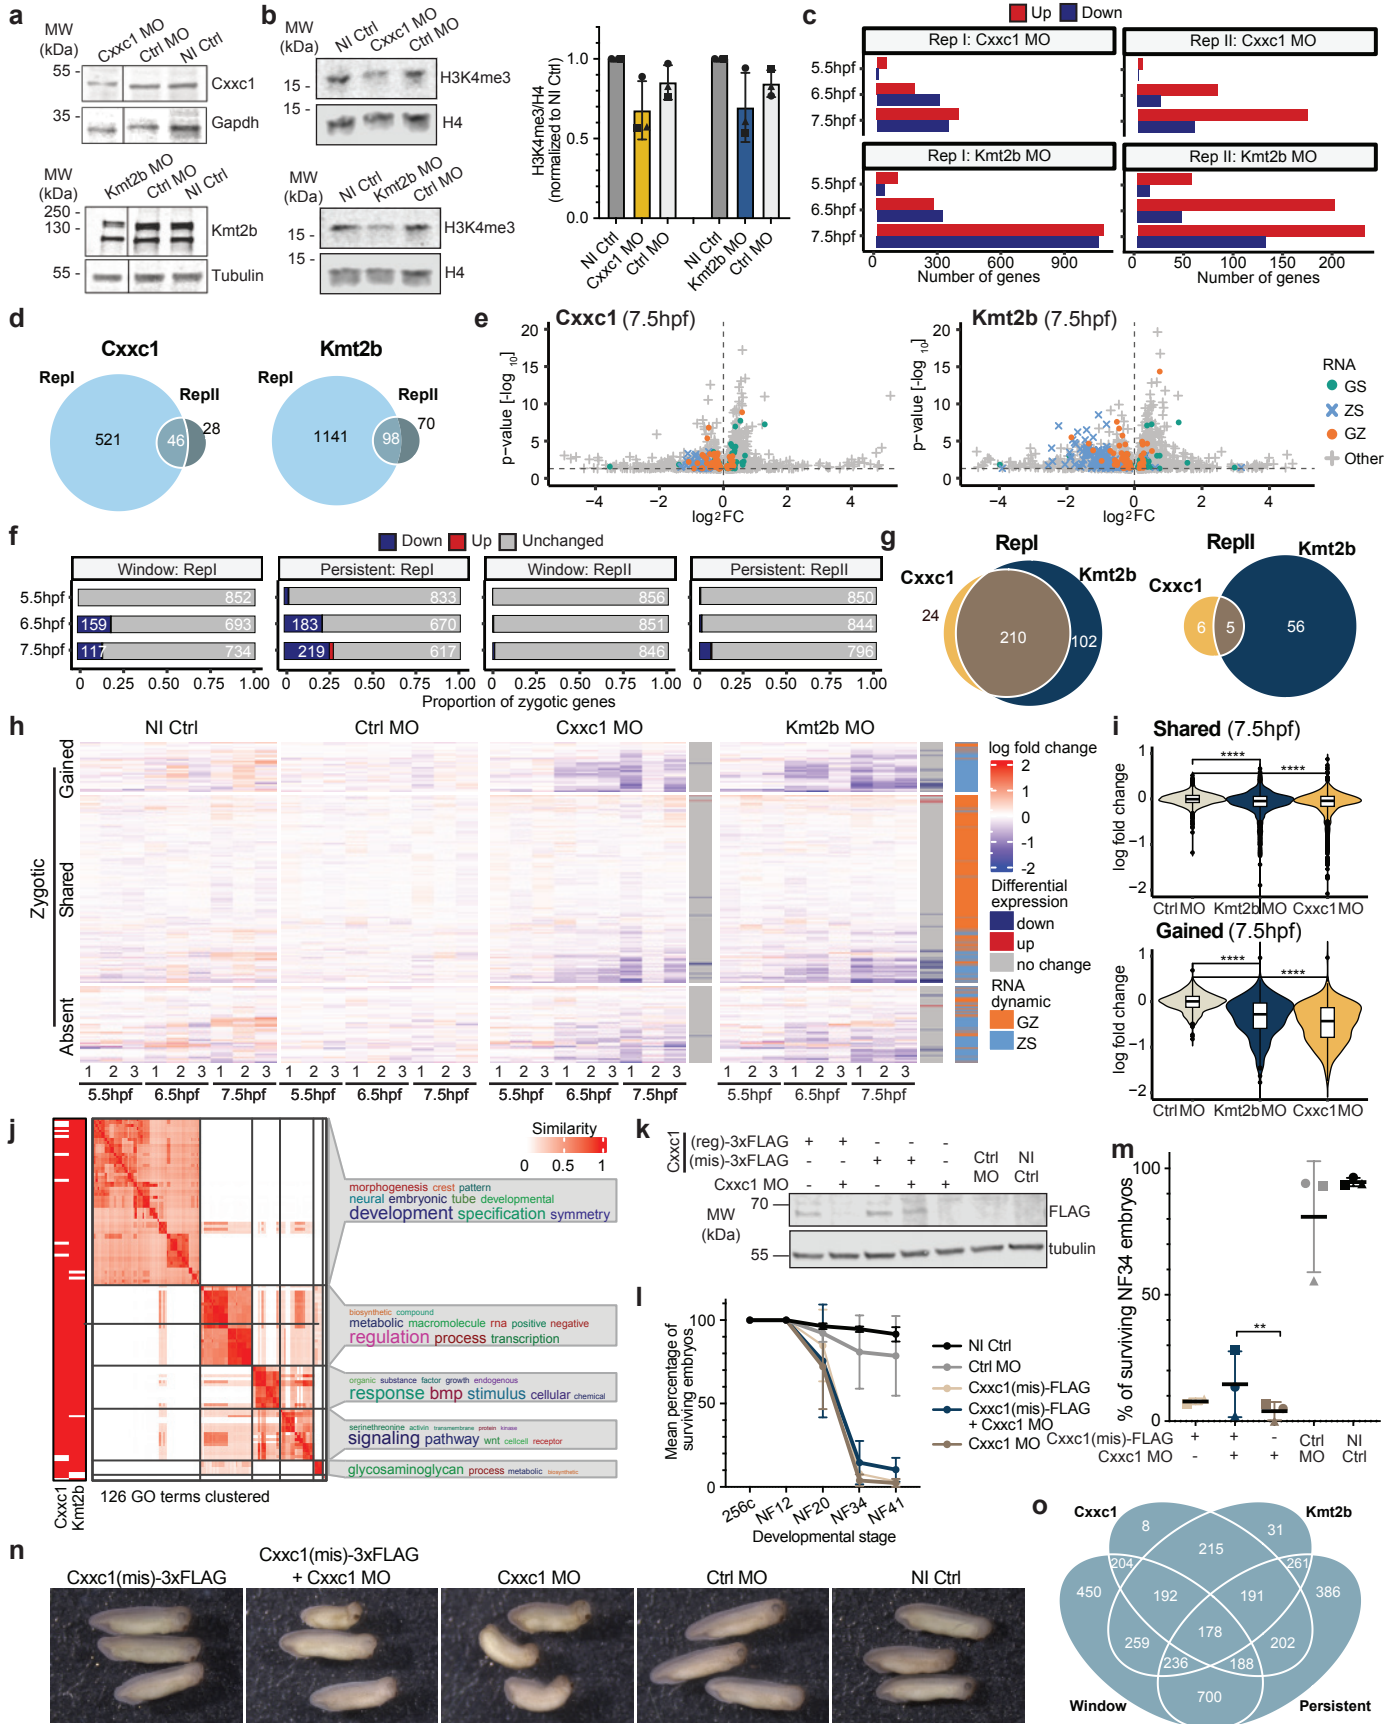

**Figure S7. Cxxc1 and Kmt2b are required for proper ZGA and embryonic development.**

(a) Western blots showing Cxxc1 and Kmt2b protein levels in Cxxc1 and Kmt2b knockdown embryos. (b) (Left) Western blot showing H3K4me3 levels in nuclear fractions of Cxxc1 and Kmt2b knockdown embryos compared to non-injected control and control morpholino-injected embryos at NF12. (Right) Quantification of H3K4me3 signal intensity relative to H4 for each condition. (c) Counts of differentially expressed genes at 5.5hpf, 6.5hpf and 7.5hpf time points in Cxxc1 and Kmt2b morpholino-injected conditions compared to control morpholino embryos (adj. p-value < 0.05) for both biological replicates. (d) Overlap of downregulated genes in Cxxc1 knockdown (top) and Kmt2b knockdown (bottom) conditions compared to control morpholino across all three timepoints between both biological replicates. (e) Volcano plots displaying expression fold change and adj. p-value (cutoff: 0.05) in knockdown conditions compared to control morpholino for biological replicate 2 at 7.5hpf colored by RNA dynamics groups. Density plots on top represent the distributions of log<sub>2</sub> fold change for the RNA dynamics group. (f) Number of differentially expressed and unchanged zygotic genes at 5.5hpf, 6.5hpf and 7.5hpf time points in Cxxc1 and Kmt2b morpholino-injected conditions compared to control morpholino embryos in each biological replicate (adj. p-value < 0.05). *Zygotic genes* = *Gamete-Zygotic* (GZ) + *Zygotic-Specific* (ZS). (g) Overlap of downregulated zygotic genes across all three timepoints between Cxxc1 and Kmt2b morpholino conditions compared to the control morpholino for biological replicate 1 (left) and replicate 2 (right). (h) Expression of zygotic genes in 3 technical replicates of every sample for biological replicate 2, clustered by H3K4me3 dynamics group (SHARED, GAINED and ABSENT). Log<sub>2</sub> fold change of every gene is calculated over the mean TPM of three technical replicates of control morpholino of the respective time point. Genes are annotated with differential expression status separately for the Cxxc1 and Kmt2b knockdown conditions, as well as by RNA dynamics group. (i) Log<sub>2</sub> fold change of gene expression levels of all zygotic genes calculated over mean TPM of control morpholino technical replicates for biological replicate 2 for SHARED (top) and GAINED (bottom) groups at 7.5hpf. Statistical test: one-sided Wilcoxon rank-sum test with alternative hypothesis that values of left distribution tend to be larger than right distribution; p-values: (\*\*\*\*) ≤ 0.0001, (\*\*\* ) ≤ 0.001, (\*\*) ≤ 0.01, (\*) ≤ 0.05; n.s. are p-values > 0.05. (j) GO analysis of downregulated zygotic genes from Cxxc1 and Kmt2b knockdown conditions across all timepoints. Significantly enriched GO terms (adj. p-value < 0.01) are clustered based on their similarity. (k) Western blot of cytoplasmic fractions from pre-ZGA embryos injected with 100pg 3xFLAG-tagged Cxxc1 mRNA tagged under different conditions. “Cxxc1(reg)-3xFLAG” denotes wild-type Cxxc1 mRNA; “Cxxc1(mis)-3xFLAG” contains a 5-base mismatch at the morpholino target site. Tubulin is used as a loading control. (l) Survival analysis of embryos injected with Cxxc1(mis)-FLAG mRNA with and without Cxxc1 morpholino (MO), compared to Cxxc1 MO alone, and Ctrl MO and non-injected controls. Line plot shows the percentage of embryos surviving across key developmental timepoints (X-axis). Y-axis indicates the mean percentage of embryos (calculated from pre-ZGA sorted embryos) reaching each stage. Data represent n=3 independent experiments, N>35 embryos per condition; error bars indicate standard deviation. (m) Column scatter plot showing the weighted mean percentage of surviving embryos at NF34 for each biological replicate (n=3). Independent biological replicates are represented with different point styles (n=3). Error bars represent standard deviation across replicates. Asterisks denote significance from Fisher’s exact test (one-tailed) performed on pooled embryo count data for each condition (alive vs dead embryos). \*\*P-value < 0.01. (n) Representative phenotype images of embryos for each rescue experiment condition at NF34. (o) Venn diagram representing the overlap of downregulated genes across Cxxc1 knockdown, Kmt2b knockdown, window H3K4 methylation depletion and persistent H3K4 methylation depletion conditions (from Fig.5). Gene counts denote the union of significantly downregulated genes versus their controls (p value < 0.05) across all technical replicates of the respective experiment.

**Table S1. Number of genes overlapping between each H3K4me3 dynamics group and RNA dynamics group**

|                                |               | <b>RNA dynamics groups</b> |                        |                         |                     |
|--------------------------------|---------------|----------------------------|------------------------|-------------------------|---------------------|
|                                |               | <b>Gamete-Specific</b>     | <b>Gamete+ Zygotic</b> | <b>Zygotic-Specific</b> | <b>Not-detected</b> |
| <b>H3K4me3 dynamics groups</b> | <b>LOST</b>   | 122                        | 1                      | 0                       | 585                 |
|                                | <b>SHARED</b> | 320                        | 377                    | 96                      | 1112                |
|                                | <b>GAINED</b> | 0                          | 16                     | 105                     | 382                 |
|                                | <b>ABSENT</b> | 329                        | 49                     | 140                     | 12100               |

## Supplementary methods

### Immunofluorescence and Image Analysis

Briefly, embryos were developed until the desired mid-ZGA stage (i.e. 6.5hpf/1000-cell stage) and fixed using 4% paraformaldehyde (PFA) in 1x MEM (100mM MOPS pH 7.4, 2mM EGTA, 1mM MgSO<sub>4</sub>) overnight at 4°C, permeabilized in 100% methanol and stored at -20°C until further processing. Embryos were bleached in a solution of 4% formamide and 2% hydrogen peroxide in a 0.5× saline sodium citrate (SSC; 75 mM NaCl, 7.5 mM sodium citrate) buffer for approximately 4-6 hours, until evenly white. 5-EU-injected embryos were incubated with 100mM Tris-HCl, 1mM CuSO<sub>4</sub>, Alexa Fluor 594 Azide (Thermo Fisher Scientific, #A10270) and 100mM ascorbic acid for 6 hours at room temperature in the dark to stain nascent RNA. Embryos were blocked in 1% BSA in TBST (1x TBS containing 0.1% Triton-X-100, pH 7.6) for 3 hours at RT, followed by primary antibody staining depending at 4°C overnight, with the following antibodies depending on the experiment:  $\alpha$ -H4 (1:500; Abcam, ab81380),  $\alpha$ -H3K4me3 (1:300; Abcam, ab8580). Secondary antibody incubation and DNA staining was simultaneously performed overnight at 4°C in the dark, with the following antibody fluorescent conjugates or stains depending on the experiment: goat  $\alpha$ -mouse AF488 (1:500; Invitrogen, #A-11001), goat  $\alpha$ -rabbit AF647 (1:500; Invitrogen, #A-21244), SiR-DNA (1:5000; Tebubio, #SC007). After staining, embryos were post-fixed in 4% PFA in 1x MEM for 2 hours at room temperature, dehydrated in methanol, and cleared in freshly made benzyl alcohol:benzyl benzoate (1:2) solution for 24–48 hours before imaging. All intermediate washes were performed as described earlier<sup>17,43</sup>. Cleared embryos were mounted in chambers constructed from cover slips and double-sided tape, filled with clearing reagent. Imaging was performed using a Nikon Ti-2 microscope equipped with Dragonfly confocal unit with a 20× Plan Apo NA 0.75 objective (Nikon) and a Zyla sCMOS camera (Andor), capturing z-stacks with 5  $\mu$ m intervals and tiling with 2% overlap. Embryos were imaged from both sides to ensure complete signal capture.

For nuclear segmentation, a custom Cellpose model was trained by random extraction of optical sections from z-stacks using a Fiji macro (ImageJ version 1.54f) followed by manual annotation. Images were then split into training and test datasets and the Cellpose model “cyto3” was used for re-training with a mean diameter of 25 pixels determined from the average size of training masks. The training process lasted 300 epochs (Cellpose version 3.0.8, Python version 3.10.0, Python libraries Pytorch 2.3.1, CUDA 11.8, and cuDNN 8.7). The custom-trained model was used for nuclear segmentation on the respective DNA-staining channel, depending on the experiment. Over-segmented labels were corrected by enlarging objects in the images using the morphological operation “dilation”. Identified masks were applied to other channels to measure intensity within the mask area and the “regionprops” module from the scikit-image library (version 0.23.2) was used to extract a set of parameters as the intensity per volume from the nuclei masks and the raw intensity images. Statistical analysis as well as plotting was performed in R (Version 4.3.1) with the packages ggplot2 (version 3.3.6), ggpubr (Version 0.6.0) and multcomp (Version 1.4-26). Figures for microscopy images were made in ImageJ (Version 1.54f). The analysis pipeline was run on an Intel i9 12900KF 24-Core Processor with 64 GB of RAM and an Nvidia RTX A4500 GPU (driver version 525.78.01).

### MBD-seq sample collection, library preparation and sequencing

250x pre-ZGA (256-cell stage i.e. 4.5 hpf) embryos were collected per replicate and prepared using the chromatin-bound protein sample preparation method. The pellet was resuspended in 200µl 1x TE buffer (10 mM Tris-HCl pH 8, 0.1 mM EDTA) and incubated with 4µl RNase A (Sigma Aldrich, #10109142001) for 1 hour at 37°C. Samples were incubated for 1 hour with 10mg/ml proteinase K (Sigma Aldrich, #P6556) at 65°C, followed by heat-induced proteinase K inactivation by a 15 minute incubation at 95°C. 400µl of phenol/chloroform/isoamyl alcohol (25:24:1, pH 8) was added to the sample and vortexed for 30 seconds, followed by a 3 minute centrifugation at maximum speed for 3 minutes and upper, aqueous layer was collected. This step was repeated once. 100µl chloroform was added, sample was vortexed and centrifuged with the same conditions. Upper phase was transferred to a new tube, taking care to avoid chloroform contamination. Ethanol precipitation was performed by adding 12 µL glycogen (5 mg/mL), 40 µL sodium acetate (3 M, pH 5.2), and 1200 µL ethanol (96%), followed by overnight incubation at -20°C. The sample was centrifuged at 4°C for 10 minutes at maximum speed, followed by two 70% ethanol washes. Pellet was air-dried and eluted in 30µl nuclease-free water. Extracted DNA samples were sonicated with Bioruptor Pico (Diagenode) in 0.1ml microtubes (#C30010015) for 8 cycles (ON: 15s/OFF: 90s). Sonication to ~400bp fragment length was confirmed on a 0.8% agarose gel. Sample concentration was measured using Qubit and diluted using 1x TE buffer to a final concentration of 100 ng/nl. 1.2µg DNA was used for further processing, of which 10% was kept aside as input. Methylated DNA was captured and eluted from remaining samples in one single elution with 150µl High Elution Buffer using the Methylated DNA Capture kit (Diagenode: #C02020010) as described in their protocol. Samples were then purified using phenol:chloroform:isoamyl alcohol isolation and precipitated overnight at -20°C as described above. Samples were finally eluted in 50µl nuclease-free water and per sample, 10-20 ng of total DNA was processed for library preparation.

Sequencing libraries were generated using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, #E7645S) as per the manufacturer's instructions using 6-8 PCR amplification cycles. The quality of cDNA libraries was assessed using the Agilent High Sensitivity D5000 ScreenTape System (Agilent, #5067-5592) in the Agilent 4150 TapeStation System. Libraries were multiplexed and sequenced as paired-end 50 bp reads on the Illumina NextSeq 1000 by the Helmholtz Core Facility Genomics (CF-GEN).

### **H3K4me3 dynamics group definitions**

Broad peaks were called on publicly available spermatid, sperm, pre-ZGA and ZGA stage H3K4me3 ChIP-seq datasets<sup>12,39,40</sup> as described in the ChIP-seq processing section above. H3K4me3 dynamics groups were defined based on the detection of a H3K4me3 peak within the gene promoter regions (TSS +/- 1kb) at each time point. Genes for which a H3K4me3 promoter peak is observed at all four time points are denoted as the "SHARED" group of genes. Genes for which a H3K4me3 peak is not detected in the spermatid stage, but is acquired during one of the subsequent stages are labelled as the "GAINED" group of genes. Similarly, genes for which the promoter H3K4me3 peak is detected at the spermatid stage and no longer detected from one of the subsequent stages are called the "LOST" group of genes. Genes for which we did not detect a H3K4me3 peak at any of the four time points were labelled as the "ABSENT" group of genes. These major H3K4me3 dynamics groups can be further categorized based on the timing at which the H3K4me3 peak is lost or gained i.e., the "LOST" group is subdivided into "Lost at sperm", "Lost at pre-ZGA" and "Lost at ZGA" and the "GAINED" group is subdivided into "Gained at pre-ZGA" and "Gained at ZGA". Genes that oscillate between loss and gain of H3K4me3 peaks at their promoters during the four time points were removed from further analysis. Additionally, we

removed all genes that gained a new peak at the promoter between the spermatid and sperm stages. Collection of spermatid and sperm chromatin samples involves their careful separation from neighbouring blood vessels using testes tissue homogenization and centrifugation, risking blood cell contamination. Indeed, gene ontology analysis of genes that gain new H3K4me3 promoter peaks in the sperm stage showed enrichment for blood and circulation related terms, suggesting possible contamination of blood DNA in the samples<sup>12</sup>.

## Gene expression group definitions

RNA dynamics groups were defined with the help of published total RNA-seq datasets from spermatid<sup>40</sup> and egg<sup>39</sup> stages as well as published nascent RNA-seq datasets for embryos at 5hpf, 6hpf, 7hpf, 8hpf and 9hpf<sup>43</sup>. Alignment of sequencing reads and quantification of transcript abundance was performed as described in the “RNA-seq data processing” section below. First, nascent transcription at each time point (6/7/8/9hpf) was calculated based on the net increase of reads from the “background” pulldown at 5hpf, as described in the reference study<sup>43</sup>. Then, transcripts that could be detected above the defined threshold (TPM increase > 5) in all replicates of any embryonic time point (6/7/8/9hpf) were identified as zygotically expressed genes. This stringent list was split into two groups: (1) the genes that were also detected at the spermatid or egg stages were defined as the “Gamete+Zygotic” group (2) the remaining genes were defined as the “Zygotic-Specific” group. In order to define a strict “Gamete-Specific” group, we identified transcripts that satisfied the following conditions: (1) detected above the threshold (> 5 TPM) in the spermatid and/or egg stages, (2) not detected above the threshold ( $\leq 0$  TPM increase) in any replicate of the embryonic time points (6/7/8/9hpf). The “Not Detected” group is defined by all genes that are not detected above the threshold ( $\leq 0$  TPM increase) in any stage (spermatid, egg, 6/7/8/9hpf). As these gene groups are stringently filtered and are not exhaustive, all of the genes not included in the groups described above were excluded from further analysis in our study.

ZGA timing groups were defined by the first timepoint that a gene is detected above a threshold of 5 TPM in the nascent dataset in any replicate. Genes that are never detected above 5 TPM in any replicate are labeled as Non-Zygotic.

## mRNA production

Four independent constructs: mouse Kdm5b (accession number NM\_152895, aa1-770), its catalytic inactive (ci) mutant (H499A; aa1-770), *Xenopus* H3.3 (accession number NM\_001098432) and its dominant-negative mutant (K4M) were sub-cloned into pCS2+ vector with *Xenopus* globin 5' and 3' UTRs followed by a polyadenylation signal-sequence of Simian Virus 40 (SV40), a C-terminus 3xHA tag and a C-terminus NLS-tag<sup>13</sup>. Additionally, the AID sequence from the pRN3P\_AID-Dam-only construct (a kind gift by Maria-Elena Torres-Padilla; Addgene plasmid #136065)<sup>73</sup> was subcloned into each of the four plasmids between the protein sequence and 3x HA tag using Gibson assembly (Table 1). For auxin-induced protein degradation, the pRN3P-TIR1-3xMyc construct (a kind gift from Maria-Elena Torres-Padilla; Addgene plasmid #119766)<sup>73</sup> was used. mRNA for all five Kpn1-linearized constructs was synthesized from *in vitro* using the RiboMAX™ Large Scale SP6 RNA polymerase kit (Promega, #P1280) or the mMESSAGE mMACHINE T3 transcription kit (Thermo Fisher Scientific, #AM1348).

For Cxxc1 morpholino rescue experiments, full-length *Xenopus* Cxxc1.S was subcloned into pCS2+ vector with *Xenopus* globin 5' and 3' UTRs followed by a polyadenylation signal-sequence of Simian Virus 40 (SV40) and a C-terminus 3xFLAG tag. For the morpholino-resistant construct, a five base pair mismatch primer sequencing at the translation start site was used for PCR amplification prior to ligation using Gibson assembly (primer sequences are listed in Table 1). After linearization using restriction enzyme KpnI, mRNA was synthesized in vitro using the mMESSAGE mMACHINE SP6 transcription kit (Thermo Fisher Scientific, # AM1340).

## CUT&RUN

45 whole embryos were collected per sample at mid-ZGA stage (6.5hpf). Embryos were first incubated in 1mg/ml pronase (Serva, 33635) diluted in 0.1x MMR for 5 minutes to digest the vitelline membrane. Embryo tissue was dissociated by incubation in Newport buffer 2.0<sup>78</sup> (0.1M sodium isethionate, 20mM sodium pyrophosphate, 10mM CAPS, pH to 10.5 using NaOH), followed by washes and resuspension in ice-cold nuclear extraction buffer (20mM HEPES-KOH, pH 7.9, 10mM KCl, 500  $\mu$ M spermidine, 0.1% Triton X-100, 20% glycerol). Each sample was incubated with 150 $\mu$ l concanavalin A beads (Epiccypher, 21- 1401) first washed with and then resuspended in 300 $\mu$ l binding buffer (20 mM HEPES-KOH pH 7.9, 10 mM KCl, 1mM CaCl<sub>2</sub>, 1mM MnCl<sub>2</sub>). Extracted nuclei were incubated in the bead suspension for 10 minutes at room temperature while rotating to allow their binding. The supernatant was then discarded, nuclei were blocked for 5 minutes at RT with blocking buffer (20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 0.1% BSA, 2 mM EDTA, 1x protease inhibitor) and then incubated in 1:100 primary antibody solution overnight at 4°C. After two washes with wash buffer (20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 0.1% BSA, 1x protease inhibitor), nuclei were suspended in wash buffer and incubated with pAG-MNase (Epiccypher, 15-1116) for 1 hour at 4°C, then washed twice again with wash buffer. MNase digestion was activated for exactly 30 minutes at 4°C by the addition of 3 $\mu$ l 100mM CaCl<sub>2</sub>, followed by quenching of the reaction with the addition of 150 $\mu$ l 2x STOP buffer (200 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50  $\mu$ g/mL RNase A, 40  $\mu$ g/mL glycogen), containing 2ng exogenous spike-in DNA (E. coli, Epiccypher 18-1401). Samples were then incubated at 37°C for 20 minutes to release chromatin fragments, following centrifugation at 16,000g for 5 min at 4°C. The supernatant containing soluble chromatin fragments was mixed with SDS and proteinase K (Sigma-Aldrich) at 70°C for 10 min and subjected to on-column DNA purification (QIAGEN, MiniElute PCR Purification Kit).

CUT&RUN sequencing libraries were prepared using NEB Ultra II DNA library prep kit (NEB, #E7645), following the manufacturer's instructions, using 12 PCR amplification cycles with CUT&RUN-specific cycling parameters (45s 98°C for polymerase activation, 14 cycles of 15s 98°C DNA melting and 10s 60°C primer annealing and short extension, 1 min 72°C final extension), without size selection. The libraries were sequenced on a NextSeq 1000 sequencing platform.

## Total RNA extraction and ribosomal depletion

Three embryos were collected per sample and stored at -80°C. Total RNA was isolated using the RNeasy kit (Qiagen, #74106) according to the manufacturer's instructions. First, embryos were lysed in the RLT buffer by vortexing for 15 minutes at 4°C. DNase digestion was performed according to the manufacturer's instructions using RNase-free DNase (Qiagen, #79254). RNA

was eluted in 40µl nuclease-free H<sub>2</sub>O. Concentration was measured using Nanodrop. Per sample, 500ng of total RNA was used for ribosomal RNA depletion. Ribosomal RNA was depleted using custom-made oligomer mixes for *Xenopus laevis* rRNA as described previously<sup>79</sup> with minor modifications. Briefly, RNA was hybridized with 1 µL each of probe mix 1 and probe mix 2 in 20 µL hybridization buffer (100mM Tris–HCl pH 7.4, 200mM NaCl, 10mM DTT) by incubating at 95°C for 2 minutes. Hybridized samples were treated with 10 units of RNase H (NEB, #M0523) at 65°C for 5 minutes, followed by 2 units of RQ1 RNase-free DNase (Promega, #M6101) at 37°C for 30 minutes.

Supplementary Table 2. Primer sequences used in Gibson assembly cloning.

| Name of primer                          | Primer sequence for cloning: 5' (overlap/spacer/ANNEAL) 3'           |
|-----------------------------------------|----------------------------------------------------------------------|
| AID forward                             | aagcaaagatcaaggggtggg <i>cgcgcc</i> GGCAGTGTCTGAGCTGAATC             |
| AID reverse                             | gtagcttccaccgctccgct <i>cgagac</i> AGCTCTGCTCTTGCACTTC               |
| H3.3 K4M forward                        | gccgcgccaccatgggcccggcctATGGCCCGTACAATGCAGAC                         |
| H3.3 common reverse                     | attcagctcgacactgccgg <i>cgcgccc</i> AGCGCGCTCTCCGCGTAT               |
| H3.3 wt forward                         | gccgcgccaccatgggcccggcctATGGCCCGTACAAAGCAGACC                        |
| Cxxc1 forward                           | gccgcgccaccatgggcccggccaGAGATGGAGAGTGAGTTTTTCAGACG                   |
| Cxxc1 forward<br>(morpholino-resistant) | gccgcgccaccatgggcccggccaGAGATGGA <b>AAGCGAATTCTCC</b> GACG<br>CTGACC |
| Cxxc1 reverse                           | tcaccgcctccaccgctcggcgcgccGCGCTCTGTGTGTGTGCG                         |

Supplementary Table 3. Sequences of antisense morpholino oligonucleotides used for the knockdown experiments.

| Name of asMO           | asMO sequence                            |
|------------------------|------------------------------------------|
| Kmt2b Oligo            | 5'-CATCTTTATCCGCTCTGGGA <b>ACTAC</b> -3' |
| Cxxc1 Oligo            | 5'-AGCGTCTGAAA <b>ACTCACTCTCCATC</b> -3' |
| Standard Control Oligo | 5'-CCTCTTACCTCAGTTACAATT <b>TATA</b> -3' |

Supplementary Table 4. Key resources used in this study

| Reagent or resource                                                                 | Source                       | Identifier, Lot number |
|-------------------------------------------------------------------------------------|------------------------------|------------------------|
| <b>Primary antibodies</b>                                                           |                              |                        |
| H3K4me3                                                                             | Abcam                        | ab8580, 1041609-1      |
| H3K4me1                                                                             | Abcam                        | ab8859, 1040931-5      |
| H3K9ac                                                                              | Millipore                    | #6-942, 3286483        |
| H3K27ac                                                                             | Cell Signalling Technologies | #8173                  |
| H3K36me3                                                                            | Abcam                        | ab9050, GR288636-2     |
| H3K79me3                                                                            | Diagenode                    | C15410068, A-86-0023P  |
| H4                                                                                  | Abcam                        | ab31830, GR3401688-2   |
| H3                                                                                  | Abcam                        | ab10799, 1084399-8     |
| HA                                                                                  | Sigma-Aldrich                | H9658, 128M4789V       |
| Cfp1                                                                                | Biomol                       | A303-161A              |
| Kmt2b/MLL2                                                                          | Abcam                        | ab104444, GR67027-52   |
| IgG                                                                                 | Cell Signalling Technologies | 2729S, lot 10          |
| FLAG                                                                                | Sigma                        | F1804                  |
| <b>Secondary antibodies</b>                                                         |                              |                        |
| IRDye 680LT (donkey anti-mouse)                                                     | LICOR                        | 926-68022              |
| IRDye 800CW (donkey anti-rabbit)                                                    | LICOR                        | 926-32213              |
| <b>Kits</b>                                                                         |                              |                        |
| Methylated DNA Capture kit                                                          | Diagenode                    | C02020010              |
| NEBNext Ultra II Directional RNA Library Prep Kit for Illumina                      | NEB                          | E7760L                 |
| NEBNext Multiplex Oligos for Illumina Set 1/2/3 (96 Unique Dual Index Primer Pairs) | NEB                          | E6440S/E6442S/E6444S   |

| <b>Software</b> | <b>Version</b> |  |
|-----------------|----------------|--|
| GraphPad Prism  | 10             |  |
| IGV             | 2.13.0         |  |
| Fiji ImageJ     | 2.14.0/1.54f   |  |
| ImageStudio     | 5.5.4          |  |
| SnapGene Viewer | 7.1.1          |  |

# Supplementary material for: Pre-marking chromatin with H3K4 methylation is required for accurate zygotic genome activation and development
**Source:** Nat Commun. 2025 Dec 19;16:11334. doi: 10.1038/s41467-025-67692-7
**Supplement:** Supplementary file 2 — Reporting Summary

Last updated by author(s): Nov 15, 2025

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection.

Data analysis

Histone tail mass spectrometry data analysis was performed with the Skyline (version 21.2).  
Immunofluorescence and Image Analysis: For nuclear segmentation, a custom Cellpose model was trained by random extraction of optical sections from z-stacks using a Fiji macro (ImageJ version 1.54f) followed by manual annotation. Images were then split into training and test datasets and the Cellpose model "cyto3" was used for re-training with a mean diameter of 25 pixels determined from the average size of training masks. The training process lasted 300 epochs (Cellpose version 3.0.8, Python version 3.10.0, Python libraries Pytorch 2.3.1, CUDA 11.8, and cuDNN 8.7). The custom-trained model was used for nuclear segmentation on the respective DNA-staining channel, depending on the experiment. Over-segmented labels were corrected by enlarging objects in the images using the morphological operation "dilation". Identified masks were applied to other channels to measure intensity within the mask area and the "regionprops" module from the scikit-image library (version 0.23.2) was used to extract a set of parameters as the intensity per volume from the nuclei masks and the raw intensity images. Statistical analysis as well as plotting was performed in R (Version 4.3.1) with the packages ggplot2 (version 3.3.6), ggpubr (Version 0.6.0) and multcomp (Version 1.4-26). Figures for microscopy images were made in ImageJ (Version 1.54f). The analysis pipeline was run on an Intel i9 12900KF 24-Core Processor with 64 GB of RAM and an Nvidia RTX A4500 GPU (driver version 525.78.01).  
MBD-Seq and ChIP-Seq: Sequencing reads were aligned to the *Xenopus laevis* genome (v10.1) with bowtie (v4.2). The alignment process excluded discordant and mixed reads, with paired-end reads mapped to the reference genome. Aligned reads were converted to BAM format and filtered to retain only properly paired alignments. HOMER (v4.11) was used for peak identification against corresponding input controls. Broad peaks were called using histone-style parameters, while narrow peaks were called with default settings. Identified peaks were converted to BED format for downstream analysis.  
CATaDa data: Analysis of fastq-files from CATaDa experiments was performed with the damidseq pipeline script63. Preprocessed fastq-files were mapped to the XL.v10.1 genome assembly using bowtie2, and mapped reads were binned into fragments delineated by 5'-GATC-3'

motifs. Files were converted to the bigwig file format with bedGrapToBigWig (v4) for visualization with the Integrative Genomics Viewer (IGV) (v2.13.0). MACS (v3.0.1) was used to call broad peaks on the mapped read (.bam) files generated by the damidseq\_pipeline. The resulting coverages from the preprocessings explained above were log2 transformed after adding a pseudo count of 1. Final signal intensities for Meta plots and Heatmaps were calculated by adding up the coverage of all replicates. Aggregate line plots, depicting the mean signal intensity of gene sets of interest with bands representing standard error of the mean, were generated using ggplot2 (v3.4.4). Heatmaps were generated using the EnrichedHeatmap package (v1.32.0) in R.

All original code can be accessed at Zenodo ([doi.org/10.5281/zenodo.17667122](https://doi.org/10.5281/zenodo.17667122)) or GitHub ([https://github.com/ScialdoneLab/h3k4me3\\_maintenance](https://github.com/ScialdoneLab/h3k4me3_maintenance)). The preprocessed data for the analysis can be downloaded from Zenodo (<https://doi.org/10.5281/zenodo.14648394>).

Other SW used: GraphPad Prism 10, IGV 2.13.0, ImageStudio 5.5.4, SnapGene Viewer 7.1.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Original data produced in the experiments has been deposited on GEO. The MBD-seq data is available under the accession number GSE286525. The CATaDa data is available under the accession number GSE286524. The RNA-seq data from the auxin experiment is available under the accession number GSE286887. The CUT&RUN data is available under accession number GSE303651. The RNA-seq data from the morpholino treatments is available under the accession number GSE286886. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE66 partner repository with the dataset identifier PXD058937. Publicly available data were obtained from GEO with the following accession numbers: GSE125982, GSE75164, GSE76059, GSE201835. All other relevant source data supporting the key findings of this study are provided with this paper. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Approximately 40 embryos were used as the sample size for each developmental assay, twice the recommended sample size as described in standardized development assay protocols for larval amphibian growth and development.                                                                                                                                                                                                                                                                                                                                                                                |
| Data exclusions | No data was excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | All key experimental findings were replicated across multiple independent biological experiments. Mass spectrometry was performed on 3 independent biological replicates. MBD-seq and CATaDa experiments were performed on 2 independent biological replicates. RNA-seq experiments were performed with 3 independent technical replicates across 2 separate biological batches. Developmental outcome assays were replicated across 3 independent experiments comprising of minimum 35 embryos per condition per biological replicate. CUT&RUN experiments were performed on three biological replicates. |
| Randomization   | Embryos were randomly assigned to experimental treatment groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Blinding was not performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K4me3 Abcam ab8580<br>H3K4me1 Abcam ab8859<br>H3K9ac Millipore #6-942<br>H3K27ac Cell Signalling Technologies #8173<br>H3K36me3 Abcam ab9050<br>H3K79me3 Diagenode C15410068<br>H4 Abcam ab31830<br>H3 Abcam 10799<br>HA Sigma H9658<br>Cfp1 Biomol A303-161A<br>Kmt2b/MLL2 Abcam ab104444<br>IgG Cell Signalling 2729S<br>FLAG Sigma F1804 |
| Validation      | Antibodies used in this study were commercially available and have been validated by the manufacturer. For Western Blot, immunofluorescence and CUT&RUN experiments, only antibodies suitable for this purpose were used, as specified by the manufacturer.                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                 |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Embryos of unknown sex were generated from adult <i>Xenopus laevis</i> males and females                                        |
| Wild animals       | This study did not involve wild animals.                                                                                        |
| Reporting on sex   | Findings apply to embryos of unknown sex. Wherever applicable, samples derived from male/female animals have been specified. As |

explicitly noted in the manuscript, technical limitations in the field underlie the lack of sex-based equality in data inference.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

All frog maintenance and care were conducted according to the German Animal Welfare Act. Research animals were used following guidelines approved and licensed by ROB-55.2-2532.Vet\_02-23-126.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

How the deposited data were processed for this re-analysis (not part of the article)

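RNA was sequenced from Xenopus laevis embryos that had been injected with morpholinos (1 mM, 9.2 nl) against cxxc1 or kmt2b or with a control morpholino, and from non-injected embryos, at 5.5, 6.5 and 7.5 hpf in 2 biological replicates (different frogs), with 3 libraries of 3 embryos per group and time point, 72 in all. Samples were grouped by the labels of the deposited tables and the paper's methods, and every per-sample column of the tables was used.

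The authors pseudoaligned paired reads with Kallisto to the Xenbase transcripts of assembly 10.1, imported the abundances with tximport, summed isoforms per gene and deposited TPM, 1 table per biological replicate. TPM is divided by transcript length and scaled to the same total per library, so neither read counts nor depth can be recovered, and no confidence interval from counting is given. The authors tested counts with DESeq2 for each biological replicate; because the deposited values are TPM, that test was not repeated here.

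Gene names were matched to the reference table of assembly 10.1 (38926 of 39668 entries), which also gave the kind of gene and its coordinates. Entries with a repeated name were kept as separate entries. Genes with a mean of at least 1 TPM over the libraries of a biological replicate were tested on log2(TPM + 1) with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3. The 12 libraries of a biological replicate and time point were fitted together, with 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. At 7.5 hpf, the 24 libraries of both biological replicates were also fitted together with the biological replicate as a covariate, and an interaction of knockdown and biological replicate was tested. Changes were always taken within a table.

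Genes rising (log2 change of at least 1) or falling (-0.5 or less) from 5.5 to 7.5 hpf were found in the 9 NI Ctrl libraries of each biological replicate and had to pass in both. For comparisons with NI Ctrl, the test was repeated, after seeing the data, with genes chosen in the NI Ctrl libraries of the other biological replicate only. They stand in for zygotic and maternal genes, because the authors' gene lists and the H3K4me3 groups were not used here. Mean changes of gene sets and of pou5f3.2 and sox3 were tested by a two-sided exact permutation of the group labels within biological replicates (400 arrangements, smallest p 0.005; 3 libraries against 3 of a single biological replicate cannot go below 0.1). Overlaps and enrichments were tested with one-sided Fisher's exact tests across the tested genes; no odds ratio is given for biological replicate 1, where no lower gene was rising, which was decided after the result was seen.

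The fit was tested on simulated data with independent noise. In these, 200 genes with a mean of at least 5 TPM were changed by a log2 fold change of 1. It recovered 179 (89.5%) in biological replicate 1, 147 (73.5%) in biological replicate 2, 194 (97%) with both and 135 (67.5%) for the interaction. Of the unchanged genes, 9, 9, 7 and 7 were called. Smaller changes, and changes of genes under 5 TPM, were not simulated, so these shares do not tell how many of them would be found. The genes named are pou5f3.2, sox3, cxxc1 and kmt2b and, for each knockdown, the 3 genes with the lowest and the 3 with the highest log2 fold change at 7.5 hpf among those with an adjusted p under 0.05 in the fit of both biological replicates, a symbol, at least 5 TPM in Ctrl MO or knockdown embryos and the same direction in all 6 knockdown libraries; others are marked as named after their values were seen. Of these, kmt2b and cxxc1.L were not analysed here.

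The alternatives were a pseudocount of 0.1, no filter on low values, centring of each library on its median gene, a fit of only the 2 groups compared, the set number as a block, NI Ctrl as the control, a rise of at least 4-fold, and leaving out each library in turn. The set numbers 1 to 3 that pair libraries of different groups come from the labels. After seeing the data, a fit of the 36 libraries of a biological replicate and a fit of protein-coding genes were added. In the latter, TPM was rescaled to sum to 1000000 over the protein-coding genes, and rising and falling genes were found again. Paper values from figures were read by eye.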

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

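The tests of Ctrl MO against NI Ctrl, of the tRNA genes and of LOC121395304 in this part were chosen only after the result was seen.

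Of 36 groups of 6 libraries, 3 held a library far from the other 5 (Dixon's test), where chance alone gives 1.8. In biological replicate 1, set 1 of Ctrl MO lay at -0.39 for genes rising from a maternal level and at -0.33 for rising protein-coding genes, relative to NI Ctrl. The third was set 3 of Kmt2b MO in biological replicate 2 for sox3, at -0.16 relative to Ctrl MO. The number is close to what chance gives, and no biological explanation was tested.

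LOC121395304 was the only gene over all genes whose change in Cxxc1 MO embryos at 7.5 hpf differed between the biological replicates, and it was named after its values were seen. Its log2 change was 3.82 in biological replicate 1 and -6.14 in biological replicate 2, a difference of 9.95 (standard error 1.25, limma adjusted p = 0.00314). Of the 72 libraries, 10 had it under 0.01 TPM and 62 above 10 TPM. In 2 of the 24 groups of 3 libraries, some libraries were under 0.01 and others above 10 TPM, and it was under 0.01 TPM in all 3 NI Ctrl and all 3 Cxxc1 MO libraries of biological replicate 2 at 7.5 hpf. Non-injected embryos thus show the same loss as the knockdown, and a candidate explanation is an all-or-none assignment of reads between near-identical copies. In 6 of the 32 splits of the libraries that part every same-numbered pair, at least as many genes differed between the biological replicates. Some of these splits turn an effect shared by the frogs into a difference between them, so this share does not decide whether the count of 1 is due to chance. A difference between the frogs remains untested beyond this.

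The paper does not discuss tRNA genes, which were 1280 of the 1925 rising genes. In NI Ctrl embryos, their share of TPM went from 0.0619% at 5.5 hpf to 0.382% at 6.5 hpf and 6.66% at 7.5 hpf in biological replicate 1, and from 0.225% to 4.80% and 18.0% in biological replicate 2. The lowest share at 7.5 hpf was 57.2 times the highest at 5.5 hpf in biological replicate 2 and 76.0 times in biological replicate 1. Over all 4 groups, the share in biological replicate 1 was at most 0.0867% at 5.5 hpf and at least 3.43% at 7.5 hpf. In biological replicate 2 it was at most 0.274% and at least 12.9%. Uneven carry-over of short RNAs among the libraries of a time point therefore does not account for the rise. Carry-over that differed between time points cannot be told apart from a rise by this comparison and was not tested. The 1280 entries bear only 40 names, so reads shared between near-identical copies may inflate the number of entries, which was not tested. Onset of tRNA transcription is the biological explanation that the time course offers, and it remains a hypothesis.

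Rising protein-coding genes were lower in Ctrl MO than in NI Ctrl embryos at 7.5 hpf, by a log2 change of -0.15 in 6 of 6 libraries (two-sided exact permutation test, p = 0.005, the smallest p it can give; 0.0156 after Benjamini-Hochberg adjustment over 75 comparisons), a comparison for which the paper reports no value. Over all rising genes the change was -0.19 (exact permutation test, p = 0.085). These genes were chosen for high values in the same NI Ctrl libraries, which biases the comparison toward lower values in Ctrl MO. With genes chosen in the NI Ctrl libraries of the other biological replicate, the change was -0.11 (exact permutation test, p = 0.005, 6 of 6 libraries lower) over protein-coding genes, so the selection does not account for all of it. Over all genes it was then -0.13 (exact permutation test, p = 0.265), and the lower mean cannot be told apart from the selection. With each library centred on its median gene, the change of rising protein-coding genes was -0.19 (exact permutation test, p = 0.005), so the composition of the TPM scale does not account for it, while over all rising genes it was -0.25 (p = 0.07). Slower development after injection predicts higher falling genes, by 0.063 over protein-coding genes and 0.075 over all genes, which is less than the smallest changes the test could show (0.10 and 0.13). Falling genes were in fact higher by 0.065 and 0.082 (exact permutation test, p = 0.23 and 0.245), close to the predicted sizes, and by 0.052 (p = 0.27) and 0.073 (p = 0.285) when chosen in the other biological replicate. Slower development thus cannot be told apart from another effect of the injection.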

How the results depend on the processing

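The alternatives named first below were set before the data were examined; the fits of 36 libraries and of protein-coding genes were chosen after seeing the data. Results are counts of genes at a Benjamini-Hochberg adjusted p under 0.05 from limma unless a mean change is named, and a count is called changed when it differs from the reported one by more than 1.5 times. Permutation tests are two-sided and Fisher's exact tests one-sided. For the odds ratio of rising among downregulated genes, planned for both biological replicates, no value is given in biological replicate 1, because none of the downregulated genes was rising; this was decided after the result was seen. The cause was not tested for any change listed here.

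With a pseudocount of 0.1, the number of differentially expressed genes went from 3 to 5 (Kmt2b MO 5.5 hpf) in biological replicate 1.

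Without a filter on low values, the number of differentially expressed genes went from 4 to 12 (Cxxc1 MO 5.5 hpf), from 9 to 14 (Cxxc1 MO 6.5 hpf), from 6 to 10 (Cxxc1 MO 7.5 hpf) and from 5 to 9 (Kmt2b MO 7.5 hpf) in biological replicate 1. The same count went from 22 to 11 (Cxxc1 MO 7.5 hpf) and from 96 to 37 (Kmt2b MO 7.5 hpf) in biological replicate 2. Dropping the filter took the number of downregulated genes at 7.5 hpf from 0 to 2 (Kmt2b MO) in biological replicate 1. It went from 54 to 16 (Kmt2b MO) in biological replicate 2.

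With each library centred on its median gene, the number of differentially expressed genes went from 4 to 0 (Cxxc1 MO 5.5 hpf, 1015 at an unadjusted p under 0.05), from 3 to 18 (Kmt2b MO 5.5 hpf), from 25 to 62 (Kmt2b MO 6.5 hpf) and from 5 to 12 (Kmt2b MO 7.5 hpf) in biological replicate 1. That number changed from 11 to 29 (Cxxc1 MO 5.5 hpf), from 18 to 57 (Kmt2b MO 5.5 hpf), from 40 to 303 (Cxxc1 MO 6.5 hpf), from 127 to 253 (Kmt2b MO 6.5 hpf), from 22 to 165 (Cxxc1 MO 7.5 hpf) and from 96 to 619 (Kmt2b MO 7.5 hpf) in biological replicate 2. Centring took the number of downregulated genes at 7.5 hpf from 0 to 1 (Kmt2b MO) in biological replicate 1. This result changed from 6 to 96 (Cxxc1 MO) and from 54 to 240 (Kmt2b MO) in biological replicate 2. Centring took the number over both biological replicates from 105 to 504 (Cxxc1 MO) and from 348 to 1103 (Kmt2b MO). Centring took the number of downregulated genes shared by the biological replicates from 1 to 4 (Cxxc1 MO) and from 2 to 6 (Kmt2b MO). Centring took the number of downregulated rising genes shared by the knockdowns from 10 to 85 in biological replicate 2. Centring took the percent of rising genes downregulated from 0.104 to 2.29 (Cxxc1 MO) and from 1.66 to 5.04 (Kmt2b MO) in biological replicate 2. It changed from 0 to 0.0519 (Kmt2b MO) in biological replicate 1. Centring took the odds ratio for rising among downregulated genes from 5.4 to 8.4 (Cxxc1 MO, Fisher p = 1.09e-20) in biological replicate 2. Centring took the change of pou5f3.2 from -0.24 to -0.23 (Cxxc1 MO, exact permutation p = 0.025). Centring took the number of lower genes of the developmental list from 16 to 48 (Cxxc1 MO). Centring took the number of genes between Ctrl MO and NI Ctrl from 2 to 4 in biological replicate 2. The share of higher genes at 7.5 hpf in biological replicate 2 went from 72.7% to 41.8% in Cxxc1 MO and from 43.8% to 61.2% in Kmt2b MO embryos.

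With only the 2 groups compared in the fit, the number of differentially expressed genes went from 4 to 1 (Cxxc1 MO 5.5 hpf), from 9 to 2 (Cxxc1 MO 6.5 hpf), from 25 to 2 (Kmt2b MO 6.5 hpf) and from 6 to 1 (Cxxc1 MO 7.5 hpf) in biological replicate 1. The same count went from 11 to 2 (Cxxc1 MO 5.5 hpf), from 18 to 11 (Kmt2b MO 5.5 hpf), from 40 to 25 (Cxxc1 MO 6.5 hpf), from 127 to 11 (Kmt2b MO 6.5 hpf), from 22 to 42 (Cxxc1 MO 7.5 hpf) and from 96 to 15 (Kmt2b MO 7.5 hpf) in biological replicate 2. The 2-group fit took the number of downregulated genes at 7.5 hpf from 2 to 0 (Cxxc1 MO, 484 at an unadjusted p under 0.05) in biological replicate 1. It went from 6 to 24 (Cxxc1 MO) and from 54 to 8 (Kmt2b MO) in biological replicate 2.

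With NI Ctrl as the control, the percent of rising genes downregulated went from 0 to 0.156 (Cxxc1 MO) and from 0 to 0.364 (Kmt2b MO) in biological replicate 1. That number changed from 0.104 to 4.05 (Cxxc1 MO) and from 1.66 to 3.74 (Kmt2b MO) in biological replicate 2. NI Ctrl took the mean change of rising genes from -0.16 to -0.35 (Cxxc1 MO, exact permutation p = 0.01) and from -0.060 to -0.25 (Kmt2b MO, exact permutation p = 0.035). NI Ctrl took that of genes rising from a low level from -0.17 to -0.37 (Cxxc1 MO, exact permutation p = 0.015) and from -0.068 to -0.27 (Kmt2b MO, exact permutation p = 0.035). NI Ctrl reversed that of genes rising from a maternal level from 0.016 to -0.086 (Cxxc1 MO, exact permutation p = 0.085) and from 0.048 to -0.054 (Kmt2b MO, exact permutation p = 0.35). NI Ctrl took the change of pou5f3.2 from -0.24 to -0.50 (Cxxc1 MO, exact permutation p = 0.005). NI Ctrl took the change of sox3 from -0.13 to -0.24 (Cxxc1 MO, exact permutation p = 0.02) and from -0.019 to -0.13 (Kmt2b MO, exact permutation p = 0.005). Rising genes were chosen in these NI Ctrl libraries, which biases their changes against NI Ctrl downward. The homeologs of pou5f3.2 and sox3 had lower means in Ctrl MO than in NI Ctrl embryos at 7.5 hpf. Their changes against NI Ctrl include that difference.

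In the fit of 36 libraries, an added one, the number of differentially expressed genes went from 4 to 0 (Cxxc1 MO 5.5 hpf, 944 at an unadjusted p under 0.05), from 3 to 35 (Kmt2b MO 5.5 hpf), from 9 to 19 (Cxxc1 MO 6.5 hpf), from 25 to 38 (Kmt2b MO 6.5 hpf), from 6 to 127 (Cxxc1 MO 7.5 hpf) and from 5 to 171 (Kmt2b MO 7.5 hpf) in biological replicate 1. This result changed from 11 to 29 (Cxxc1 MO 5.5 hpf), from 18 to 40 (Kmt2b MO 5.5 hpf), from 40 to 696 (Cxxc1 MO 6.5 hpf), from 127 to 753 (Kmt2b MO 6.5 hpf), from 22 to 99 (Cxxc1 MO 7.5 hpf) and from 96 to 451 (Kmt2b MO 7.5 hpf) in biological replicate 2. The 36-library fit took the number of downregulated genes at 7.5 hpf from 2 to 47 (Cxxc1 MO) and from 0 to 68 (Kmt2b MO) in biological replicate 1. It changed from 6 to 68 (Cxxc1 MO) and from 54 to 190 (Kmt2b MO) in biological replicate 2. The 36-library fit took the percent of rising genes downregulated from 0 to 1.87 (Cxxc1 MO) and from 0 to 2.86 (Kmt2b MO) in biological replicate 1. The same count went from 0.104 to 1.19 (Cxxc1 MO) and from 1.66 to 3.58 (Kmt2b MO) in biological replicate 2.

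In the fit of protein-coding genes, chosen after seeing the data, the number of differentially expressed genes went from 4 to 0 (Cxxc1 MO 5.5 hpf, 912 at an unadjusted p under 0.05), from 3 to 35 (Kmt2b MO 5.5 hpf), from 9 to 17 (Cxxc1 MO 6.5 hpf), from 25 to 58 (Kmt2b MO 6.5 hpf), from 6 to 29 (Cxxc1 MO 7.5 hpf) and from 5 to 62 (Kmt2b MO 7.5 hpf) in biological replicate 1. It went from 11 to 28 (Cxxc1 MO 5.5 hpf), from 18 to 59 (Kmt2b MO 5.5 hpf), from 40 to 193 (Cxxc1 MO 6.5 hpf), from 127 to 360 (Kmt2b MO 6.5 hpf), from 22 to 233 (Cxxc1 MO 7.5 hpf) and from 96 to 1319 (Kmt2b MO 7.5 hpf) in biological replicate 2. Protein-coding genes took the number of downregulated genes at 7.5 hpf from 2 to 5 (Cxxc1 MO) and from 0 to 27 (Kmt2b MO) in biological replicate 1. That number changed from 6 to 145 (Cxxc1 MO) and from 54 to 251 (Kmt2b MO) in biological replicate 2. This fit took the number over both biological replicates from 105 to 381 (Cxxc1 MO) and from 348 to 1140 (Kmt2b MO). It also took the number of genes whose change differed between biological replicates from 1 to 0 (Cxxc1 MO, 501 at an unadjusted p under 0.05) and from 0 to 6 (Kmt2b MO). Protein-coding genes took the number of downregulated genes shared by the biological replicates from 1 to 6 (Cxxc1 MO) and from 2 to 28 (Kmt2b MO). The added fit took the number of downregulated rising genes shared by the knockdowns from 10 to 145 in biological replicate 2. This fit took the percent of rising genes downregulated from 0.104 to 19.1 (Cxxc1 MO) and from 1.66 to 30.7 (Kmt2b MO) in biological replicate 2. This result changed from 0 to 4.22 (Kmt2b MO) in biological replicate 1. Protein-coding genes took the odds ratio for rising among downregulated genes from 5.4 to 68.8 (Cxxc1 MO, Fisher p = 8.31e-101) in biological replicate 2. The added fit took the mean change of rising genes from -0.16 to -0.25 (Cxxc1 MO, exact permutation p = 0.01) and from -0.060 to -0.33 (Kmt2b MO, exact permutation p = 0.005). This fit took that of genes rising from a low level from -0.17 to -0.31 (Cxxc1 MO, exact permutation p = 0.01) and from -0.068 to -0.40 (Kmt2b MO, exact permutation p = 0.005). It also reversed that of genes rising from a maternal level from 0.016 to -0.063 (Cxxc1 MO, exact permutation p = 0.19) and from 0.048 to -0.10 (Kmt2b MO, exact permutation p = 0.065). Protein-coding genes took the change of pou5f3.2 from -0.24 to -0.21 (Cxxc1 MO, exact permutation p = 0.04). The added fit reversed the change of sox3 from -0.019 to 0.022 (Kmt2b MO, exact permutation p = 0.76). This fit took the number of lower genes of the developmental list from 16 to 58 (Cxxc1 MO). It also took the number of genes between Ctrl MO and NI Ctrl from 2 to 28 in biological replicate 2. Protein-coding genes reversed the log2 fold change of cxxc1.S from -0.013 to 0.012 (Cxxc1 MO, limma adjusted p = 0.988). The share of higher genes at 7.5 hpf went from 66.7% to 82.8% in Cxxc1 MO and from 100% to 56.5% in Kmt2b MO embryos of biological replicate 1, and from 72.7% to 37.8% and from 43.8% to 81.0% in biological replicate 2. The median change of all genes at 7.5 hpf in biological replicate 2 was then 0.042 in Cxxc1 MO and 0.083 in Kmt2b MO embryos. Of the genes called with all genes over both biological replicates, 45 of 46 lower and 56 of 59 higher genes remained in Cxxc1 MO and 139 of 147 and 187 of 201 in Kmt2b MO embryos.

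With the set number as a replicate block, the number of differentially expressed genes went from 4 to 0 (Cxxc1 MO 5.5 hpf, 879 at an unadjusted p under 0.05), from 3 to 0 (Kmt2b MO 5.5 hpf, 1501 at an unadjusted p under 0.05), from 9 to 5 (Cxxc1 MO 6.5 hpf), from 25 to 9 (Kmt2b MO 6.5 hpf), from 6 to 2 (Cxxc1 MO 7.5 hpf) and from 5 to 0 (Kmt2b MO 7.5 hpf, 1117 at an unadjusted p under 0.05) in biological replicate 1. It changed from 11 to 7 (Cxxc1 MO 5.5 hpf) in biological replicate 2. The block took the number of downregulated genes at 7.5 hpf from 2 to 1 (Cxxc1 MO) in biological replicate 1. The block took the number of downregulated genes shared by the biological replicates from 1 to 0 (Cxxc1 MO) and from 2 to 0 (Kmt2b MO). The block took the change of pou5f3.2 to -0.24 (Cxxc1 MO, unchanged in size, exact permutation p = 0.0312). Libraries with the same set number are different embryos, and the correlation of their deviations from the group means was from -0.011 to 0.051 across the 6 combinations of biological replicate and time point. The p of pou5f3.2 under the block is from an exact sign-flip permutation test, against p = 0.1 without it.

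With each Ctrl MO or knockdown library left out in turn (6 fits per count), the number of differentially expressed genes ranged from 0 to 8 (Cxxc1 MO 5.5 hpf), from 4 to 15 (Cxxc1 MO 6.5 hpf), from 4 to 10 (Cxxc1 MO 7.5 hpf), from 0 to 6 (Kmt2b MO 5.5 hpf), from 6 to 14 (Kmt2b MO 6.5 hpf) and from 0 to 11 (Kmt2b MO 7.5 hpf) in biological replicate 1. At 0, the number at an unadjusted p under 0.05 was 580 for Cxxc1 MO at 5.5 hpf, 1314 for Kmt2b MO at 5.5 hpf and 1255 and 1365 for Kmt2b MO at 7.5 hpf. The range in biological replicate 2 was from 4 to 54 (Cxxc1 MO 5.5 hpf), from 15 to 116 (Cxxc1 MO 6.5 hpf), from 3 to 36 (Cxxc1 MO 7.5 hpf), from 8 to 58 (Kmt2b MO 5.5 hpf), from 35 to 510 (Kmt2b MO 6.5 hpf) and from 10 to 41 (Kmt2b MO 7.5 hpf). Leaving out libraries gave downregulated genes at 7.5 hpf from 1 to 3 (Cxxc1 MO) and from 0 to 3 (Kmt2b MO) in biological replicate 1 and from 2 to 21 (Cxxc1 MO) and from 5 to 28 (Kmt2b MO) in biological replicate 2. Over 12 fits each, the change of pou5f3.2 ranged from -0.32 to -0.16 in Cxxc1 MO (exact permutation p from 0.035 to 0.215) and from -0.33 to -0.23 in Kmt2b MO libraries (p from 0.005 to 0.01), and that of sox3 from -0.20 to -0.055 and from -0.068 to 0.060. The change of sox3 in Kmt2b MO libraries reversed to 0.060 without Ctrl MO set 3 and to 0.011 without Kmt2b MO set 3 of biological replicate 2.

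For the named genes, 128 of 140 values under the alternatives kept their direction and their side of the threshold. Of the others, 9 became significant, 1 reversed (cxxc1.S, above) and 2 were no longer significant: the log2 fold change of med31.L in Kmt2b MO embryos was -0.40 (limma adjusted p = 0.0467) and became -0.43 (adjusted p = 0.0517) with a pseudocount of 0.1 and -0.40 (adjusted p = 0.0689) without the filter. The change of pou5f3.2 in Kmt2b MO libraries and the count of the developmental list in Kmt2b MO embryos kept their side under each alternative run. With a rise of at least 4-fold in place of 2-fold, and with NI Ctrl as the control of Kmt2b MO alone in the overlap of the knockdowns, no result changed so. NI Ctrl, a 4-fold rise and leaving out libraries were run only for the results named for them. Depth is unknown in TPM, so what it limits was not assessed.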

Differences from the paper's values

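In Fig. S7c, read by eye, the paper's number of upregulated genes in Cxxc1 MO embryos of biological replicate 1 was about 50 at 5.5 hpf, about 190 at 6.5 hpf and about 400 at 7.5 hpf, against 4, 6 and 4 here. The paper's number of downregulated genes was about 10, about 300 and about 350 (Fig. S7c, read by eye), against 0 (122 at an unadjusted p under 0.05), 3 and 2 here. For Kmt2b MO in biological replicate 1, the paper's number of upregulated genes was about 110, about 280 and about 1100 (Fig. S7c, read by eye), against 3, 20 and 5 here, and its number of downregulated genes was about 45, about 320 and about 1000 (Fig. S7c, read by eye), against 0 (926 at an unadjusted p under 0.05), 5 and 0 (519) here. For biological replicate 1, none of the alternatives set before the data were examined and neither of the fits added after seeing the data closed these gaps.

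In biological replicate 2, the paper's number of upregulated genes in Cxxc1 MO embryos was about 5 at 5.5 hpf, about 80 at 6.5 hpf and about 170 at 7.5 hpf (Fig. S7c, read by eye), against 9, 26 and 16 here. Of the alternatives set before the data were examined, the set number as a block, leaving out Ctrl MO set 2 and leaving out Cxxc1 MO set 2 closed the gap at 5.5 hpf, centring on the median gene closed it at 6.5 hpf, and none closed it at 7.5 hpf. The fit of protein-coding genes, chosen after seeing the values, also closed it at 6.5 hpf. The paper's number of downregulated genes was about 1, about 25 and about 60 (Fig. S7c, read by eye), against 2, 14 and 6 here. At 5.5 hpf the gap closed with a pseudocount of 0.1, with the block and without Ctrl MO set 2, Cxxc1 MO set 2 or Cxxc1 MO set 3, and at 6.5 hpf with only the 2 groups compared in the fit. At 7.5 hpf none of the alternatives set before the data were examined closed it, and the fit of 36 libraries, chosen after seeing the values, did.

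For Kmt2b MO in biological replicate 2, the paper's number of upregulated genes was about 55, about 200 and about 230 (Fig. S7c, read by eye), against 16, 89 and 42 here. Centring on the median gene closed the gap at 5.5 and 6.5 hpf, as did the fit of protein-coding genes, chosen after seeing the values, and leaving out Kmt2b MO set 1 closed it at 6.5 hpf. The paper's number of downregulated genes was about 13 at 5.5 hpf and about 130 at 7.5 hpf (Fig. S7c, read by eye), against 2 and 54 here, and no setting closed the gap at 5.5 hpf. At 7.5 hpf none of the alternatives set before the data were examined closed either gap, and the fit of 36 libraries, chosen after seeing the values, closed both.

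The paper's number of downregulated genes shared by the biological replicates was about 46 in Cxxc1 MO and about 98 in Kmt2b MO embryos (Fig. S7d, read by eye), against 1 and 2 here. The paper's number of downregulated zygotic genes shared by the knockdowns was about 210 in biological replicate 1 and about 5 in biological replicate 2 (Fig. S7g, read by eye), against 0 and 10 rising genes here. None of the 4 alternatives run for these overlaps closed the gaps, and the other settings were not run for them.

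The paper's average share of zygotic genes downregulated at 7.5 hpf was 10% in Cxxc1 MO and 16% in Kmt2b MO embryos, against 0.0519% and 0.831% of the rising genes here. None of the alternatives set before the data were examined closed the gap: the highest mean share under them was 2.55%, with centring in Kmt2b MO embryos. The fit of protein-coding genes, chosen after seeing the values, gave 9.56% and 17.4%.

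The paper states that the number of differentially expressed genes increases with time, whereas the number here was higher at 6.5 than at 7.5 hpf in each knockdown of both biological replicates (9 against 6 and 25 against 5 in biological replicate 1, 40 against 22 and 127 against 96 in biological replicate 2). With protein-coding genes, a fit chosen after seeing the values, the number increased from 5.5 to 6.5 and 7.5 hpf in each, from 0 (912 at an unadjusted p under 0.05) to 17 and 29 and from 35 to 58 and 62 in biological replicate 1, and from 28 to 193 and 233 and from 59 to 360 and 1319 in biological replicate 2 (Cxxc1 MO and Kmt2b MO). In the fit of 36 libraries, also chosen after seeing the values, the number increased at each step in both knockdowns of biological replicate 1 only. With centring it did so for Kmt2b MO of biological replicate 2 only. With only the 2 groups compared in the fit it did so for Cxxc1 MO of biological replicate 2 only. In Fig. S7c the paper has more differentially expressed genes in biological replicate 1. Here biological replicate 2 had more at each time point in the fits of 12 libraries, but not in every setting. The paper describes the mean expression of gene groups as lower in both knockdowns at 7.5 hpf, whereas the mean change of all rising genes was -0.16 (two-sided exact permutation test, p = 0.18) and -0.060 (p = 0.635), and it was -0.25 (p = 0.01) and -0.33 (p = 0.005) over rising protein-coding genes, a set chosen after seeing the values. The paper reports a significantly lower pou5f3.2 in both knockdowns, whereas the change in Cxxc1 MO libraries was -0.24 (exact permutation test, p = 0.1). In exact permutation tests it was -0.23 (p = 0.025) with centring, -0.50 (p = 0.005) with NI Ctrl as the control, -0.24 (p = 0.0312) with the set number as a block and -0.21 (p = 0.04) over protein-coding genes, the last chosen after seeing the values, and p ranged from 0.035 to 0.215 with a library left out. The change against NI Ctrl includes the lower pou5f3.2 in Ctrl MO than in NI Ctrl embryos.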

Other observations

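The tests on protein-coding genes, of matched genes, of small noncoding RNAs, of the difference between the biological replicates and of comparisons with NI Ctrl in this part were chosen only after the result was seen.

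Counts of differentially expressed genes were recomputed for other splits of the same libraries that part every same-numbered pair of Ctrl MO and knockdown libraries, the only splits that keep this feature of the real one. Within a biological replicate there are 4 such splits, too few to reach a share of 0.05. At least as many genes were found in 2 of 4 splits for Cxxc1 MO at 5.5 hpf in biological replicate 1, and in 1 of 4, the real one, in each of the other 11 comparisons with a knockdown and in both comparisons of Ctrl MO with NI Ctrl at 7.5 hpf. For both biological replicates at 7.5 hpf, 1 of 32 splits, the real one, gave as many genes for each knockdown, where the other splits gave at most 20 (Cxxc1 MO) and 4 (Kmt2b MO). Over protein-coding genes it was also 1 of 32 for each, with at most 31 and 200 genes in the other splits.

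For genes whose change differed between the biological replicates, 6 of 32 splits gave as many for Cxxc1 MO. Over protein-coding genes 9 of 32 did for the 6 genes of Kmt2b MO (itga5.S, rpsa.L, LOC108715337, srrd.L, LOC121395360 and LOC108707908, named after their values were seen). The count was 0 in Kmt2b MO over all genes and in Cxxc1 MO over protein-coding genes (544 and 501 at an unadjusted p under 0.05), and 32 of 32 splits then give as many. The 6 genes of Kmt2b MO came with 1496 at an unadjusted p under 0.05, where chance would give 847.7. Splits that swap the labels of one biological replicate turn an effect shared by the frogs into a difference between them, and gave up to 95 and 350 genes over all genes and 444 and 1264 over protein-coding genes, so these shares do not give the number expected by chance.

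The mean of all rising genes was not lower in 6 of 6 knockdown libraries at 7.5 hpf. The sign of the mean change was found in 5 of 6 Cxxc1 MO libraries, so no single set of embryos carried it, and in 2 of 6 Kmt2b MO libraries, where the mean rests on the lowest libraries. With each library centred on its median gene the change was -0.15 in Cxxc1 MO (exact permutation test, p = 0.395) and -0.063 in Kmt2b MO libraries (p = 0.675), so the composition of the TPM scale can neither be shown nor excluded as a cause. A delay predicts higher falling genes by 0.062 and 0.023, below the smallest changes the test could show (0.18 and 0.13), and the permutation p of falling genes was 0.93 and 0.835, so slower development cannot be told apart either. A candidate explanation for the absence of a clear decrease is that small noncoding RNAs dominate the rising genes, since rising protein-coding genes were lower with an exact permutation p of 0.01 in Cxxc1 MO and 0.005 in Kmt2b MO libraries.

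For the rising protein-coding genes, centring left changes of -0.27 (exact permutation test, p = 0.01) in Cxxc1 MO and -0.36 (p = 0.005) in Kmt2b MO libraries. Against non-rising genes matched on expression level and gene length (450 of 450 rising genes had a gene length), the difference was -0.27 (exact permutation test, p = 0.01) and -0.39 (p = 0.005), and the matched genes, 134 of which are falling genes, changed by 0.020 (p = 0.37) and 0.069 (p = 0.015). The permutation p of falling protein-coding genes was 0.475 in Cxxc1 MO and 0.31 in Kmt2b MO libraries. A delay large enough for the change of the rising genes would raise falling genes by 0.10 in Cxxc1 MO and 0.13 in Kmt2b MO embryos, against smallest detectable changes of 0.11 and 0.10. In Cxxc1 MO embryos the decrease therefore cannot be told apart from slower development. In Kmt2b MO libraries falling genes changed in the predicted direction, by 0.053 with 5 of 6 libraries higher (-0.0066 in biological replicate 1 and 0.11 in biological replicate 2), which differs significantly neither from 0 nor from the predicted rise (exact permutation test against the prediction, p = 0.15). The median protein-coding gene also changed by 0.083 in biological replicate 2, so part of the 0.11 may be a shift of all genes. Against NI Ctrl they were higher by 0.12 in 6 of 6 libraries (exact permutation test, p = 0.025, 0.0521 after Benjamini-Hochberg adjustment), and by 0.11 (p = 0.025) when chosen in the NI Ctrl libraries of the other biological replicate. The decrease in Kmt2b MO embryos therefore cannot be told apart from slower development either. The paper reports delayed development in both knockdowns, and a lower activation of zygotic genes remains a hypothesis. The higher protein-coding genes included more falling genes than expected in each knockdown (147 against 122 and 523 against 487), the direction that a delay would give.

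Toxicity of morpholinos through p53 predicts higher p53 target genes. The mean change of 31 such genes had an exact permutation p of 0.74 in Cxxc1 MO and 0.675 in Kmt2b MO libraries, in a test against Ctrl MO at 7.5 hpf that could show changes of 0.17 and 0.11. Ctrl MO is itself a morpholino, so this test does not address toxicity common to morpholinos. Against NI Ctrl at 5.5 hpf, these genes were higher by 0.14 in Cxxc1 MO (exact permutation test, p = 0.005, 6 of 6 libraries), 0.10 in Kmt2b MO (p = 0.065, 5 of 6) and 0.096 in Ctrl MO libraries (p = 0.07, 6 of 6), without adjustment over the 15 comparisons of this set. At 7.5 hpf the changes against NI Ctrl were 0.0026 (exact permutation test, p = 0.975), 0.061 (p = 0.075) and 0.030 (p = 0.65). A small early response to injection may be present in all 3 injected groups.

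Because the knockdowns share their Ctrl MO libraries, some overlap of their downregulated rising genes would arise from those libraries alone. With NI Ctrl as the control of Kmt2b MO, 9 genes were shared in biological replicate 2, where 2.56 would be expected (one-sided Fisher's exact test, p = 6.53e-05), so shared control libraries do not account for the overlap there. In biological replicate 1, 0 genes were shared with either control, which leaves the question open; at an unadjusted p under 0.05, 208 rising genes were lower in Cxxc1 MO and 151 in Kmt2b MO embryos at 7.5 hpf.

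Biological replicate 2 had more differentially expressed genes than biological replicate 1 at 7.5 hpf. A smaller spread between sets is not the reason, because the median SD within groups was 0.208 in biological replicate 2 and 0.121 in biological replicate 1 (genes with a mean of at least 10 TPM). At the adjusted threshold, the order of the biological replicates was opposite to Fig. S7c in 6 of 6 pairs of knockdown and time point. A candidate explanation for the difference from the figure is that the tables and the figure number the biological replicates differently. The order depends on the setting, however. At an unadjusted p under 0.05, biological replicate 1 had more genes for Cxxc1 MO at 7.5 hpf (1184 against 1008). It also had more for Kmt2b MO at 5.5 hpf (1530 against 942), and biological replicate 2 had more in the other pairs. In the fit of 36 libraries, Cxxc1 MO at 7.5 hpf again had more in biological replicate 1. The samples were kept as labelled. NI Ctrl embryos of biological replicate 2 had reached 49.1% (45.9% to 52.2% in 3 libraries) of the rise of protein-coding genes at 6.5 hpf, against 30.1% (23.5% to 35.9%) in biological replicate 1, so more advanced embryos in biological replicate 2 may also contribute. Each biological replicate is 1 frog, and these explanations cannot be told apart.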
